# CD62L expression level determines the cell fate of myeloid progenitors

**DOI:** 10.1016/j.stemcr.2021.10.012

**Published:** 2021-11-18

**Authors:** Yusuke Ito, Fumio Nakahara, Yuki Kagoya, Mineo Kurokawa

**Keywords:** CD62L, common myeloid progenitor, granulocyte-monocyte progenitor

## Abstract

Hematopoietic cells differentiate through several progenitors in a hierarchical manner, and recent single-cell analyses have revealed substantial heterogeneity within each progenitor. Although common myeloid progenitors (CMPs) are defined as a multipotent cell population that can differentiate into granulocyte-monocyte progenitors (GMPs) and megakaryocyte-erythrocyte progenitors (MEPs), and GMPs generate neutrophils and monocytes, these myeloid progenitors must contain some lineage-committed progenitors. Through gene expression analysis at single-cell levels, we identified CD62L as a marker to reveal the heterogeneity. We confirmed that CD62L-negative CMPs represent “bona fide” CMPs, whereas CD62L-high CMPs are mostly restricted to GMP potentials both in mice and humans. In addition, we identified CD62L-negative GMPs as the most immature subsets in GMPs and Ly6C^+^CD62L-intermediate and Ly6C^+^CD62L-high GMPs are skewed to neutrophil and monocyte differentiation in mice, respectively. Our findings contribute to more profound understanding about the mechanism of myeloid differentiation.

## Highlights

• CD62L-high CMPs are mostly restricted to GMP potentials both in mice and humans
• CD62L-neg GMPs are most immature in murine GMPs
• Ly6C^+^/CD62L-int GMPs are skewed to neutrophil differentiation in mice
• Ly6C^+^/CD62L-high GMPs are skewed to monocyte differentiation in mice

## Introduction

Hematopoietic cells differentiate from hematopoietic stem and progenitor cells in a strictly regulated hierarchical manner to maintain homeostasis (Akashi et al., 2000). Multipotent hematopoietic stem cells differentiate into committed progenitor cells with differentiation capacity into more restricted lineages. Although the differentiation status is mainly discriminated by surface marker profiles, recent studies using single-cell analyses and lineage-tracing approaches have revealed the heterogeneity and lineage skewing in hematopoietic stem and progenitor cells (Buenrostro et al., 2018; Dinh et al., 2020; Drissen et al., 2019; Jacobsen and Nerlov, 2019; Kwok et al., 2020; Nestorowa et al., 2016; Olsson et al., 2016; Paul et al., 2015; Weinreb et al., 2020). These reports have challenged the classical hierarchical model of hematopoiesis and provided a revised framework indicating a continuum of differentiation (Laurenti and Göttgens, 2018; Loughran et al., 2020; Notta et al., 2016; Velten et al., 2017). Scrutinizing the heterogeneity in the progenitor population has clarified the difference in expression of genes important for differentiation between each subpopulation, which contributes to elucidating the hematopoietic differentiation mechanism more minutely (Yáñez et al., 2015).

With regard to myeloid progenitors, several articles have investigated the heterogeneity of common myeloid progenitors (CMPs) (Miyawaki et al., 2017; Mori et al., 2015; Nishikii et al., 2015) and granulocyte-monocyte progenitors (GMPs) (Dinh et al., 2020; Kawamura et al., 2017; Kwok et al., 2020; Yáñez et al., 2015), which have revealed the existence of lineage-committed subgroups in these progenitors. Moreover, Notta et al. (2016) suggest that the stem cell compartment is multipotent but that the progenitors are unipotent in adult human bone marrow. These previous reports suggest that CMPs contain the GMP-skewed subset, but the specific surface marker identifying this population has not been clarified.

Traditional surface markers defining CMPs and GMPs are quite different between mice and humans. Human CMPs are defined as Lineage^−^CD34^+^CD38^+^CD45RA^−^CD123^mid^, and GMPs as Lineage^−^CD34^+^CD38^+^CD45RA^+^CD123^mid^ (Manz et al., 2002), whereas murine CMPs are defined as Lineage^−^SCA-1^−^C-KIT^+^CD16/32^−^CD34^+^, and murine GMPs as Lineage^−^SCA-1^−^C-KIT^+^CD16/32^+^CD34^+^ (Akashi et al., 2000). Identification of common molecular profiles between the human and mouse will make it easier to translate the findings obtained in mouse studies to humans.

In this study, we analyzed heterogeneity of human and murine CMPs using single-cell RNA sequencing (RNA-seq) data and identified CD62L as a useful marker to clarify functional heterogeneity of the myeloid progenitor population in both mice and humans. These findings elucidate the myeloid cell differentiation diagram in more detail.

## Results

### Differential CD62L expression levels reveal heterogeneity within the CMP population in mice and humans

To elucidate heterogeneity of myeloid progenitors, we analyzed gene expression profiles of individual cells within the human and mouse CMP populations using publicly available single-cell RNA-seq data (GSE70236 and GSE113046) (Drissen et al., 2019; Olsson et al., 2016). To extract the gene sets that represent the CMP attributes, we first selected the top 10 genes that were most highly expressed in murine CMPs compared with the downstream population, GMPs, using bulk RNA-seq data (GSE116177) (Choi et al., 2019) (Figure S1A). When analyzed at single-cell levels, the expression signatures of the CMP genes showed substantial heterogeneity (Figure 1A). We hypothesized that the cells with low CMP scores are more differentiated toward GMP. To find molecular profiles that mark the differentiated population within CMPs, we compared gene expression data between cells with high and low expression of CMP genes and extracted the top 10 genes highly expressed in cells with low CMP scores (Figure 1B). To explore genes whose expression patterns were similar in human cells, we calculated the CMP score using human transcriptome data (GSE42519) (Rapin et al., 2014), which also showed substantial heterogeneity (Figures 1C and S1B). Analysis of the expression of the ten candidate genes in Figure 1B showed that the expression of *CTSG*, *MPO*, and *ELANE* was restricted to CMPs with low CMP scores, all of which are well known as neutrophil/monocyte-specific genes (Olsson et al., 2016), suggesting that CMPs with low CMP signature scores are more differentiated into neutrophil/monocyte-lineage cells (Figures 1D, S1C, and S1J). Among the surface molecule-encoding genes, *SELL*, the gene encoding CD62L, was differentially expressed between cells with the high and low CMP signature score in both the human and mouse CMP (Figures 1D–1G). Likewise, we extracted GMP signature gene sets (Figure S1K), and *Z* score calculation showed that CD62L-high CMPs expressed GMP-specific genes compared with CD62L-negative CMPs (Figures S1L and S1M). Based on these results, we focused on CD62L as a promising molecule whose expression explains heterogeneity of the myeloid progenitor population, suggesting that CD62L-negative CMPs represent “bona fide” CMPs, and that CD62L-high CMPs are skewed to GMP potential.

**Figure 1:**
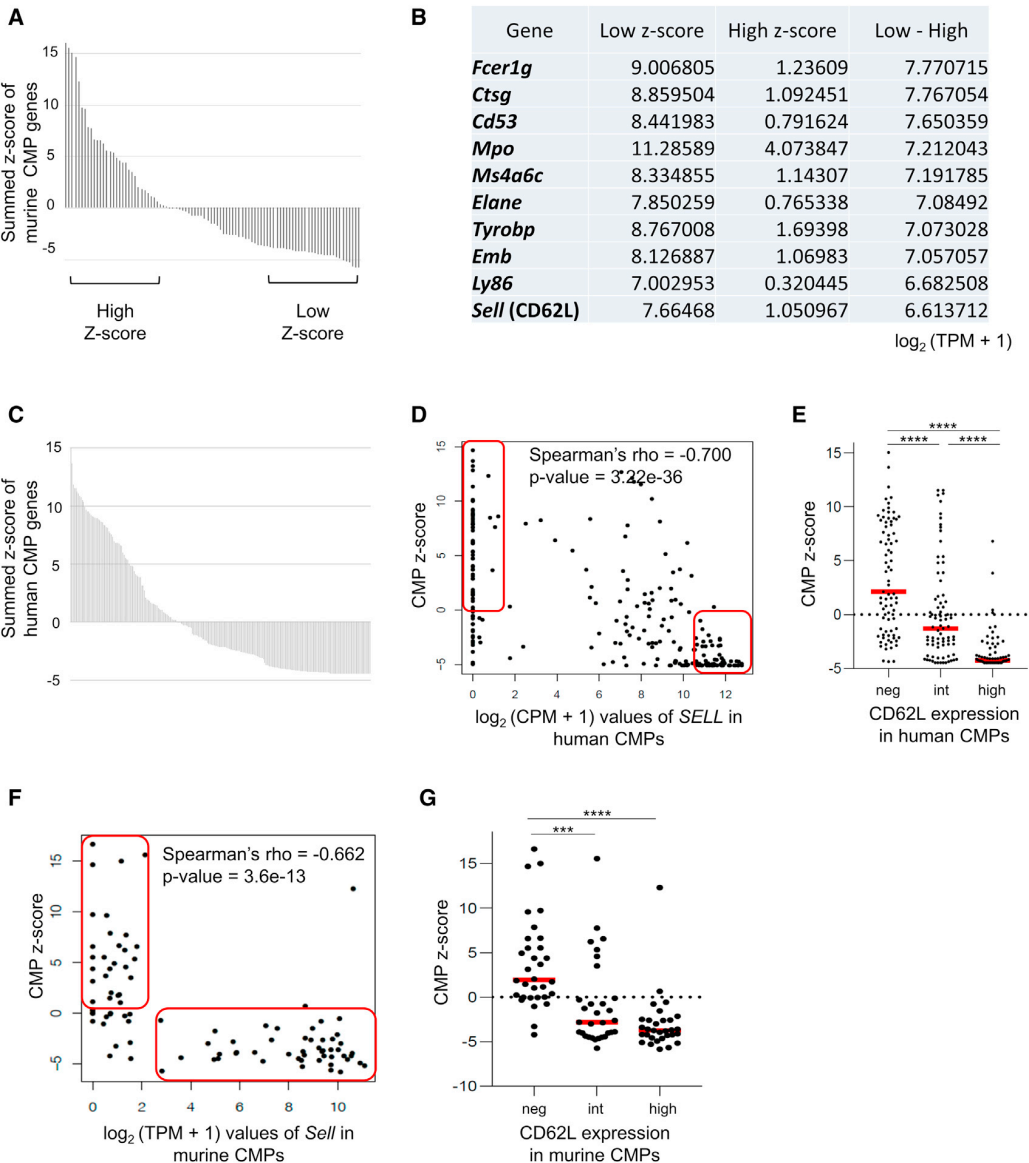
CD62L expression reveals heterogeneity of the CMP population (A) The distribution of the sum of Z scores of ten CMP signature genes in individual murine CMP cells calculated from the publicly available single-cell RNA-seq data (GSE70236). The y axis shows the summed Z scores. Cells within the top and bottom third of the scores were defined as CMP-high and CMP-low groups, respectively. (B) The list of the ten genes whose expressions is most upregulated in the CMP-low group compared with the CMP-high group. (C) The distribution of the sum of Z scores of the ten CMP signature genes in each human CMP from the data of single-cell RNA-seq (GSE113046). The y axis shows the value of the sum of CMP *Z* score. (D and F) Expression levels of *SELL*, the gene encoding CD62L, were plotted against the sum of CMP Z scores in individual cells in humans (D) and mice (F). The x axis shows the expression value of *SELL* and the y axis shows the sum of Z scores. (E and G) The plot of the *Z* score divided by CD62L-neg, CD62L-int, and high CMPs in humans (E) and mice (G). Statistical significance was calculated using one-way ANOVA (^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001).

### Differential CD62L expression segregates differentiation potential of the CMP

Consistent with heterogeneity at gene expression levels, CD62L expression at protein levels was widely distributed in murine CMPs as well as GMPs, while it was almost negative in MEPs (Figures 2A and S2A). CMPs were trisected according to CD62L expression level and defined as CD62L-negative (CD62L-neg), CD62L-intermediate (CD62L-int), and high CMPs (Figure 2A). Colony-forming cell assays of CD62L-neg, CD62L-int, and high CMPs revealed that CD62L-neg CMPs produced BFU-E (19.9% ± 3.5%), CFU-Meg (8.1% ± 1.3%), and CFU-GEMM (10.7% ± 1.9%). On the other hand, CD62L-int and CD62L-high CMPs were skewed into granulocyte and monocyte colonies (CD62L-int CMPs: 96.7% ± 3.2%, CD62L-high CMPs: 99.4% ± 0.8%) (Figure 2B). Consistent with this, most of the cells within the colonies derived from CD62L-high CMPs were CD11b positive, while a part of the cells from CD62L-neg CMPs was positive for the erythrocyte marker TER119 (Figures 2C–2E, S2B, and S2C). Giemsa staining showed that colonies derived from CD62L-high CMPs were mostly terminally differentiated into macrophages or neutrophils, whereas colonies from CD62L-neg CMPs contained immature myeloid cells, megakaryoblasts, and erythroblasts (Figure S2D). When incubated with the liquid medium, CD62L-neg CMPs generated both GMPs (45.0% ± 3.9%) and MEPs (16.9% ± 1.1%), while CD62L-high CMPs mostly produced GMPs (75.8% ± 10.0%) and the frequency of cells with an MEP phenotype were only 1.5% ± 0.9% (Figure 2F). Also, while CD62L-neg CMPs differentiated into CD62L-high CMPs, CD62L-high CMPs did not produce CD62L-neg cells, suggesting that CD62L is upregulated along with the differentiation of CMPs (Figure 2G).

**Figure 2:**
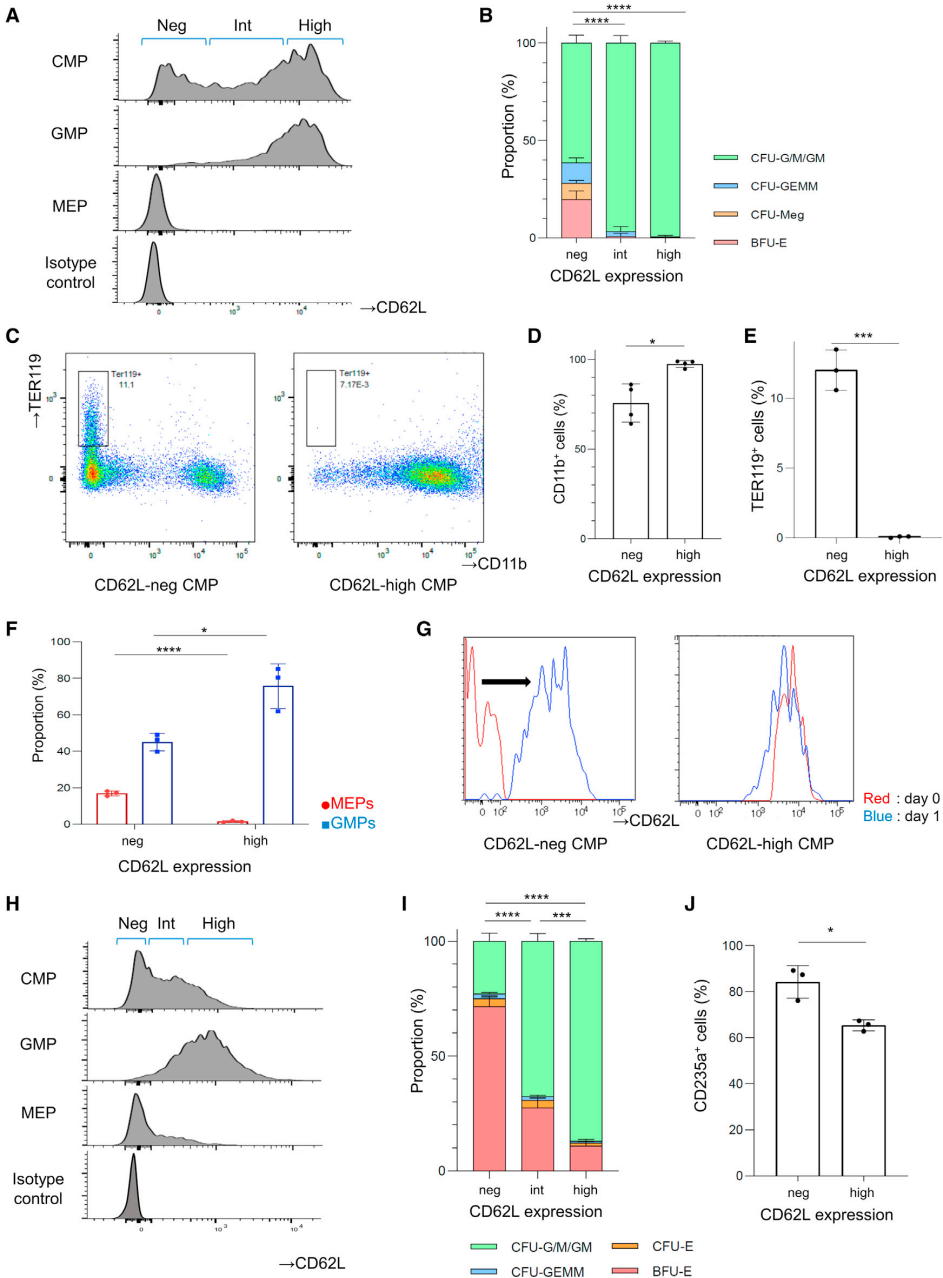
CD62L expression reveals the heterogeneity of CMPs *in vitro* both in mice and humans (A) Representative flow cytometry plots analyzing CD62L expression or isotype control in each progenitor population (CMP, GMP, and MEP) within mouse bone marrow cells. CMPs were trisected according to CD62L expression level and defined as CD62L-neg, CD62L-int, and high CMPs. (B) The result of colony-forming cell assay of murine CD62L-neg, CD62L-int, and high CMPs. Means ± SD of three independent experiments. Statistical significance for the proportion of CFU-G/M/GM was calculated using one-way ANOVA (^∗∗∗∗^p < 0.0001; n = 3). (C) Representative flow cytometry plots analyzing CD11b and TER119 expression after 7-day culture of CD62L-neg and high CMPs with semisolid medium. (D and E) The result of differentiation into CD11b-positive cells (D) and TER119-positive cells (E) after 7-day culture. Means ± SD of three to four independent experiments. Statistical significance was calculated using unpaired two-tailed t test (^∗^p < 0.05, ^∗∗∗^p < 0.001; n = 3–4). (F) The result of differentiation into GMPs and MEPs after 2-day liquid culture of CD62L-neg and CD62L-high CMPs. Means ± SD of three independent experiments. Statistical significance was calculated using unpaired two-tailed t test (^∗^p < 0.05, ^∗∗∗∗^p < 0.0001; n = 3). (G) Representative flow cytometry plots analyzing CD62L expression when CD62L-neg and CD62L-high CMPs were sorted (red) and after 1-day liquid culture (blue). Experiments were repeated three times. (H) Representative flow cytometry plots analyzing CD62L expression or isotype control in each progenitor population (CMP, GMP, and MEP) within human CD34^+^ bone marrow cells. (I) The result of colony-forming cell assay of human CD62L-neg, CD62L-int, and high CMPs. Means ± SD of three independent experiments. Statistical significance for the proportion of CFU-G/M/GM was calculated using one-way ANOVA (^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001; n = 3). (J) The result of proportion of CD235a-positive erythroid cells after 14-day culture with semisolid medium. Means ± SD of three independent experiments. Statistical significance was calculated using unpaired two-tailed t test (^∗^p < 0.05; n = 3).

Next, we examined the expression patterns of CD62L in human CMPs to investigate whether these findings are recapitulated in humans. As was seen in murine cells, the expression of CD62L was widely distributed within the human CMP population (Figures 2H and S2E). Colony-forming cell assay of CD62L-neg, CD62L-int, and high CMPs demonstrated that CD62L-neg CMPs were skewed to generate BFU-E (71.5% ± 3.4%), whereas CD62L-high CMPs mostly generated CFU-G/M/GM (87.0% ± 0.9%) (Figure 2I). Macroscopically, human BFU-Es were detected as red-colored colonies (Figure S2F). Cells differentiated from CD62L-neg CMPs were almost positive for CD235a (Figure 2J). Previous studies have shown that CD41-positve CMPs are megakaryocyte-specific progenitors in humans (Miyawaki et al., 2017). When human CMPs were analyzed for CD41 and CD62L expression, most CD41-positive CMPs were CD62L-negative, suggesting that CMPs that are capable of differentiating into megakaryocytes are confined to the CD62L-neg population (Figure S2G). Another study has shown that CD71-positive CMPs are erythrocyte specific (Notta et al., 2016). The expressions of CD71 and CD62L in CMPs were mutually exclusive (Figures S2H and S2I). Collectively, these data suggest that CD62L-neg CMPs are genuine CMPs that can differentiate into myeloid as well as erythro-megakaryocytic cells, whereas CD62L-high CMPs are skewed to GMP potential *in vitro* both in mice and humans.

### CD62L-neg but not CD62L-high CMP differentiates into megakaryocytic cells *in vivo*

To further elucidate the difference between CD62L-neg and CD62L-high CMPs, we focused on the capacity to produce platelets. When murine CMPs were cultured in liquid medium, microscopic imaging showed that megakaryocytes with large cytoplasm only emerged from CD62L-neg CMPs (Figure 3A). We then investigated *in vivo* differentiation potential of the CD62L-high and CD62L-neg CMPs using mouse bone marrow transplantation assays (Okabe et al., 1997). Wild-type C57BL/6 mice were transplanted with CD62L-neg, CD62L-int, or high CMPs derived from the CAG-EGFP mice, and chimerism of the donor cells in the peripheral blood, bone marrow, and spleen was analyzed on day 7 (Figure 3B). Platelets were detected as FSC-low and CD41-positive fractions, and the frequency as well as the absolute count of GFP-positive platelets was significantly higher in mice transplanted with CD62L-neg CMPs (CD62L-neg CMPs, 9.8% ± 2.7%; CD62L-int CMPs, 0.4% ± 0.2%; CD62L-high CMPs, 0.2% ± 0.1%) (Figures 3C–3F). With regard to the localization of engrafted GFP-positive megakaryocytes, CD11b^−^CD41^+^ cells were detected in splenic cells (Figure S3A). The proportion of GFP-positive neutrophils and macrophages was not significantly different among CD62L-neg, CD62L-int, and high CMP cells in peripheral blood, bone marrow, and spleen (Figures 3G–3K, S3B–S3E, and S3G–S3I). The proportion of TER119^+^ erythrocytes and platelets in the spleen was significantly higher in mice transplanted with CD62L-neg CMPs (Figures S3F, S3J, and S3K). These *in vivo* results reinforce that CD62L-high CMPs have lost differentiation potential into the megakaryocytic lineage.

**Figure 3:**
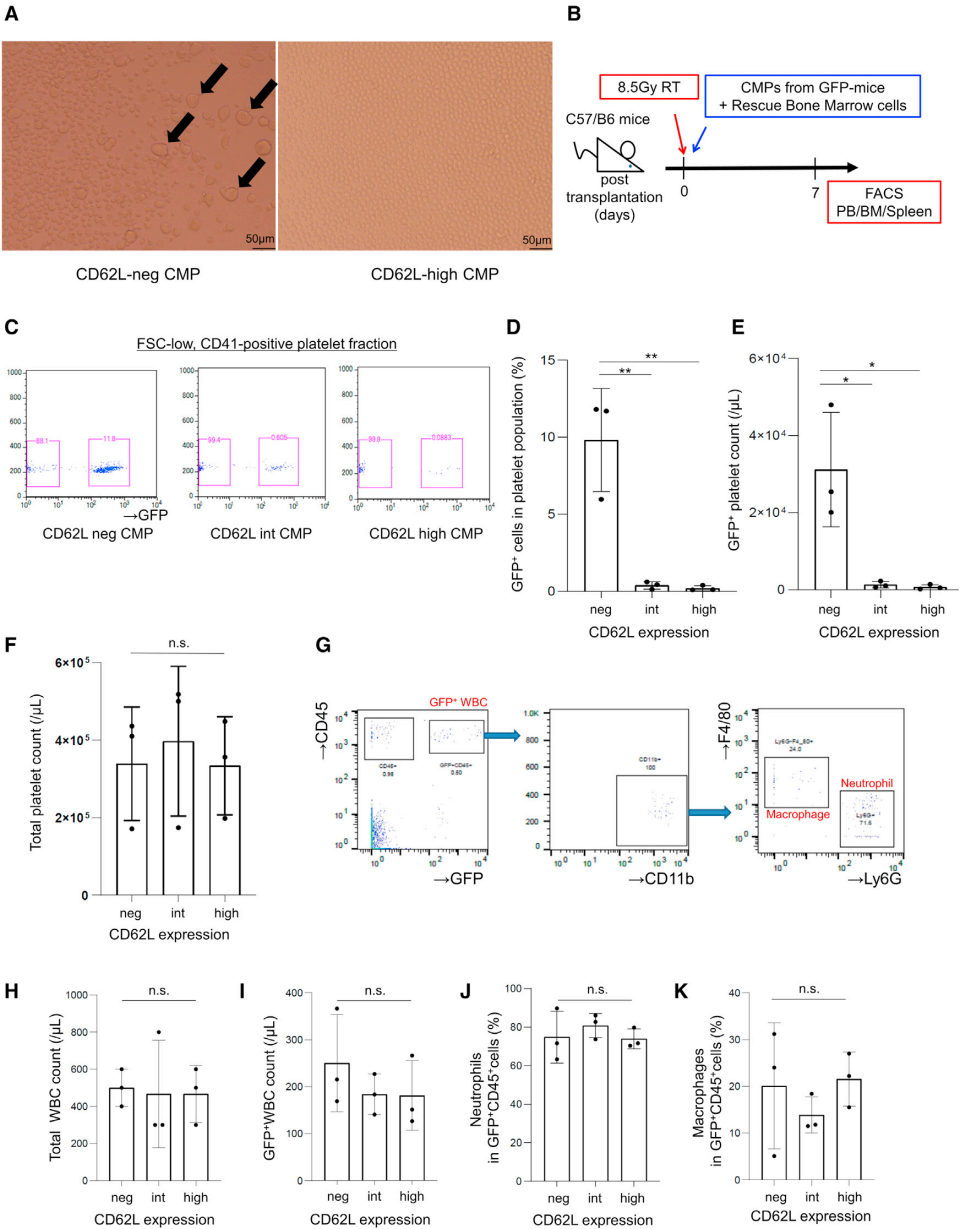
CD62L-neg but not CD62L-high CMPs differentiate into megakaryocytic cells *in vitro* and *in vivo* (A) The microscopic findings after 4-day liquid culture of CD62L-neg and CD62L-high CMPs. Large megakaryocytes were exclusively differentiated from CD62L-neg CMPs (arrows). (B) A scheme of *in vivo* transplantation assay. Wild-type mice were lethally irradiated (8.5 Gy), and then 1.5 × 10^4^ CD62L-neg, CD62L-int, or high CMPs from CAG-EGFP mice and 2 × 10^5^ bone marrow cells from wild-type mice were injected intravenously. Peripheral blood, bone marrow, and spleen were analyzed after 7 days. (C) Representative flow cytometry plots analyzing GFP expression in FSC-low, CD41-positive platelets from each mouse. Experiments were repeated three times. (D–F) The result of proportion (D) and absolute count (E) of GFP-positive platelets, and (F) total platelet count in peripheral blood from each mouse. Means ± SD of three independent experiments. Statistical significance was calculated using one-way ANOVA (^∗^p < 0.05, ^∗∗^p < 0.01; n.s., not significant, n = 3). (G) Representative flow cytometry plots analyzing Ly6G^+^ neutrophils and F4/80^+^ macrophages in GFP-positive cells from each mouse. Experiments were repeated three times. (H–K) The result of (H) total CD45^+^ cell count, (I) GFP-positive cell count, and the proportion of (J) neutrophils and (K) macrophages in GFP-positive cells in peripheral blood. Means ± SD of three independent experiments. Statistical significance was calculated using one-way ANOVA (n.s., not significant, n = 3).

### Gene expression analysis for CD62L-neg and CD62L-high CMPs

To further corroborate the differentiation potential from the aspect of gene expression, we performed RNA-seq of murine CD62L-neg and CD62L-high CMPs, bulk CMPs and bulk GMPs. 

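RNA of bone marrow progenitors sorted by flow cytometry was sequenced, with 3 libraries each of bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs and bulk GMPs. The sample labels call the CD62L-neg CMPs CD62L-low CMPs. The paper names SMART-Seq v.4 Ultra Low Input for library preparation, whereas the labels name a SMARTer stranded kit. The authors trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2 and counted them per gene with HTSeq, and these raw counts were analysed here. Bulk CMPs had total counts of 7047034, 6145834 and 7262055 in replicates 1, 2 and 3, and CD62L-neg CMPs had 7509818, 7509544 and 7062317. Total counts were 11683991, 14456810 and 14650082 in CD62L-high CMPs and 12718529, 12193934 and 12486047 in bulk GMPs. In bulk CMP replicate 2, the gene models Gm23935, Gm26917 and Gm42418 took 61.0% of the counts, and protein-coding genes took 30.7%. The same 3 gene models took 28.0% and 27.7% in the other bulk CMP libraries. They took 28.8% to 31.7% in CD62L-neg CMPs and 23.6% to 24.9% in CD62L-high CMPs, so this share differed between the compared groups. The paper excluded a bulk CMP sample with a low mapping rate and used 2, but its text does not say which one. All 3 were used here, and each count of genes was also made with each bulk CMP library left out.

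Counts were scaled by TMM, and the 13611 genes that passed edgeR's filter on low counts over the 12 libraries were tested with edgeR's quasi-likelihood test. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. Levels are given as CPM, scaled by TMM, with the mean ± SD of 3 libraries, and fold changes as log2 values with their standard errors. Lists of genes were tested against all other genes with limma's camera at a preset correlation of 0.01, and again with the correlation estimated from the data. The paper's text does not say whether the replicates came from separate mice, so the p-values measure the spread between these samples, which may be technical. Where a gene had no count in a population, its fold change is given as a lower bound against a floor of 3 counts over the pooled libraries. Where it had 1 to 3 counts, a ratio with a 95% interval is given, and these bounds and intervals cover counting error only.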

Principal-component analysis (PCA) showed a clear separation of CD62L-neg CMPs and CD62L-high CMPs (Figure 4A). 

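CD62L-neg CMPs and CD62L-high CMPs lay apart on the first principal component, which carried 46.1% of the variance of 13611 genes. The score on this component was -43.4 ± 3.7 (SD, n = 3) in CD62L-neg CMPs and 21.1 ± 2.8 (SD, n = 3) in CD62L-high CMPs. Bulk CMPs lay between them at -16.5 ± 13.5 (SD, n = 3), and bulk GMPs lay beyond the CD62L-high CMPs at 38.8 ± 0.7 (SD, n = 3). CD62L-high CMPs and bulk GMPs were set apart on the third component, with scores of 20.0 ± 0.6 and -19.3 ± 0.4. The second component carried 23.6% of the variance, and on it the bulk CMP libraries ranged from -71.5 to 0.1. Without bulk CMP replicate 2, the first component carried 57.9% and the second 15.4%. The components were computed from log2(CPM + 4) with genes centred and not scaled, and the sign of a score is arbitrary.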

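CD62L-high CMPs were nearer to bulk GMPs than to CD62L-neg CMPs. Over the 1000 genes with the largest SD, the Euclidean distance from CD62L-high CMPs was 32.0 ± 0.95 to bulk GMPs and 58.9 ± 4.11 to CD62L-neg CMPs (mean ± SD of 9 pairs of libraries). The former was 0.543 ± 0.034 of the latter (SD over the 3 CD62L-high CMP libraries). This ratio was 0.353 with 1 minus Pearson's correlation as the distance. Bulk CMPs lay 35.8 ± 9.05 from CD62L-high CMPs, 42.3 ± 6.85 from CD62L-neg CMPs and 49.0 ± 7.4 from bulk GMPs (mean ± SD of 9 pairs). Pairs of bulk CMP and CD62L-high CMP libraries ranged from 28.05 to 49.78, and pairs of CD62L-high CMP and bulk GMP libraries from 30.71 to 33.31. So it was not shown that CD62L-high CMPs were nearer to bulk GMPs than to every bulk CMP library. The farthest pair of populations was CD62L-neg CMPs and bulk GMPs, at 66.7 ± 2.9. In the tree, built by average linkage on 1 minus Pearson's correlation, the first division put the bulk CMPs with the CD62L-neg CMPs and the CD62L-high CMPs with the bulk GMPs. The next division split off 1 bulk CMP library, and without bulk CMP replicate 2 the 4 branches were the 4 populations. With Euclidean distance and complete linkage, the branch of CD62L-neg CMPs held 4 libraries at the first division, and 2 bulk CMP libraries joined the CD62L-high CMPs and bulk GMPs. At 4 branches of this tree, these 2 bulk CMP libraries were with the 3 CD62L-high CMP libraries, and the bulk GMPs formed a branch of their own.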

Unsupervised hierarchical clustering showed that CD62L-high CMPs clustered adjacent to GMPs and away from the CD62L-neg CMPs (Figure 4B). 

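Among the genes most raised in CD62L-high CMPs were *Cd74*, the MHC class II invariant chain, *H2-Aa*, an MHC class II alpha chain, and *Clec7a*, the beta-glucan receptor Dectin-1. *Cd74* reached 141 ± 41.5 CPM against 1.78 ± 1.08 CPM, a log2 fold change of 6.28 (standard error 0.45, adjusted p = 8.9e-08). *H2-Aa*, which has close relatives that may share its reads, had a log2 fold change of 6.05 (standard error 0.61, adjusted p = 2.52e-06), and *Clec7a* one of 6.59 (standard error 0.65, adjusted p = 5.69e-07). *Clec9a*, a C-type lectin of dendritic cells that take up dead cells, was higher by 125-fold (95% counting interval 34.5 to 1040). No count of *Abca9*, a lipid transporter of the ABC family, or *Ifi205*, an interferon-induced gene, was found in CD62L-neg CMPs, and they were higher in CD62L-high CMPs at least 128-fold and at least 96.7-fold. *Lgals3* (galectin-3), *Ctsh* (cathepsin H), *Mycl* and *Plbd1* had log2 fold changes of 6.58, 6.15, 6.37 and 6.75.

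On the side of CD62L-neg CMPs, *Il1rl1*, the receptor of interleukin-33, was higher by 714-fold (95% counting interval 244 to 3470) and *Samd14* by 5270-fold (95% counting interval 945 to 208000). *Kcnj5*, an inwardly rectifying potassium channel, *Ehd3*, an endocytic recycling protein, and *Ltbp1*, a binding protein of latent TGF-beta, had no count in CD62L-high CMPs. They were higher in CD62L-neg CMPs at least 426-fold, at least 364-fold and at least 287-fold. *Trib2*, a pseudokinase, *Robo3*, a receptor of the Roundabout family, and *Atp1b2*, a subunit of the sodium pump, had log2 fold changes of -9.36, -9.05 and -8.86. These genes were among the 10 with the largest fold change in each direction, chosen by a rule set in advance.

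Of 13611 genes tested, 856 were higher and 898 lower in CD62L-high CMPs than in CD62L-neg CMPs, and 805 and 808 of these code for proteins. For 852 and 887 of them, every CD62L-high CMP library lay on the same side of every CD62L-neg CMP library. Such a separation was found in 40.7% of all genes tested, against the 10% that chance gives with 3 libraries in each group. At an adjusted p under 0.05 alone, 1385 genes were higher and 1277 lower. Tested against a 2-fold change itself with edgeR's glmTreat, 435 were higher and 428 lower.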

Overall, 927 genes were upregulated and 1,064 genes were downregulated in CD62L-high CMPs significantly compared with CD62L-neg CMPs (fold change >2, FDR < 0.05, Figure S4A). Gene ontology analysis showed that differentially expressed genes in CD62L-high CMPs were enriched with immune system process, immune response, and cytokine production, whereas CD62L-neg CMPs highly expressed the cell adhesion pathway (Figure 4C). 

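Genes of cytokine production and inflammatory response were mostly higher in CD62L-high CMPs. Of 27 measured, 16 were higher, 1 was lower and 10 were not called (17 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.89 (camera, adjusted p = 5.64e-09). *Tlr9*, a receptor of bacterial DNA, rose from 0.369 ± 0.639 CPM to 12.4 ± 3.83 CPM (SD, n = 3). Its log2 fold change was 4.96 (standard error 0.81, adjusted p = 0.000211). *Nlrp3*, the inflammasome sensor, had a log2 fold change of 4.53 (standard error 0.32, adjusted p = 7.08e-08). The 1 lower gene, *Il6*, named after its values were seen, had no count in CD62L-high CMPs. It was not called without CD62L-neg CMP replicate 1 or CD62L-high CMP replicates 1, 2 and 3, with log2 fold changes of -4.87, -6.15, -6.11 and -6.10 that rest on edgeR's prior count.

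Genes of dendritic cells and antigen presentation moved the same way, with 9 higher, 0 lower and 5 not called of 14 measured (10 higher when adjusted over the list alone; camera, adjusted p = 1.45e-12). Their median log2 fold change was 3.09, or 3.10 with genes of few counts at their bound. *Batf3*, a transcription factor of dendritic cells, had no count in CD62L-neg CMPs and was higher at least 22.8-fold in CD62L-high CMPs. Of 10 genes of lymphoid progenitors, 7 were higher and 0 lower (7 higher when adjusted over the list alone). Camera called this list at an adjusted p of 2.31e-05, but at an adjusted p = 0.111 with an estimated correlation. *Il7r*, the interleukin-7 receptor, had a log2 fold change of 3.79 (standard error 0.83, adjusted p = 0.00224). DESeq2 called 4 of these genes.

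Genes of cell adhesion differed in both directions, and of 32 measured, 11 were higher in CD62L-neg CMPs, 6 were higher in CD62L-high CMPs and 15 were not called. Adjusted over the list alone, 12 and 6 were called. *Cdh1* (E-cadherin) and *Itga2* (integrin alpha 2, a collagen receptor) were higher in CD62L-neg CMPs, with log2 fold changes of -6.23 ± 0.53 and -3.97 ± 0.56 (± SE). *Itga1* and *Itgb5*, also integrins, and *Alcam* were higher in CD62L-high CMPs, with log2 fold changes of 4.57 ± 0.62, 2.96 ± 0.41 and 2.34 ± 0.34 (± SE). The list's median log2 fold change was -0.17 (camera, adjusted p = 0.0705). Fry, limma's test of whether a list's genes move on balance one way, gave a shift towards CD62L-neg CMPs (adjusted p = 0.0128).

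Of 23 interferon response genes, 2 were higher and 5 lower in CD62L-high CMPs (3 and 7 when adjusted over the list alone; camera, adjusted p = 0.0801). Without bulk CMP replicate 2 in the fit, 8 were lower, and 2, 2 and 3 were lower without CD62L-neg CMP replicate 1 and CD62L-high CMP replicates 2 and 3. The count of higher genes was 1 without CD62L-neg CMP replicates 2 and 3 and CD62L-high CMP replicate 1. *Mx1*, an antiviral GTPase, was higher (log2 fold change 3.70 ± 0.73, ± SE), whereas *Ddx58*, the RNA sensor RIG-I, was lower (-1.79 ± 0.27). None of 20 S phase genes, 20 genes of G2 and M phase or 15 mitochondrial genes was called. Camera gave the S phase and the G2 and M phase lists adjusted p-values of 0.00736 and 0.0127, and with an estimated correlation adjusted p = 0.388 and 0.39. With an estimated correlation, the calls of the cytokine and dendritic cell lists held, at adjusted p-values of 0.00984 and 0.00934.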

We performed k-means clustering of these four populations and divided genes into three clusters (Figure S4B). 

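K-means clustering of the 2000 genes with the largest SD over the 4 populations gave clusters of 640, 926 and 434 genes, named A, B and C here. Genes of cluster A were lowest in CD62L-neg CMPs and rose through bulk CMPs and CD62L-high CMPs to bulk GMPs. Their mean log2 levels, relative to the mean of all libraries, were -1.06 (SD over genes 0.53) in CD62L-neg CMPs, -0.01 (0.40) in bulk CMPs, 0.40 (0.47) in CD62L-high CMPs and 0.66 (0.65) in bulk GMPs. Cluster B ran the other way, with 0.65 in CD62L-neg CMPs, 0.42 in bulk CMPs, -0.36 in CD62L-high CMPs and -0.71 in bulk GMPs. In cluster C the lowest level was that of bulk CMPs, at -0.48. Between CD62L-high and CD62L-neg CMPs, 504 genes of cluster A were called higher and 1 lower, and in cluster B 487 were lower and 25 higher. In cluster C, 34 were higher and 15 lower. Without bulk CMP replicate 2, the clusters held 772, 914 and 314 genes, and 523, 664 and 30 genes stayed in A, B and C. With log2(CPM + 1) in place of log2(CPM + 4), they held 758, 636 and 606 genes, of which 422, 410 and 9 were in clusters A, B and C before.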

Pathway enrichment analysis revealed that genes within cluster A, which are enriched in CD62L-high CMPs and bulk GMPs, were related with immune reaction against infection, such as immune system process, immune response, and cytokine production, while pathways associated with cell adhesion and platelet function, such as blood coagulation, were upregulated in cluster B, which were enriched in CD62L-neg and bulk CMP (Figure S4C). These results are compatible with our functional assays; CD62L-high CMPs have acquired gene expression profiles representing monocytes and neutrophils while loss of expression of genes upregulated in megakaryocytes.

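Cluster A held all 19 clustered genes of monocytes and macrophages (one-sided exact Fisher test, adjusted p = 2.18e-08) and 12 of 14 genes of cytokine production and inflammatory response (adjusted p = 0.000648). It also held 10 of 11 genes of the primary granules of neutrophils (adjusted p = 0.000925) and 8 of 10 genes of dendritic cells and antigen presentation (adjusted p = 0.0164). In cluster B were 15 of 19 megakaryocyte and platelet genes (adjusted p = 0.0206), all 10 clustered erythroid genes (adjusted p = 0.0039) and all 15 genes of stem and multipotent progenitor cells (adjusted p = 0.000149). Cluster B also held 16 of 20 immediate early and heat shock genes (adjusted p = 0.0156), which respond to handling of cells too, and cluster A 5 of 5 clustered genes of the surface markers of the sorts (adjusted p = 0.0199). Of the cell adhesion genes, 11 of 18 were in cluster B and 6 of 18 in cluster A (adjusted p = 0.59 for cluster B). Cluster C held 5 of 5 clustered genes of G2 and M phase (adjusted p = 0.0039). Only 30 of the 434 genes of cluster C stayed in it without bulk CMP replicate 2, and whether this enrichment holds without that library was not tested. The background of each test was the 2000 clustered genes, and genes that share a cluster are not independent of one another.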

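Monocyte genes were higher in CD62L-high CMPs. Of 23 monocyte and macrophage genes measured, 19 were higher, 0 lower and 4 not called (19 when adjusted over the list alone), with a median log2 fold change of 4.74 (camera, adjusted p = 1.95e-50). *Ccr2*, the chemokine receptor by which monocytes leave the marrow, was 112 ± 13.1 CPM in CD62L-high CMPs and 1.94 ± 0.565 CPM in CD62L-neg CMPs (SD, n = 3). Its log2 fold change was 5.83 (standard error 0.26, adjusted p = 6.97e-10). *Ms4a4c*, a membrane protein of monocytes, was higher by 164-fold (95% counting interval 29.2 to 6490).

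Genes of the primary granules of neutrophils were also higher in CD62L-high CMPs, with 8 higher, 1 lower and 2 not called of 11 (8 and 1 when adjusted over the list alone; camera, adjusted p = 8.31e-10). *Prtn3*, a serine protease of these granules, had a log2 fold change of 2.79 (standard error 0.31, adjusted p = 6.48e-06), and *Clec5a*, a C-type lectin, one of 3.46 (standard error 0.44, adjusted p = 2.38e-05). *Nkg7*, a granule protein shared with killer lymphocytes, was the member lower in CD62L-high CMPs, at -1.78 (standard error 0.31, adjusted p = 0.000556). Of 11 genes of secondary and tertiary granules, which neutrophils fill later, 1 was higher and 10 were not called (1 higher when adjusted over the list alone). This was *Hp* (haptoglobin), with a log2 fold change of 3.04 (standard error 0.26, adjusted p = 5.63e-07), and without bulk CMP replicate 2 in the fit 3 were higher. Camera gave this list an adjusted p of 0.0221, and adjusted p = 0.0795 with an estimated correlation.

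Megakaryocyte and platelet genes were higher in CD62L-neg CMPs. Of 26 measured, 19 were lower in CD62L-high CMPs, 1 was higher and 6 were not called (20 and 1 when adjusted over the list alone; camera, adjusted p = 3.93e-23). *Cavin2*, a caveolar protein abundant in platelets, was 68.2 ± 16 CPM in CD62L-neg CMPs and 0.186 ± 0.166 CPM in CD62L-high CMPs (SD, n = 3). *Rab27b*, a GTPase of platelet granules, had a log2 fold change of -7.85 (standard error 0.52, adjusted p = 1.1e-08). *F13a1*, a coagulation factor also made by monocytes, was the member higher in CD62L-high CMPs, at 5.67 (standard error 0.27, adjusted p = 1.1e-09). Erythroid genes were likewise lower in CD62L-high CMPs, with 13 lower, 0 higher and 7 not called of 20 (13 when adjusted over the list alone; camera, adjusted p = 6.95e-17). *Add2* and *Tmod1*, of the red cell membrane skeleton, had no count in CD62L-high CMPs and were higher in CD62L-neg CMPs at least 49.8-fold and at least 38.3-fold. With an estimated correlation, the calls of the monocyte, primary granule, megakaryocyte and erythroid lists held, at adjusted p-values of 0.000116, 0.0244, 4.15e-05 and 0.00027.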

**Figure 4:**
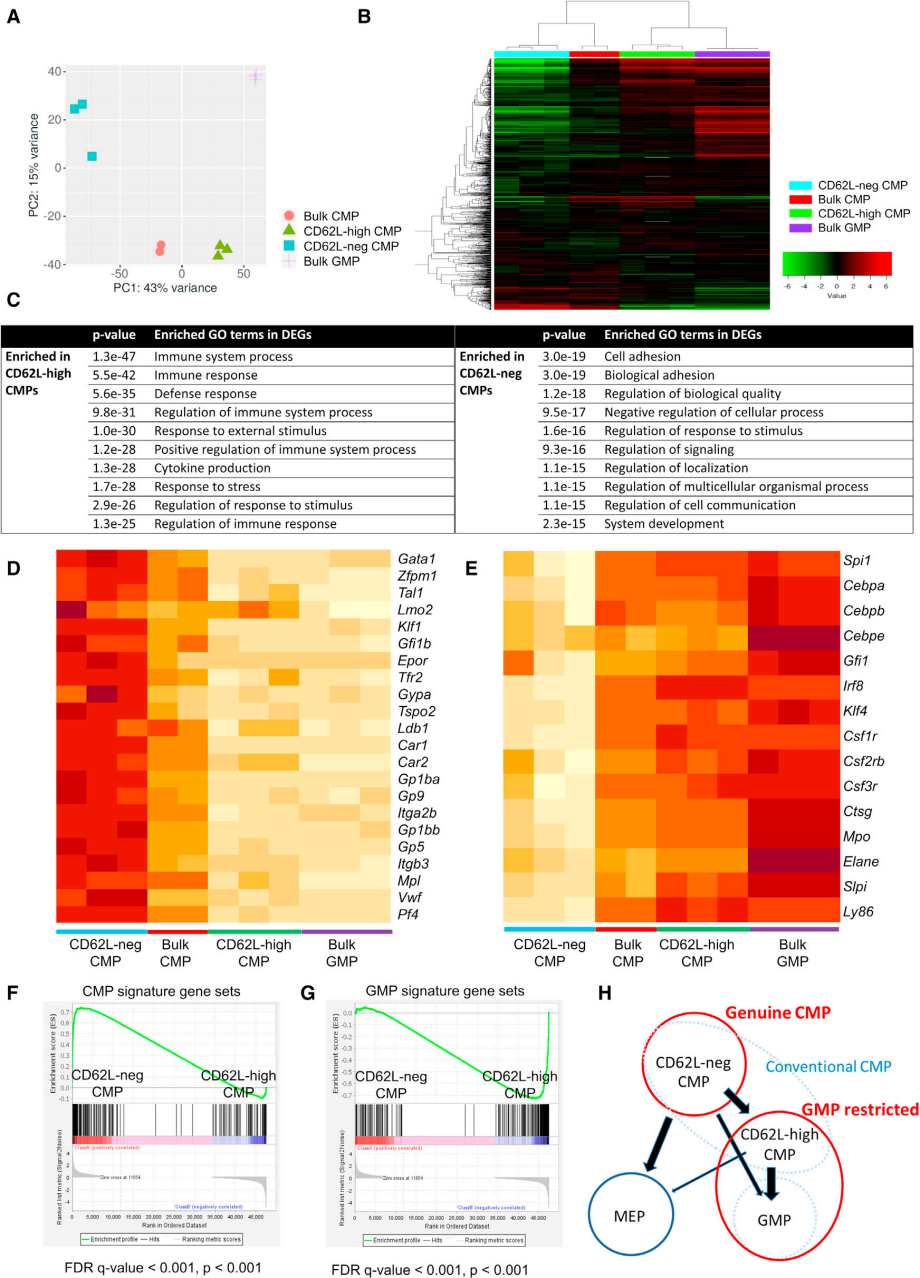
Gene expression profiles of murine CD62L-neg and CD62L-high CMPs (A) Principal-component analysis of bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs, and bulk GMPs. (B) The result of hierarchical clustering of bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs, and bulk GMPs using the top 1,000 genes ranked by their standard deviation. (C) The result of gene ontology analysis of differentially expressed genes between CD62L-neg CMPs and CD62L-high CMPs. The top 10 enriched gene ontology terms are listed. (D and E) Heatmap of representative genes essential for erythrocytes and megakaryocytes (D) and granulocytes and monocytes (E). (F and G) Gene set enrichment analysis of the CMP signature gene set (F) and the GMP signature gene set (G) comparing the indicated populations. (H) Proposed model of CMP differentiation. CD62L-neg CMPs are located at the upper differentiation hierarchy, and CD62L-high CMPs are more differentiated into GMP population.

We also focused on expression levels of individual genes characteristic of each lineage. *Gata1*, *Zfpm1* (*Fog-1*), *Tal1* (*Scl*), *Lmo2*, *Klf1* (*Eklf*) (Cantor and Orkin, 2002; Perry and Soreq, 2002), and *Gfi1b* (Osawa et al., 2002) are essential transcription factors to erythroid and megakaryocytic differentiation and expansion. Erythropoietin receptor (*Epor*) and transferrin receptor 2 (*Tfr2*) (Forejtnikovà et al., 2010), *Gypa* (CD235a), *Tspo2* (Kiatpakdee et al., 2020), *Ldb1*, and carbonic anhydrase (*Car1*, *Car2*) (Song et al., 2012) are genes specifically expressed in erythroid-lineage cells. *Itga2b* (CD41), *Gp9* (CD42a), *Gp1ba* (CD42b), *Gp1bb* (CD42c), *Gp5* (CD42d), *Itgb3* (CD61) (Drexler et al., 1997), *Mpl*, *vWf*, and *Pf4* (Olsson et al., 2016) are representative megakaryocytic genes. These genes were all significantly upregulated in CD62L-neg CMPs compared with CD62L-high CMPs (Figure 4D). On the other hand, *Spi1*, *Cebpa*, *Cebpb*, *Cebpe*, *Gfi1* (Olsson et al., 2016), *Irf8*, and *Klf4* (Kurotaki et al., 2013) are essential transcription factors for differentiating into neutrophils and monocytes. 

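Of the 22 genes of Figure 4D, 20 were higher in CD62L-neg CMPs, 0 were lower and 2 were not called (20 when adjusted over the list alone). *Gata1* (ENSMUSG00000031162.14), the master regulator of both lineages, lies on chromosome X of mm10 from 7959260 to 7978071. Its level was 66.3 ± 8.74 CPM (SD, n = 3) in CD62L-neg CMPs and 0.393 ± 0.252 CPM (SD, n = 3) in CD62L-high CMPs, a log2 fold change of -7.32 (standard error 0.49, adjusted p = 3.4e-08) for CD62L-high against CD62L-neg CMPs. Among the other transcription factors, *Klf1* had a log2 fold change of -7.69 (standard error 0.69, adjusted p = 2.38e-07), and *Zfpm1*, which partners *Gata1*, one of -4.43 (standard error 0.23, adjusted p = 2.72e-09). Those of *Gfi1b* and *Tal1* were -4.15 ± 0.34 and -1.89 ± 0.19 (± SE). *Lmo2* was 257 ± 33.9 CPM in CD62L-neg CMPs and 206 ± 9.96 CPM in CD62L-high CMPs and was not called, at -0.32 (standard error 0.16, adjusted p = 0.19). *Ldb1*, which forms a complex with *Lmo2* and *Tal1*, had a log2 fold change of -0.86 (standard error 0.15, adjusted p = 0.000522), which passed the adjusted p but not the 2-fold change.

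Of the erythroid genes, *Epor* had 269 counts in CD62L-neg CMPs and 0 in CD62L-high CMPs, and was higher at least 172-fold. *Car1* fell from 80.7 ± 11.5 CPM in CD62L-neg CMPs to 0.157 ± 0.0925 CPM in CD62L-high CMPs (SD, n = 3). *Tspo2* was higher in CD62L-neg CMPs by 230-fold (95% counting interval 63 to 1910). The log2 fold changes of *Car2* and *Tfr2* were -3.08 ± 0.20 and -2.88 ± 0.27 (± SE).

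Of the megakaryocytic genes, *Itga2b*, the alpha chain of the platelet fibrinogen receptor, was the most abundant, with 381 ± 31.3 CPM in CD62L-neg CMPs and 8.86 ± 2.14 CPM in CD62L-high CMPs (SD, n = 3). It lies on chromosome 11 of mm10 from 102453297 to 102470122 and had a log2 fold change of -5.42 (standard error 0.23, adjusted p = 4.55e-10). *Pf4* (platelet factor 4) and *Vwf* (von Willebrand factor) had log2 fold changes of -8.32 (standard error 0.43, adjusted p = 2.73e-10) and -5.28 (standard error 0.41, adjusted p = 1.79e-07). The subunits of the von Willebrand factor receptor, *Gp1ba*, *Gp5* and *Gp9*, had log2 fold changes of -6.41 ± 0.55, -7.08 ± 0.57 and -4.80 ± 0.64 (± SE), and *Gp1bb* was higher by 506-fold (95% counting interval 90 to 20100). That of *Itgb3* was -2.39 ± 0.24 (± SE). The median of the list was -5.35 (camera, adjusted p = 2.57e-58, and 2.24e-05 with an estimated correlation). The study showed these genes on these samples, so the list is not independent evidence of its direction.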

M-CSFR (*Csf1r*, CD115), GM-CSFR (*Csf2rb*, CD131), and G-CSFR (*Csf3r*, CD114) are important receptors for granulocytic and monocytic colony-stimulating factors. *Ctsg*, *Mpo*, *Elane*, *Slpi*, and *Ly86* are specific genes for granulocytes and monocytes (Olsson et al., 2016). Expression of these genes was significantly higher in CD62L-high CMPs than CD62L-neg CMPs (Figure 4E). These profiles were confirmed at single-cell level by using published murine and human single-cell RNA-seq data (GSE70236 and GSE113046) (Drissen et al., 2019; Olsson et al., 2016) (Figures S4D–S4I and S5A–S5H). Moreover, we compared our RNA-seq data of bulk CMPs and bulk GMPs, and created a top 200 CMP signature gene sets and top 200 GMP signature gene sets (Table S1). 

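Of the 15 genes of Figure 4E, 14 were higher in CD62L-high CMPs, 0 were lower and 1 was not called (15 higher when adjusted over the list alone). The largest differences were those of genes of the monocyte lineage. *Irf8* (ENSMUSG00000041515.9), which directs progenitors to monocytes and dendritic cells, lies on chromosome 8 of mm10 from 120736358 to 120756694. It was 648 ± 82.8 CPM (SD, n = 3) in CD62L-high CMPs and 13.1 ± 10.2 CPM (SD, n = 3) in CD62L-neg CMPs, a log2 fold change of 5.62 (standard error 0.41, adjusted p = 8.54e-08). *Csf1r* had a log2 fold change of 5.59 (standard error 0.29, adjusted p = 2.78e-09), and *Ly86*, encoding the MD-1 protein that binds the RP105 receptor, one of 5.93 (standard error 0.42, adjusted p = 6.95e-08). *Klf4* had a smaller one, of 2.06 (standard error 0.18, adjusted p = 5.7e-07).

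Among the granule genes, *Mpo* (myeloperoxidase) was the most abundant, with 6926 ± 587 CPM in CD62L-high CMPs and 1099 ± 438 CPM in CD62L-neg CMPs (SD, n = 3). The log2 fold changes of *Mpo*, *Ctsg* (cathepsin G), *Elane* (neutrophil elastase) and *Slpi*, an inhibitor of elastase, were 2.66 ± 0.29, 2.78 ± 0.23, 1.56 ± 0.25 and 4.53 ± 0.48 (± SE). *Csf3r* and *Csf2rb* had log2 fold changes of 2.35 (standard error 0.33, adjusted p = 7.64e-05) and 1.63 (standard error 0.26, adjusted p = 0.000233). Those of the transcription factors *Spi1*, *Cebpa*, *Cebpb* and *Gfi1* were 1.77 ± 0.23, 1.31 ± 0.20, 1.62 ± 0.25 and 1.69 ± 0.29 (± SE). *Cebpe*, a factor of late granulocyte differentiation, was 2.41 ± 1.07 CPM in CD62L-high CMPs and 0.923 ± 0.521 CPM in CD62L-neg CMPs, with a log2 fold change of 1.40 (standard error 0.53, adjusted p = 0.077). It was not called by edgeR, but was by DESeq2. Tested against a 2-fold change itself, *Cebpa*, *Gfi1* and *Elane* were not called.

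The median of the list was 2.06 (camera, adjusted p = 9.8e-31, and 0.000949 with an estimated correlation). As with Figure 4D, the study showed these genes on these samples, so the list is not independent evidence of its direction. In CD62L-neg CMP replicate 1, *Irf8* was 24.5 CPM against 7.41 and 6.76 CPM in the other replicates (scaled over all 21 libraries).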

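Among the genes with an adjusted p under 0.05 between bulk GMPs and bulk CMPs, the 200 with the largest log2 fold change towards bulk CMPs made the CMP signature here, and the 200 towards bulk GMPs the GMP signature. All 3 bulk CMP libraries were used. Among the genes highest in bulk CMPs were *Aqp1*, a water channel of red cells, *Mn1*, a transcriptional coregulator, and *Dntt*, the terminal transferase of lymphoid progenitors. *Aqp1* and *Mn1* had no count in bulk GMPs and were higher in bulk CMPs at least 523-fold and at least 156-fold, and *Dntt* had a log2 fold change of -8.45 (standard error 1.28, adjusted p = 0.000103) for bulk GMPs against bulk CMPs. *Pf4*, *F2r* (a thrombin receptor) and *Trib2* were among the same 10 genes, with log2 fold changes of -6.49, -6.35 and -8.05.

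Among the genes highest in bulk GMPs were *Prg2* and *Epx*, granule proteins of eosinophils, and *Prss34*, a protease of basophils and mast cells. *Prg2* was 88.6 ± 3.95 CPM in bulk GMPs and 1.81 ± 1.73 CPM in bulk CMPs (SD, n = 3), a log2 fold change of 5.91 (standard error 0.68, adjusted p = 1.37e-05). Those of *Epx* and *Prss34* were 5.02 ± 0.69 and 4.70 ± 0.50 (± SE). *Trem3*, *Mgam*, *Gda* (guanine deaminase) and *Far2* had log2 fold changes of 5.74, 4.82, 4.83 and 5.06, and *Abca13* was higher by 339-fold (95% counting interval 60.6 to 13400). All 11 measured genes of primary granules were higher in bulk GMPs (11 when adjusted over the list alone), and of 22 genes of stem and multipotent progenitor cells, 16 were lower and 0 higher (16 when adjusted over the list alone).

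In all, 559 genes were higher and 1236 lower in bulk GMPs than in bulk CMPs. At an adjusted p alone, 1203 were higher, and with edgeR's glmTreat 155 were higher and 514 lower. With the 2 groups fitted alone, 785 were lower. Of each signature of 200 genes, 92 genes of the CMP signature and 103 of the GMP signature were also in lists of the same size made without the bulk libraries, from CD62L-neg and CD62L-high CMPs against CD62L-int and CD62L-high GMPs.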

Gene set enrichment analysis (GSEA) showed that CD62L-neg CMPs had CMP signatures (Figure 4F) and that CD62L-high CMPs had GMP signatures (Figure 4G). Collectively, our data demonstrated that CD62L-neg CMPs have genuine CMP attributes and CD62L-high CMPs are skewed to the GMP population (Figure 4H).

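The CMP signature was shifted towards CD62L-neg CMPs. Of its 200 genes, 114 were lower and 17 higher in CD62L-high CMPs, with a median log2 fold change of -2.63 (camera, adjusted p = 2.12e-33 over the 6 tests of signatures). Without CD62L-neg CMP replicates 2 and 3 and CD62L-high CMP replicate 1, 10, 10 and 11 were higher and 99, 93 and 104 lower. The GMP signature was shifted towards CD62L-high CMPs, with 95 genes higher and 5 lower of 200 and a median log2 fold change of 1.52 (camera, adjusted p = 1.15e-22). Both calls held with an estimated correlation, at adjusted p-values of 1.71e-07 and 0.000639. The normalized enrichment scores from fgsea were -3.06 for the CMP signature and 2.81 for the GMP signature. The signatures came from libraries of bulk CMPs and bulk GMPs, none of which is part of this comparison. With lists made without the bulk libraries, of which 188 and 160 genes were measured, the medians were -2.69 for the CMP list and 3.60 for the GMP list. The CMP libraries of this comparison entered the making of those lists.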

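CD62L-neg CMPs also expressed more of the genes of stem and multipotent progenitor cells. Of 22 measured, 13 were lower in CD62L-high CMPs, 0 were higher and 9 were not called (14 lower when adjusted over the list alone), with a median log2 fold change of -1.81 (camera, adjusted p = 3.2e-16, and 0.00045 with an estimated correlation). *Gata2*, a factor of stem cells and of the mast cell lineage, was 610 ± 17.8 CPM in CD62L-neg CMPs and 37 ± 7.85 CPM in CD62L-high CMPs (SD, n = 3). *Mycn* had a log2 fold change of -4.53 (standard error 0.38, adjusted p = 2.05e-07), and those of *Slamf1* (CD150) and *Tek* (the receptor Tie2) were -6.04 ± 0.78 and -3.90 ± 0.58 (± SE).

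*Cd34*, the marker by which CMPs are separated from MEPs, was lower in CD62L-neg CMPs. Its level was 84.5 ± 49 CPM in CD62L-neg CMPs and 394 ± 13.4 CPM in CD62L-high CMPs (SD, n = 3), a log2 fold change of 2.22 (standard error 0.29, adjusted p = 3.23e-05). Scaled over all 21 libraries, it was 138 CPM in CD62L-neg CMP replicate 1 and 65.0 and 46.8 CPM in the others. Genes of basophils and mast cells were also higher in CD62L-neg CMPs, with 8 lower in CD62L-high CMPs, 1 higher and 2 not called of 11 (9 and 1 when adjusted over the list alone; camera, adjusted p = 2.03e-12). This held with an estimated correlation (adjusted p = 0.000949). *Ms4a2*, the beta chain of the high-affinity IgE receptor, had a log2 fold change of -5.84 (standard error 0.36, adjusted p = 1.96e-08), whereas *Mcpt8*, a protease of basophils, was higher in CD62L-high CMPs, at 3.34 (standard error 0.71, adjusted p = 0.00208).

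On a scale from CD62L-neg CMPs (0%) to CD62L-high CMPs (100%), the bulk CMP libraries lay at 59%, 59% and 59.1% (median over the genes called between these populations).

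CD62L-high CMPs still differed from bulk GMPs. In bulk GMPs, 286 genes were higher and 486 lower than in CD62L-high CMPs, and without bulk CMP replicate 2 in the fit 402 and 694. At an adjusted p alone 470 were higher, and with glmTreat 109 were higher and 175 lower. Of the 15 genes of Figure 4E, 7 were higher in bulk GMPs and 0 lower (7 when adjusted over the list alone), a list called at an adjusted p = 0.0499 with an estimated correlation. *Elane* was 1896 ± 61.7 CPM in bulk GMPs and 218 ± 27.6 CPM in CD62L-high CMPs (SD, n = 3), a log2 fold change of 3.12 (standard error 0.26, adjusted p = 1.71e-06). *Cebpe* had one of 2.78 (standard error 0.38, adjusted p = 0.000179), and *Fcgr3*, which marks GMPs in the sort, one of 3.21 (standard error 0.17, adjusted p = 1.01e-07). Genes of dendritic cells and antigen presentation were lower in bulk GMPs, with 10 lower and 0 higher of 14 (11 when adjusted over the list alone; camera, adjusted p = 2.38e-27, and 0.0034 with an estimated correlation).

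The paper reasons from the separation in Figure 4A and 4B, the lineage genes of Figure 4D and 4E and the signatures of Figure 4F and 4G. It also draws on pathways and gene clusters (Figures 4C, S4B and S4C), on published single-cell data (Figures S4D to S4I and S5A to S5H) and on its functional assays. It concludes that CD62L-neg CMPs are genuine CMPs, whereas CD62L-high CMPs lean to the GMP population.

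**Figure D1:**
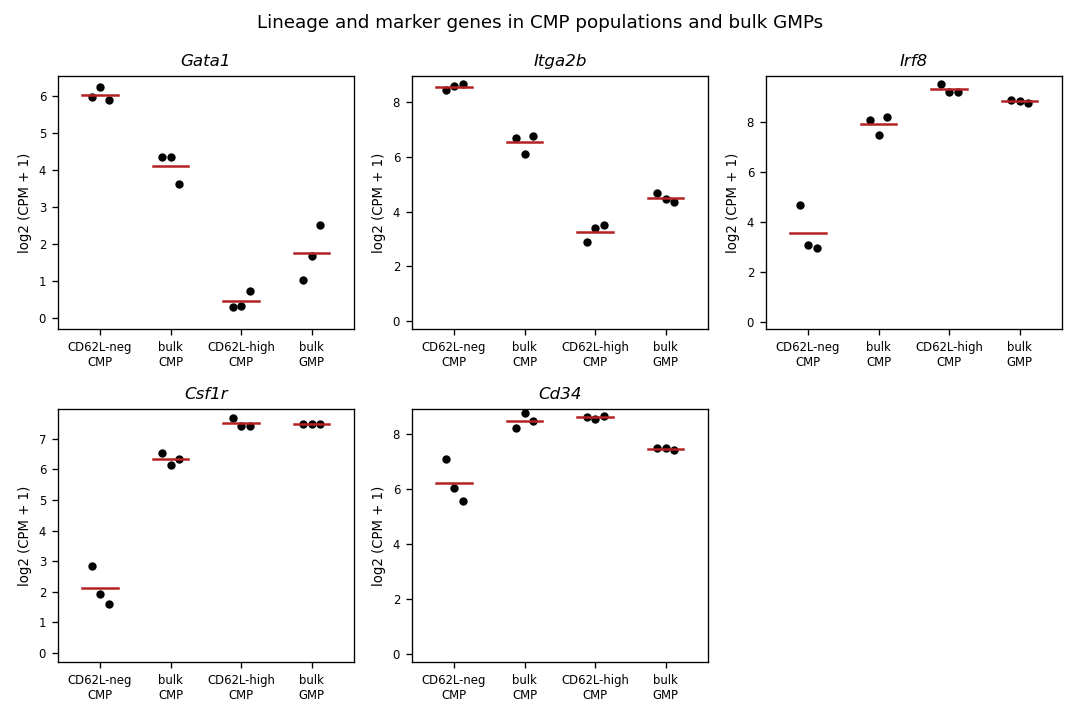
Levels of *Gata1*, *Itga2b*, *Irf8*, *Csf1r* and *Cd34* in CD62L-neg CMPs, bulk CMPs, CD62L-high CMPs and bulk GMPs, as log2(CPM + 1) scaled over all 21 libraries of the study. Points are libraries (n = 3) and lines are their means, and for each of the 5 genes the bulk CMP libraries do not overlap the CD62L-neg CMP libraries.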

### CD62L-neg GMPs in mice are the most immature subset in GMPs

Next, we investigated whether a small population of CD62L-neg cells in the GMP fraction (Figure 2A) is functionally different from the CD62L-positive GMP in mice. Approximately 10% of the murine GMP cells were negative or dim positive for CD62L, thus we defined this lowest 10% as CD62L-neg GMPs and analyzed these subsets (Figure 5A). Colony-forming cell assay revealed that colonies derived from CD62L-neg GMPs were still CD11b negative after 7 days of culture (Figures 5B and 5C), and that these CD11b-negative cells were almost TER119 negative, suggesting immature myeloid cells.

**Figure 5:**
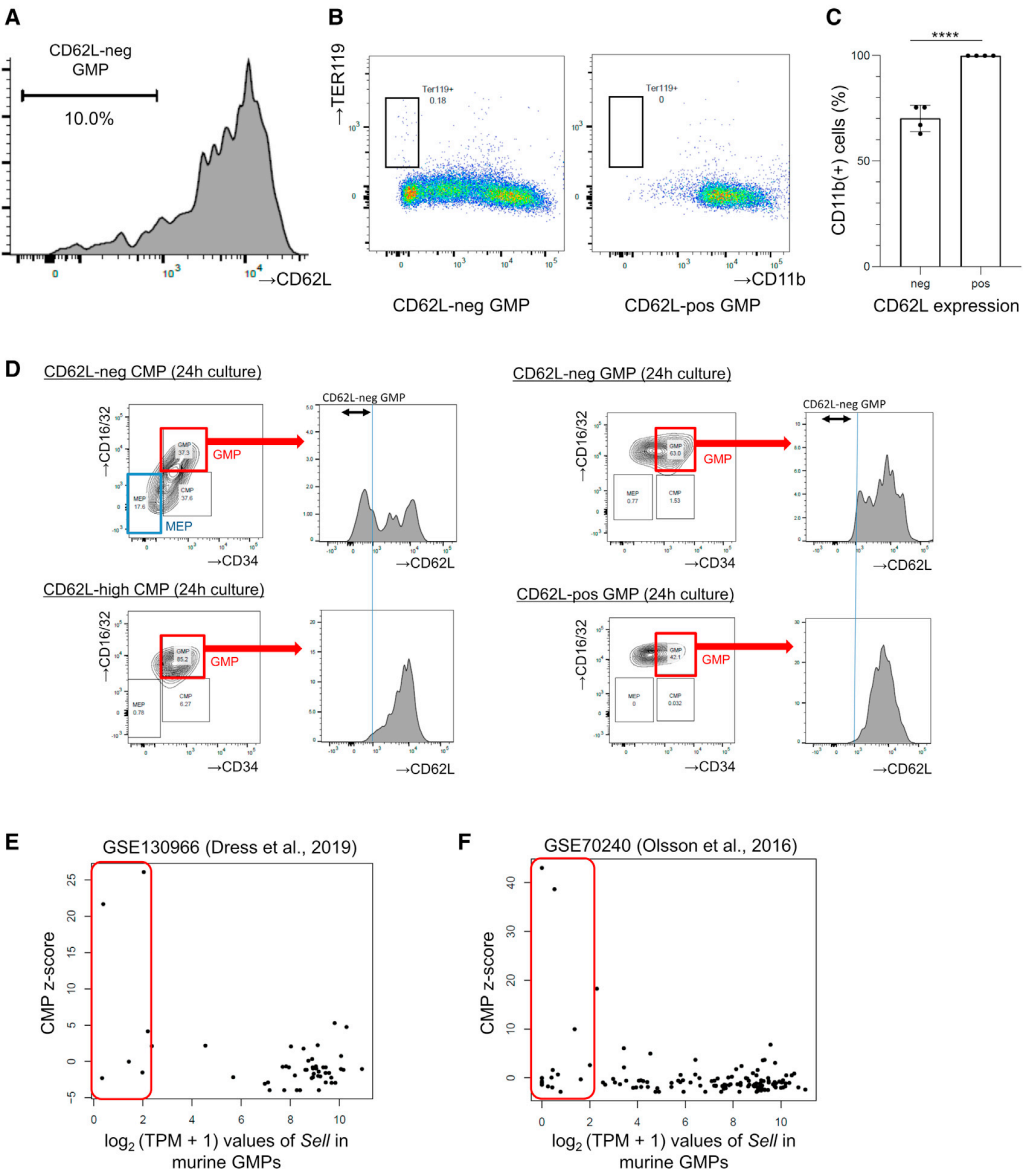
The CD62L-neg cell population is the most immature subset within murine GMPs (A) Representative flow cytometry plots analyzing CD62L expression in murine GMPs. CD62L-neg GMPs are defined as low 10% population. (B) Representative flow cytometry plots analyzing CD11b and TER119 expression after 7-day culture with semisolid medium. Experiments were performed four times. (C) The result of differentiation into CD11b-positive cells after 7-day culture. Means ± SD of four independent experiments. Statistical significance was calculated using unpaired two-tailed t test (^∗∗∗∗^p < 0.0001; n = 4). (D) Representative flow cytometry plots analyzing CD62L expression in GMPs after 1-day culture of CD62L-neg CMPs, CD62L-high CMPs, CD62L-neg GMPs, and CD62L-pos GMPs. Experiments were performed three times. (E and F) The relationship between the summed *Z* score of CMP genes and CD62L expression from single-cell RNA-seq data of murine GMPs (E) (GSE130966) and (F) (GSE70240). The x axis shows log_2_(TPM + 1) of CD62L and the y axis shows the summed *Z* score of CMP signature genes.

To follow the transition of CD62L expression on GMPs, we analyzed the expression of CD62L in 24 h after liquid culture, which showed that CD62L-neg GMPs were only generated from CD62L-neg CMPs and that CD62L-neg GMPs differentiated into CD62L-positive GMPs but not vice versa (Figure 5D). These results suggest that CD62L-neg GMPs are the most immature subset in GMPs, and that CD62L-neg CMPs differentiate into CD62L-pos GMPs through two pathways: CD62L-high CMPs or CD62L-neg GMPs, depending on the order of upregulation of CD62L and CD16/32. To confirm these results, we analyzed single-cell RNA-seq data of murine GMPs (GSE130966 and GSE70240) (Dress et al., 2019; Olsson et al., 2016). Consistent with our *in vitro* data, calculating CMP Z scores using both data demonstrated that only a few GMPs had high CMP signatures and none of them expressed CD62L (Figures 5E and 5F). These data suggest that CD62L-neg GMPs are the most immature subsets in GMPs, located between CMPs and GMPs in mice.

To further elucidate the characteristics of CD62L-neg GMPs, we performed RNA-seq of murine progenitors. 

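CD62L-neg GMPs were sequenced in 3 libraries, by the same steps as the CMP populations, and were compared with the 3 libraries each of bulk CMPs and bulk GMPs. The CD62L-neg GMP libraries had total counts of 12764020, 12503320 and 12148893 in replicates 1, 2 and 3. The 9 libraries were fitted together, and 13498 genes passed the filter on low counts. The bulk CMP and bulk GMP libraries are those of Figure 4, so both experiments share them. Bulk CMP replicate 2, in which few counts fell on protein-coding genes, was kept, and where a count depends on it the count without it is given.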

PCA and hierarchical clustering showed that CD62L-neg GMPs formed a distinct subset in GMPs (Figures 6A and 6B). 

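CD62L-neg GMPs lay with bulk GMPs and apart from bulk CMPs on the first principal component, which carried 53.1% of the variance. Scores on it were -42.4 ± 31.0 (SD, n = 3) in bulk CMPs, 23.9 ± 1.9 (SD, n = 3) in CD62L-neg GMPs and 18.4 ± 1.2 (SD, n = 3) in bulk GMPs. The second component carried 17.9% of the variance, and on it CD62L-neg GMPs scored -18.6 ± 2.3 against 10.1 ± 0.6 in bulk GMPs. On the third component, with 14.8%, they scored 13.1 ± 3.7 against -20.9 ± 0.4. Without bulk CMP replicate 2, the first component carried 48.6% and the second 26.4%.

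The distance between CD62L-neg and bulk GMP libraries was 31.9 ± 1.7 (mean ± SD of 9 pairs), and that between CD62L-neg GMPs and bulk CMPs was 54.5 ± 9.62. The ratio of these distances was 0.585 ± 0.043 (SD over the 3 CD62L-neg GMP libraries). Bulk CMPs and bulk GMPs lay 50.1 ± 10.5 apart. In the tree, the first division separated bulk CMPs from both GMP populations, and the next separated CD62L-neg GMPs from bulk GMPs, but with Euclidean distance and complete linkage the next split off 1 bulk CMP library instead.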

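Genes of eosinophil granules were higher in CD62L-neg GMPs than in bulk GMPs. *Prg2*, encoding major basic protein, lies on chromosome 2 of mm10 from 84980461 to 84983632 and reached 1028 ± 243 CPM (SD, n = 3) in CD62L-neg GMPs against 85.6 ± 3.58 CPM (SD, n = 3) in bulk GMPs, a log2 fold change of 3.59 (standard error 0.37, adjusted p = 0.000105). *Epx* (eosinophil peroxidase) and *Prg3* had log2 fold changes of 3.69 (standard error 0.48, adjusted p = 0.000478) and 3.60 (standard error 0.31, adjusted p = 9.25e-05). *Ear1*, *Ear2* and *Ear6*, ribonucleases of eosinophils whose close copies may share reads, had log2 fold changes of 4.85 ± 0.58, 4.50 ± 0.64 and 4.21 ± 0.41 (± SE). *Prss34*, a protease of basophils and mast cells, had one of 3.00 (standard error 0.37, adjusted p = 0.00038). *Sncaip*, *Rnase12* and *S100a8*, a calcium-binding protein of neutrophils and monocytes, had log2 fold changes of 4.03, 3.32 and 3.41.

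The genes most lowered in CD62L-neg GMPs included genes of monocytes and macrophages. *Ctss* (cathepsin S) was 0.598 ± 0.56 CPM in CD62L-neg GMPs and 34.5 ± 3.15 CPM in bulk GMPs (SD, n = 3), a log2 fold change of -5.81 (standard error 0.54, adjusted p = 4.29e-05). *Fn1* (fibronectin) had a log2 fold change of -5.09 (standard error 0.46, adjusted p = 3.77e-05). *Nrp1*, a receptor of semaphorins, *Itga1* (integrin alpha 1), *Ahnak*, *Apba1* and *Tpm4*, a tropomyosin, had log2 fold changes of -5.30, -4.36, -4.21, -4.20 and -4.09, and *Abca9* one of -4.24.

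Of 13498 genes tested, 316 were higher and 288 lower in CD62L-neg GMPs than in bulk GMPs, and none of them overlapped between the libraries of both groups. Such a separation was found in 30.1% of all genes tested, against the 10% that chance gives. The number of higher genes was 532 without bulk CMP replicate 2, a library of neither compared group, and 14120 genes were then tested. It was 187, 178 and 185 without bulk GMP replicates 1, 2 and 3 and 193 without CD62L-neg GMP replicate 2. With glmTreat, 74 genes were higher and 109 lower.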

Overall, 483 genes were significantly upregulated and 418 genes were downregulated in CD62L-neg GMPs compared with bulk GMPs (Figure 6C). 

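Erythroid and megakaryocytic genes were partly higher in CD62L-neg GMPs than in bulk GMPs. Of the 22 genes of Figure 4D, 21 were measured here, and 12 of them were higher, 0 lower and 9 not called (15 higher when adjusted over the list alone). *Itga2b* was the most abundant of those called, with 108 ± 13.9 CPM (SD, n = 3) in CD62L-neg GMPs and 20.8 ± 2.52 CPM (SD, n = 3) in bulk GMPs, a log2 fold change of 2.37 (standard error 0.20, adjusted p = 2.12e-05). *Pf4*, *Car2*, *Tfr2* and *Zfpm1* had log2 fold changes of 4.40 ± 0.60, 1.81 ± 0.24, 1.60 ± 0.26 and 1.25 ± 0.21 (± SE), and *Car1*, with no count in bulk GMPs, was higher at least 10.9-fold. *Gata1* was 12.5 ± 6.52 CPM in CD62L-neg GMPs and 2.59 ± 1.82 CPM in bulk GMPs (SD, n = 3), a log2 fold change of 2.27 (standard error 0.50, adjusted p = 0.0175). *Klf1* and *Gfi1b* had log2 fold changes of 2.76 (standard error 0.65, adjusted p = 0.0235) and 2.75 (standard error 0.58, adjusted p = 0.0148), and *Vwf* one of 2.42 (standard error 0.53, adjusted p = 0.0165). *Gp1ba* was higher by 49.8-fold (95% counting interval 13.4 to 417) and *Gp5* by 13.3-fold (95% counting interval 4.24 to 67.5). *Gp9*, with a log2 fold change of 3.21 (standard error 0.93, adjusted p = 0.0606), was not called, but was without bulk CMP replicate 2 (3.23), by DESeq2, without a filter, and with all 7 populations or only the compared groups in the fit. *Epor* was not called, with 42 counts in CD62L-neg GMPs and 1 in bulk GMPs. *Tal1* passed the adjusted p but not the 2-fold change (0.76 (standard error 0.20, adjusted p = 0.0498)), and the log2 fold changes of *Lmo2*, *Ldb1* and *Itgb3* were 0.31 ± 0.17, -0.05 ± 0.16 and -0.28 ± 0.37 (± SE).

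The median of the list was 2.37, or 2.27 with genes of few counts at their bound (camera, adjusted p = 7.86e-17, and 0.00392 with an estimated correlation). Without CD62L-neg GMP replicate 2 or bulk GMP replicate 2, 6 genes were called. Without CD62L-neg GMP replicate 2, in which *Gata1* was 20.7 CPM against 8.48 and 9.62 CPM in the others (scaled over all 21 libraries), its log2 fold change was 1.75 and was not called. That call was also lost without bulk GMP replicates 1 and 2, at 1.88 and 2.15. *Klf1* was not called without any one CD62L-neg GMP or bulk GMP library, at log2 fold changes of 2.17 to 3.40. *Gfi1b* was not called without CD62L-neg GMP replicate 2 (1.85) or bulk GMP replicates 2 (2.84) and 3 (2.43). *Vwf* was not called without CD62L-neg GMP replicates 2 (2.40) and 3 (2.23) or bulk GMP replicate 2 (2.32). *Gp1ba* was not called without CD62L-neg GMP replicate 2 (4.03) or any one bulk GMP library (4.84 to 7.72). *Gp5* was not called with any 1 library left out except CD62L-neg GMP replicate 3, at log2 fold changes of 3.02 to 4.36. The fitted folds of *Gp1ba* and *Gp5* rest on few counts in bulk GMPs.

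Of 14 erythroid genes of the wider list, 5 were higher and 0 lower (6 when adjusted over the list alone; camera, adjusted p = 1.91e-05, and 0.0187 with an estimated correlation). *Icam4*, the Landsteiner-Wiener blood group protein, had a log2 fold change of 2.52 (standard error 0.39, adjusted p = 0.00201). Without bulk GMP replicates 1, 2 and 3, the number of erythroid genes called was 3, 3 and 2. Of 20 megakaryocyte and platelet genes, 6 were higher and 2 lower (9 and 3 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.0735), whereas fry gave an increase (adjusted p = 0.00262). The number of higher genes was 3, 3 and 2 without CD62L-neg GMP replicates 1, 2 and 3, and 1, 1 and 2 without those of bulk GMPs. Of 20 genes of stem and multipotent progenitor cells, 4 were higher and 0 lower (4 when adjusted over the list alone; camera, adjusted p = 0.000194, and 0.0117 with an estimated correlation). *Gata2* had a log2 fold change of 2.25 (standard error 0.23, adjusted p = 0.000103), and 2 genes were higher without CD62L-neg GMP replicate 2 or bulk GMP replicate 1.

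Monocyte genes among those of Figure 4E were lower in CD62L-neg GMPs than in bulk GMPs. Of *Spi1*, *Cebpa*, *Cebpb*, *Cebpe*, *Gfi1*, *Irf8*, *Klf4*, *Csf1r*, *Csf2rb*, *Csf3r*, *Ctsg*, *Mpo*, *Elane*, *Slpi* and *Ly86*, 5 were lower in CD62L-neg GMPs, 2 were higher and 8 were not called (5 and 2 when adjusted over the list alone). *Irf8* was 18.4 ± 4.96 CPM in CD62L-neg GMPs and 444 ± 15.8 CPM in bulk GMPs (SD, n = 3), a log2 fold change of -4.60 (standard error 0.25, adjusted p = 8.3e-07). *Ly86*, *Klf4* and *Csf1r* were lower as well, with log2 fold changes of -4.41 (standard error 0.21, adjusted p = 4.5e-07), -3.75 (standard error 0.24, adjusted p = 2.9e-06) and -3.09 (standard error 0.15, adjusted p = 4.7e-07), and *Slpi* had one of -1.73 (standard error 0.23, adjusted p = 0.000655). *Cebpe* and *Gfi1*, factors of the neutrophil lineage, were higher in CD62L-neg GMPs, at 1.71 (standard error 0.25, adjusted p = 0.00131) and 1.34 (standard error 0.27, adjusted p = 0.0102). *Gfi1* was not called without CD62L-neg GMP replicate 3 (1.28) or bulk GMP replicates 1 (1.29) and 2 (1.34), and the list's count of higher genes was then 1. The log2 fold changes of *Mpo*, *Elane*, *Ctsg* and *Csf3r* were 0.23 ± 0.32, 0.43 ± 0.25, 0.58 ± 0.19 and 0.28 ± 0.17, and those of *Spi1*, *Cebpa*, *Cebpb* and *Csf2rb* were -0.20 ± 0.15, 0.10 ± 0.20, -0.62 ± 0.15 and 0.03 ± 0.21 (± SE). The list's median was 0.03, its mean was -0.91 and camera gave a decrease (adjusted p = 1.37e-12, and 0.00143 with an estimated correlation). Both sets of genes were shown by the study on these samples, so they are not independent evidence of their direction.

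In the list of monocyte and macrophage genes set in advance, 17 were lower, 0 higher and 7 not called of 24 (20 lower when adjusted over the list alone; camera, adjusted p = 3.87e-91, and 1.12e-05 with an estimated correlation). Of 28 genes of cytokine production and inflammatory response, 10 were lower and 0 higher (14 when adjusted over the list alone; camera, adjusted p = 2.11e-10, and 0.00181 with an estimated correlation). *Clec7a* and *Nlrp3* had log2 fold changes of -3.38 ± 0.31 and -2.43 ± 0.20 (± SE). Of 11 primary granule genes, 2 were higher and 2 lower (2 and 2 when adjusted over the list alone; camera, adjusted p = 0.0577). The higher ones were 1, 1 and 0 without bulk GMP replicates 1, 2 and 3 and likewise without those of CD62L-neg GMPs. The lower ones were 1 without bulk GMP replicates 1 and 2 and CD62L-neg GMP replicate 1, and 0 without CD62L-neg GMP replicate 2.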

Heatmaps showed that some essential genes to erythroid and megakaryocytic differentiation were still expressed in CD62L-neg GMPs (Figure 6D), while some genes to granulocytic and monocytic differentiation were not yet fully upregulated (Figure 6E). 

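The CMP signature fell in CD62L-neg GMPs relative to bulk CMPs and stayed above bulk GMPs. Of its 200 genes, 135 were measured in these libraries. Against bulk CMPs, 95 of them were lower and 0 higher in CD62L-neg GMPs, with a median log2 fold change of -3.08 (camera, adjusted p = 1.48e-30, and 0.000448 with an estimated correlation). Against bulk GMPs, 28 were higher and 0 lower, with a median of 2.65, or 2.20 with genes of few counts at their bound (camera, adjusted p = 2.27e-21, and 0.000736 with an estimated correlation). The higher ones were 19, 16 and 17 without bulk GMP replicates 1, 2 and 3, and 20, 19 and 22 without those of CD62L-neg GMPs.

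The GMP signature, with 199 genes measured, rose in CD62L-neg GMPs relative to bulk CMPs, with 143 genes higher and 3 lower and a median log2 fold change of 2.57, or 2.49 with genes of few counts at their bound (camera, adjusted p = 8.4e-89, and 5.43e-06 with an estimated correlation). Against bulk GMPs, 37 of its genes were lower and 23 higher in CD62L-neg GMPs, with a median of -0.15 (camera, adjusted p = 0.0408). This call was lost with an estimated correlation (adjusted p = 0.204), with the top 100 genes (median -0.02, adjusted p = 0.815), and without bulk CMP replicate 1 (median -0.14, adjusted p = 0.0704), bulk CMP replicate 2 (-0.18, adjusted p = 0.21) or CD62L-neg GMP replicate 1 (-0.15, adjusted p = 0.0514). The normalized enrichment score from fgsea was -1.84 (adjusted p = 7.03e-06). The higher and lower genes of this signature were 15 and 32 without bulk GMP replicate 2 and 15 and 31 without CD62L-neg GMP replicate 3. Without bulk CMP replicate 2 they were 32 and 52. Of 541 genes called higher in bulk GMPs than in bulk CMPs, CD62L-neg GMPs lay between them for 270, above both for 223 and below both for 48. For 977 genes called lower in bulk GMPs, these were 658, 58 and 261. These sets, and those of the lists below, hold genes measured in the libraries of Figure 6. They are not the 559 and 1236 genes of the Figure 4 fit, which held other libraries. Of 10 primary granule genes higher in bulk GMPs, 1 was between, 8 above both and 1 below both. Of 10 such monocyte and macrophage genes, 3 were between and 7 below both.

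The signatures were made from the same bulk libraries to which CD62L-neg GMPs are compared. To measure what this alone gives, 20 sets of counts were simulated in which CD62L-neg GMPs did not differ from the bulk population they were compared with, and were taken through the same steps. Simulated medians of the CMP signature were -0.39 to -0.03 against bulk CMPs and 0 to 0.18 against bulk GMPs. Those of the GMP signature were 0.03 to 0.25 against bulk CMPs and -0.21 to -0.03 against bulk GMPs, a range that covers the median observed. Camera gave an unadjusted p under 0.05 in 16 and 10 of the 20 simulations for the CMP signature against bulk CMPs and bulk GMPs, and in 18 and 18 for the GMP signature, so its p-values for signatures that share these libraries do not separate a difference from none. With lists made without the bulk libraries, which share no library with these comparisons, the CMP list had a median of -1.998 against bulk CMPs and 2.19 against bulk GMPs (camera, adjusted p = 1.39e-29). The GMP list had a median of 2.07 against bulk CMPs and -0.79 against bulk GMPs (camera, adjusted p = 6.9e-22). This GMP list was chosen from CD62L-int and CD62L-high GMPs, so it may favour genes of CD62L-positive GMPs. How far this choice lowers its median in CD62L-neg against bulk GMPs was not tested.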

GSEA showed that CMP signature genes were downregulated in order of bulk CMPs, CD62L-neg GMPs, and bulk GMPs (Figures 6F and 6G), whereas GMP signature genes were upregulated in order of bulk CMPs, CD62L-neg GMPs, and bulk GMPs (Figures 6H and 6I). These results were further supported at the single-cell level (GSE130966), which demonstrated that some CD62L-neg GMPs highly expressed *Gata1*, *Klf1*, *Gfi1b* (which are expressed higher in conventional CMPs) and some did not express *Spi1*, *Irf8*, *Cebpa*, *Cebpb*, and *Runx1* (which are expressed higher in conventional GMPs) (Figures S5I–S5P). Collectively, these RNA-seq data clarified that CD62L-neg GMPs were the most immature subsets in GMPs and located between CMPs and GMPs, and still possessed gene expression patterns of CMPs to some extent in mice.

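Against bulk CMPs, 659 genes were higher and 1038 lower in CD62L-neg GMPs. At an adjusted p alone 1181 were higher, and with glmTreat 218 were higher and 356 lower. Of 24 monocyte and macrophage genes, 14 were lower in CD62L-neg GMPs, 1 was higher and 9 were not called (14 and 2 when adjusted over the list alone; camera, adjusted p = 5.8e-16, and 0.00082 with an estimated correlation). Without bulk CMP replicate 3, 2 were higher. *Irf8* was 242 ± 59 CPM in bulk CMPs (SD, n = 3), and its log2 fold change was -3.72 (standard error 0.24, adjusted p = 1.04e-06). Of 11 primary granule genes, 10 were higher and 0 lower (10 when adjusted over the list alone; camera, adjusted p = 1.99e-29, and 0.00188 with an estimated correlation). *Elane* had a log2 fold change of 3.92 (standard error 0.28, adjusted p = 2.18e-06), and *Ms4a3*, a gene of the path from CMPs to granulocytes and monocytes, one of 4.43 (standard error 0.21, adjusted p = 1.06e-07). Of 21 measured genes of Figure 4D, 10 were lower than in bulk CMPs and 0 higher (10 when adjusted over the list alone). Of 20 genes of stem and multipotent progenitor cells, 11 were lower and 0 higher (13 when adjusted over the list alone), and 17 were lower without bulk CMP replicate 2. *Cd34* had a log2 fold change of -1.30 (standard error 0.15, adjusted p = 0.000112) and *Fcgr3*, the gene of CD16, one of 4.39 (standard error 0.18, adjusted p = 3.01e-08).

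Genes of eosinophils and of basophils and mast cells were higher in CD62L-neg GMPs than in bulk GMPs. Of 9 eosinophil genes, 8 were higher, 0 lower and 1 not called (8 when adjusted over the list alone), with a median log2 fold change of 3.60 (camera, adjusted p = 3.64e-29, and 0.000345 with an estimated correlation). Of 14 genes of basophils and mast cells, 11 were higher, 0 lower and 3 not called (13 when adjusted over the list alone), with a median of 2.68 (camera, adjusted p = 4.49e-27, and 0.00675 with an estimated correlation). *Ms4a2* was 192 ± 80.8 CPM in CD62L-neg GMPs and 24.5 ± 3.96 CPM in bulk GMPs (SD, n = 3), a log2 fold change of 2.97 (standard error 0.27, adjusted p = 3.89e-05). *Csrp3*, a LIM protein, had one of 2.99 (standard error 0.47, adjusted p = 0.00228).

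The paper reasons from the distinct position of CD62L-neg GMPs in Figure 6A and 6B, the lineage genes that they still express or have not yet raised in Figure 6D and 6E, and the order of the signatures in Figure 6F to 6I. It concludes that CD62L-neg GMPs are the most immature GMPs, lie between CMPs and GMPs, and keep part of the gene expression of CMPs.

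**Figure D2:**
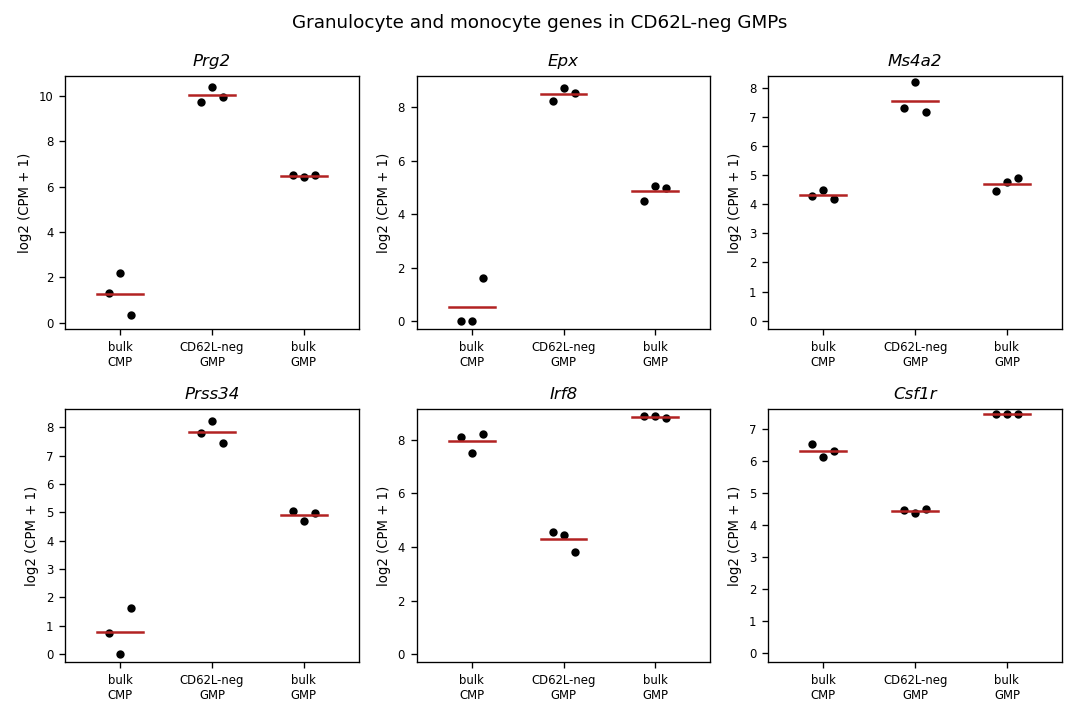
Levels of *Prg2*, *Epx*, *Ms4a2*, *Prss34*, *Irf8* and *Csf1r* in bulk CMPs, CD62L-neg GMPs and bulk GMPs, as log2(CPM + 1) scaled over all 21 libraries of the study. Points are libraries (n = 3) and lines are their means, and CD62L-neg GMPs are the highest group for the eosinophil, basophil and mast cell genes and the lowest for *Irf8* and *Csf1r*.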

**Figure 6:**
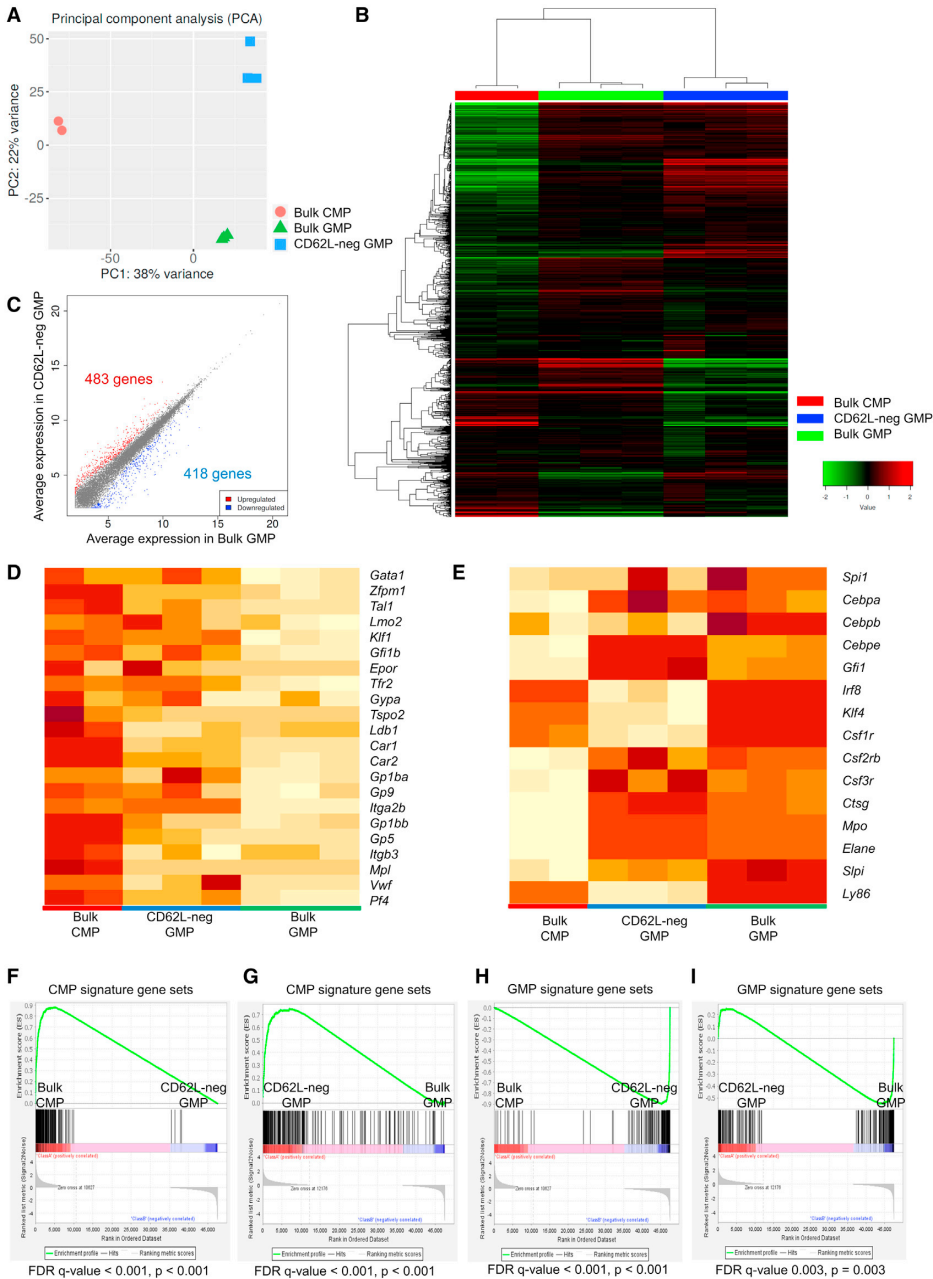
Gene expression profiles of CD62L-neg GMPs (A) Principal-component analysis of bulk CMPs, CD62L-neg GMPs, and bulk GMPs. (B) The result of hierarchical clustering of bulk CMPs, CD62L-neg GMPs, and bulk GMPs. (C) The scatterplot of differentially expressed genes between CD62L-neg GMPs and bulk GMPs. Fold change > 2, FDR < 0.05. (D and E) Heatmap of representative genes essential for erythrocytes and megakaryocytes (D), and granulocytes and monocytes (E). (F–I) Gene set enrichment analysis of CMP signature (F and G) and GMP signature (H and I) gene sets comparing the indicated populations.

### CD62L-int GMPs are skewed to neutrophil differentiation in mice

Although GMPs are defined as cells that can differentiate into both neutrophils and monocytes, several studies showed the existence of subsets destined to differentiate into either neutrophils or monocytes alone (Kwok et al., 2020; Yáñez et al., 2015). We tested whether the difference in CD62L expression levels within the GMP population is associated with their heterogeneous differentiation potential in mice. The majority of murine GMP cells ranged from intermediate to high expression levels, and we isolated the highest 10% (high levels) and the lowest 10% (intermediate levels) (Figure 7A). Colony-forming cell assay showed that CD62L-int GMPs were skewed to neutrophil differentiation (CFU-G: 74.7% ± 6.2%, CFU-M: 17.5% ± 3.4%) compared with CD62L-high GMPs (CFU-G: 44.9% ± 2.8%, CFU-M: 45.6% ± 3.9%) (Figure 7B). F4/80-positive macrophages (Figure S6A) were more abundant in CD62L-high GMPs (10.1% ± 1.3% versus 5.3% ± 0.4%, Figures 7C and 7D). To confirm these findings *in vivo*, we performed transplantation assay using Ly5.1 mice as donors and Ly5.2 mice as recipients. We transplanted CD62L-int, CD62L-high, or bulk GMPs from Ly5.1 mice into lethally irradiated Ly5.2 mice (Figure 7E). On day 5, the analysis of splenic cells revealed that CD62L-int GMPs differentiated into Ly6G-positive neutrophils significantly more than the bulk and CD62L-high GMPs (Figures 7F, 7G, and S6C), while donor-derived cells were scarcely detected in the peripheral blood and bone marrow (Figures S6B and S6D–S6G).

**Figure 7:**
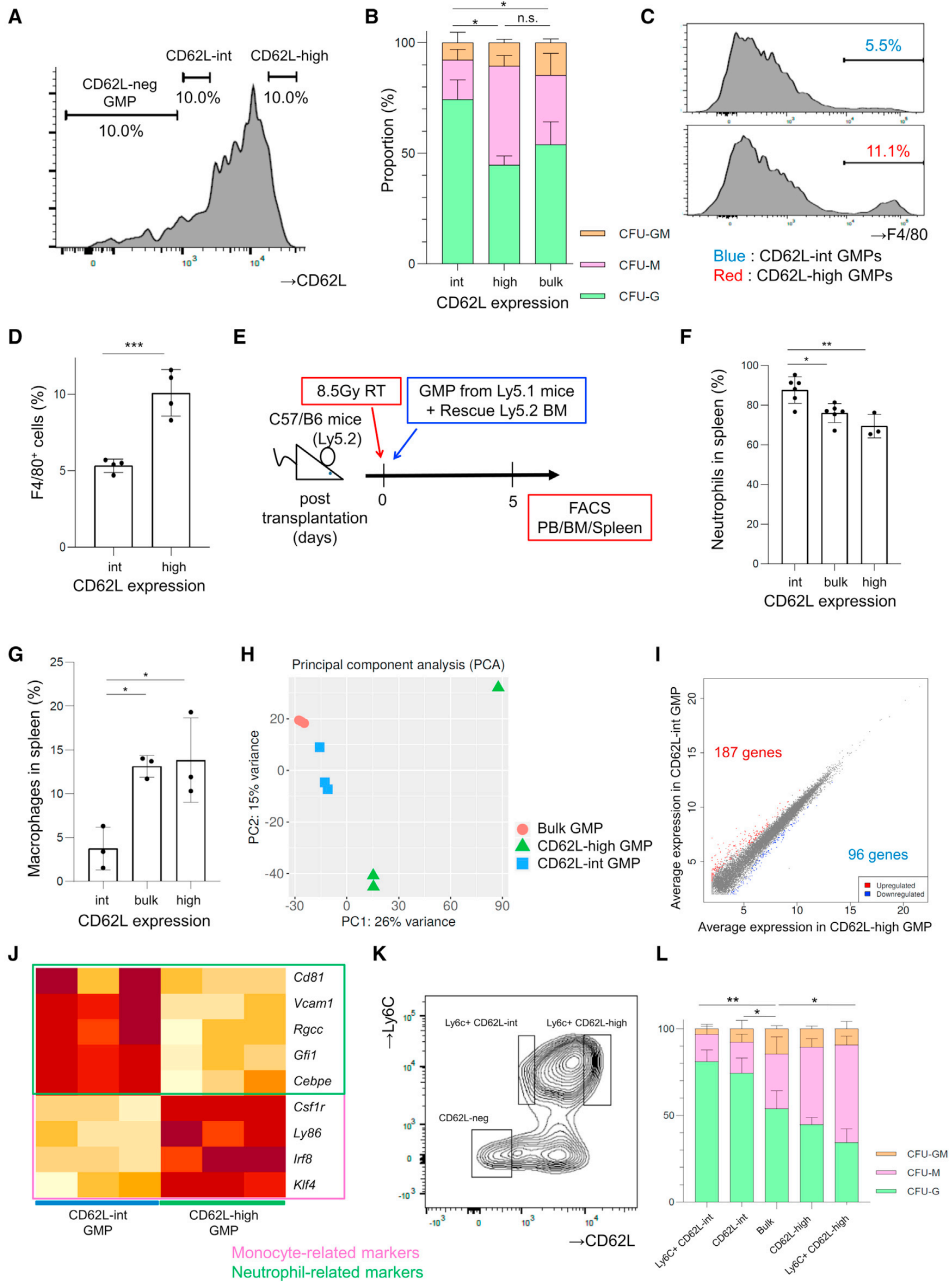
GMPs possess different differentiation potential into neutrophils and monocytes according to CD62L expression levels (A) Representative flow cytometry plots analyzing CD62L expression in GMPs within mouse bone marrow cells with the sorting strategy of CD62L-int and CD62L-high cells. (B) Colony-forming cell assay of murine CD62L-int, CD62L-high, and bulk GMPs. Mean proportions ± SD of three independent experiments for the indicated colonies are shown. Statistical significance for the proportion of CFU-G was calculated using one-way ANOVA (^∗^p < 0.05; n.s., not significant; n = 3). (C and D) F4/80 expression was analyzed after 7-days culture of the indicated populations in semisolid medium. Representative flow cytometry plots (C) and frequency of the F4/80^+^ cells are shown (D) (n = 4; unpaired t test; ^∗∗∗^p < 0.001). (E) A scheme of *in vivo* transplantation assay. Lethally irradiated (8.5 Gy) Ly5.2 mice were intravenously injected with 1.0–4.0 × 10^4^ CD62L-int, CD62L-high, or bulk GMPs derived from Ly5.1 mice with 2.0 × 10^5^ bone marrow cells from Ly5.2 mice. Differentiation of the transplanted cells was analyzed 5 days after transplantation. (F and G) Differentiation of transplanted GMPs into neutrophils and macrophages in splenic cells was analyzed by flow cytometry. The frequency of (F) neutrophils and (G) macrophages in the Ly5.1-positive donor cell population is shown. Means ± SD of three to six independent experiments. Statistical significance was calculated using unpaired one-way ANOVA (^∗^p < 0.05, ^∗∗^p < 0.01). (H) Principal-component analysis of gene expression profiles among CD62L-int, CD62L-high, and bulk GMPs. (I) The scatterplot of differentially expressed genes between CD62L-int GMPs and CD62L-high GMPs. Fold change > 2, FDR < 0.05. (J) Heatmap of representative genes important for granulocyte and monocyte differentiation. (K) Representative flow cytometry plot analyzing CD62L and Ly6C expression in murine GMPs. Experiments were performed three times. (L) The result of colony-forming cell assay of murine Ly6C^+^/CD62L-int and Ly6C^+^/CD62L-high GMPs. Mean proportions ± SD of three independent experiments. Statistical significance for the proportion of CFU-G was calculated using one-way ANOVA (^∗^p < 0.05, ^∗∗^p < 0.01; n = 3).

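CD62L-int GMPs, which the sample labels call CD62L-low GMPs, and CD62L-high GMPs were sequenced in 3 libraries each, by the steps used for the other progenitors, and were fitted together with the 3 bulk GMP libraries of Figure 4. Total counts were 14171812, 11360760 and 15263573 in CD62L-int GMPs and 15095490, 13810605 and 15000663 in CD62L-high GMPs. The filter on low counts kept 13192 genes. In CD62L-high GMP replicate 1, the gene models Gm23935, Gm26917 and Gm42418 took 41.1% of the counts and protein-coding genes 52.2%, whereas these gene models took 29.5% and 27.8% in the other CD62L-high GMP libraries. Its mean correlation with the other libraries of its group was 0.957, against 0.970 and 0.969 for theirs.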

We then performed RNA-seq of bulk, CD62L-int, and CD62L-high GMPs. 

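Some genes of mast cells and of stem cells were higher in CD62L-int GMPs than in CD62L-high GMPs, and genes of monocytes were lower. *Cpa3*, a carboxypeptidase of mast cells, had 445 counts in CD62L-int GMPs and 0 in CD62L-high GMPs and was higher at least 147-fold. *Angpt1* (angiopoietin-1) was 11.6 ± 1.86 CPM in CD62L-int GMPs and 1.51 ± 1.01 CPM in CD62L-high GMPs (SD, n = 3), a log2 fold change of 2.90 (standard error 0.38, adjusted p = 0.000794). *Prom1* (CD133), *Cd63*, a tetraspanin of granules, and *Pglyrp1*, a granule protein that binds bacterial peptidoglycan, had log2 fold changes of 3.71 (standard error 0.39, adjusted p = 0.000145), 2.84 (standard error 0.26, adjusted p = 7.49e-05) and 2.62 (standard error 0.35, adjusted p = 0.000954). Those of *Ablim1* and *Tanc1* were 3.08 and 2.45. Higher in CD62L-high GMPs were *Lgals3*, with a log2 fold change of -1.81 (standard error 0.25, adjusted p = 0.000975), and *Rara*, the retinoic acid receptor alpha, with one of -1.82 (standard error 0.27, adjusted p = 0.00173). Those of *Ahnak*, *Itgb7* (integrin beta 7), *Rnf144b*, *P2rx7*, an ATP receptor, and *Chil3*, a chitinase-like protein, were -1.73, -1.67, -1.54, -1.45 and -1.50.

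Of 11 genes of basophils and mast cells, 3 were higher in CD62L-int GMPs and 0 lower (5 when adjusted over the list alone), with a median log2 fold change of 2.02, or 1.44 with genes of few counts at their bound (camera, adjusted p = 8.87e-15, and 0.00342 with an estimated correlation). *Hdc*, which makes histamine, had a log2 fold change of 1.35 (standard error 0.13, adjusted p = 7.76e-05). Of 16 genes of stem and multipotent progenitor cells, 2 were higher and 0 lower (5 when adjusted over the list alone; camera, adjusted p = 1.12e-05, and 0.0143 with an estimated correlation). With CD62L-int GMP replicate 1, 2 or 3 or CD62L-high GMP replicate 3 left out, 1 was higher. Of 10 measured genes of Figure 4D, 2 were higher, namely *Itga2b* (4.56 (standard error 0.66, adjusted p = 0.000794)) and *Tfr2* (2.93 (standard error 0.52, adjusted p = 0.00556)), and 0 lower (2 when adjusted over the list alone). Their median was 0.85, or 0.58 with genes of few counts at their bound, and without CD62L-high GMP replicate 1, 4 were higher. None of 20 genes of G2 and M phase was called, but the list was lower in CD62L-int GMPs, with a median of -0.51 (camera, adjusted p = 5.14e-14, and 0.0119 with an estimated correlation).

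In all, 117 genes were higher and 65 lower in CD62L-int GMPs than in CD62L-high GMPs, and none of them overlapped between the libraries of both groups, as was the case for 19.6% of all genes tested against the 10% that chance gives. Without CD62L-int GMP replicate 1, 62 were higher and 43 lower, and without CD62L-int GMP replicate 3, 69 were higher. At an adjusted p alone, 195 were higher and 254 lower. With DESeq2, 190 were higher and 112 lower, with the 2 groups fitted alone 55 and 36, and with glmTreat 11 and 1.

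The first principal component carried 39.8% of the variance, and on it the CD62L-high GMP libraries ranged from 6.2 to 47.4, whereas CD62L-int and bulk GMPs lay at -7.6 ± 1.4 and -12.4 ± 0.6 (SD, n = 3). Without CD62L-high GMP replicate 1 it carried 29.4%. CD62L-int GMPs were set apart on the third component, which carried 11.6%, at 13.1 ± 2.0 against -4.6 ± 5.5 in CD62L-high GMPs and -8.5 ± 1.0 in bulk GMPs. The tree joined CD62L-int GMPs with bulk GMPs, which lay 17.4 ± 0.40 apart, against 25.4 ± 8.48 between CD62L-int and CD62L-high GMPs (mean ± SD of 9 pairs). Without CD62L-high GMP replicate 1, the tree joined CD62L-int with CD62L-high GMPs.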

PCA and clustering analysis showed their heterogeneity (Figures 7H, 7I, and S6H). We focused on some neutrophil- or monocyte-specific genes. *Gfi1* and *Cebpe* are important transcription factors for neutrophil fate choice, while *Irf8* and *Klf4* for monocyte (Kurotaki et al., 2013; Laurenti and Göttgens, 2018). Also, *Vcam1*, *Rgcc*, *Gfi1*, and *Cd81* were known as neutrophil-related genes, and *Csf1r*, *Ly86*, and *Irf8* as monocytic fate-determining genes (Kwok et al., 2020). We analyzed these expressions in our RNA-seq data and confirmed the tendency that neutrophil-related genes were upregulated in CD62L-int GMPs, whereas monocyte-related genes were downregulated (Figure 7J).

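Of the neutrophil-related genes of Figure 7J, *Vcam1*, *Cebpe* and *Gfi1* were higher in CD62L-int GMPs than in CD62L-high GMPs. *Vcam1*, an adhesion molecule, lies on chromosome 3 of mm10 from 116109949 to 116129688 and was 13.2 ± 2.29 CPM (SD, n = 3) in CD62L-int GMPs and 2.37 ± 0.897 CPM (SD, n = 3) in CD62L-high GMPs, a log2 fold change of 2.46 (standard error 0.34, adjusted p = 0.000975). *Cebpe* (ENSMUSG00000052435.6), on chromosome 14 of mm10 from 54710360 to 54712174, was 16.7 ± 3.9 CPM and 3.19 ± 3.26 CPM in these populations (SD, n = 3), a log2 fold change of 2.33 (standard error 0.43, adjusted p = 0.00698). *Gfi1* had a log2 fold change of 1.74 (standard error 0.17, adjusted p = 7.76e-05). *Rgcc*, a regulator of the cell cycle, passed the adjusted p but not the 2-fold change, at 0.81 (standard error 0.15, adjusted p = 0.00791), and *Cd81*, a tetraspanin, passed neither, at 0.46 (standard error 0.19, adjusted p = 0.243). So 3 of 5 were called higher and 0 lower (3 when adjusted over the list alone), with a median of 1.74 (camera, adjusted p = 5.34e-14, and 0.0148 with an estimated correlation).

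The monocyte-related genes were lower in CD62L-int GMPs by less than 2-fold, so 0 of 4 were called (0 when adjusted over the list alone), while all 4 passed the adjusted p. *Irf8* was 424 ± 14.4 CPM in CD62L-int GMPs and 745 ± 23.2 CPM in CD62L-high GMPs (SD, n = 3), a log2 fold change of -0.81 (standard error 0.10, adjusted p = 0.000488). *Csf1r*, *Klf4* and *Ly86* had log2 fold changes of -0.87 (standard error 0.11, adjusted p = 0.000794), -0.91 (standard error 0.17, adjusted p = 0.00763) and -0.76 (standard error 0.14, adjusted p = 0.00759). *Klf4* was called without CD62L-int GMP replicate 3 (-1.05) or CD62L-high GMP replicate 3 (-1.02). The median was -0.84 (camera, adjusted p = 2.5e-11, and 0.0156 with an estimated correlation). The study showed both lists on these samples, so they are not independent evidence of their direction.

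In the list of monocyte and macrophage genes set in advance, 5 were lower in CD62L-int GMPs, 0 higher and 19 not called of 24 (7 lower when adjusted over the list alone), with a median of -0.88 (camera, adjusted p = 1.14e-27, and 0.00574 with an estimated correlation). *Fn1*, *Pld4*, a lysosomal exonuclease, and *Ctss* had log2 fold changes of -1.30 (standard error 0.17, adjusted p = 0.000794), -1.28 (standard error 0.18, adjusted p = 0.00129) and -1.18 (standard error 0.16, adjusted p = 0.000794). Of 11 primary granule genes, 1 was higher and 0 lower (1 when adjusted over the list alone), and camera's call (adjusted p = 0.00122) was lost at an adjusted p = 0.204 with an estimated correlation. The 1 gene was not called without CD62L-high GMP replicate 2. Of 13 genes of secondary and tertiary granules, 2 were higher and 1 lower (2 and 1 when adjusted over the list alone; camera, adjusted p = 0.501), and without CD62L-int GMP replicate 3, 1 was higher. From these genes, the paper states a tendency for neutrophil-related genes to be higher and monocyte-related genes to be lower in CD62L-int GMPs.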

Previous reports showed that Ly6C-neg GMPs were more immature oligopotent progenitors in GMPs than Ly6C-positive GMPs (Yáñez et al., 2015). When Ly6C and CD62L expressions in GMPs were analyzed, CD62L-neg GMPs were all included in Ly6C-neg GMPs, which was compatible that CD62L-neg GMPs were the most immature subsets in GMPs (Figure 7K). Also, Ly6C-positive GMPs were able to be divided into CD62L-int and CD62L-high GMPs, and Ly6C^+^CD62L-int GMPs were more skewed to neutrophil differentiation, while Ly6C^+^CD62L-high GMPs were significantly skewed to monocyte differentiation (Ly6C^+^CD62L-int GMPs: CFU-G 81.1% ± 5.3%, CFU-M 15.6% ± 4.8%, Ly6C^+^CD62L-high GMPs: CFU-G 34.4% ± 6.3%, CFU-M 56.2% ± 4.1%, Figure 7L). Consequently, these experiments revealed that CD62L can be used as a robust surface marker for subdividing heterogeneous murine myeloid progenitors (Figure S7).

## Discussion

Recent studies have revealed the heterogeneity in each myeloid progenitor. For instance, in humans, the CD64-high/CLEC12a-high fraction in GMPs was identified as monocyte-restricted progenitors (Kawamura et al., 2017), and CD41^+^ CMPs as unipotent megakaryocyte progenitors (Miyawaki et al., 2017). On the other hand, in mice, Ly6C^+^CD115^+^ GMPs were determined as monocyte progenitors (Yáñez et al., 2015), and CD42b^+^ CMPs as unipotent megakaryocyte progenitors (Nishikii et al., 2015). Here, we studied the heterogeneity of CMPs by using single-cell RNA-seq data. We demonstrated that previously defined CMPs contained the subset, which was skewed to GMP differentiation potential, and CD62L was a useful marker to distinguish this subgroup. These findings suggest that significant heterogeneity has been offset by putting these subsets together in the previous data of bulk CMPs. To separate subsets and purify more homogeneous and genuine CMPs enable to determine their characteristics more precisely, and elucidate more sophisticated mechanism of myeloid differentiation. Moreover, CD62L expression in CMPs shows the same tendency in mice and humans, which makes it easier to apply the results of mice to humans.

We elucidated the heterogeneity of GMPs and found that CD62L-neg GMPs were the most immature subgroups in GMPs. Our results suggest that a small part of them may still possess CMP potential, which may suggest the incompleteness of the present surface markers to define myeloid differentiation potential and should be further elucidated. Also, we showed the existence of neutrophil- and monocyte-skewed populations in GMPs, which was compatible with several former studies (Dinh et al., 2020; Kwok et al., 2020), and added new aspects for myeloid differentiation. We confirmed that CD62L-high CMPs differentiate into GMPs while maintaining the positive expression of CD62L, which suggests that CD62L-positive GMPs can be generated from both CD62L-neg GMPs and CD62L-high CMPs. Further investigation is needed to clarify the difference between these differentiation pathways.

CD62L is an adhesion molecule, also called as L-selectin (SELL), and its function has been mainly studied in T cells. CD62L on T cells is important for T cell homing and associated with T cell quiescence (Ivetic et al., 2019). Until now, the role of CD62L on hematopoietic progenitors was only studied in multipotent progenitors (MPPs) (Cho and Spangrude, 2011) and T cell-lineage progenitors (Perry et al., 2004). These studies revealed the heterogeneity of Lin^−^SCA-1^+^C-KIT^+^ (LSK) population by CD62L. In LSK fraction, CD62L-low subsets were more immature and mainly contained long-term hematopoietic stem cells, whereas CD62L-high subsets contained MPPs, and also upregulation of CD62L in MPPs decreased erythro-megakaryocytic lineage potentials (Cho and Spangrude, 2011), which were compatible with our data. However, CD62L expression on myeloid progenitors has not been fully examined so far. CD62L is also an important adhesion molecule in neutrophils and highly expressed on mature neutrophils (Tak et al., 2017). Monocytes also express CD62L, but the expression level in mice is lower than neutrophils (data not shown). Therefore, it is needed to elucidate the expression transition and regulation mechanism between unipotent progenitors and mature cells.

In conclusion, we identified CD62L as a surface marker to elucidate the heterogeneity of CMPs and GMPs, and refined these differentiation potentials. CD62L-neg CMPs are genuine CMPs, whereas CD62L-high CMPs are highly restricted to GMP potentials in mice and humans. CD62L-neg GMPs are the most immature subset in GMPs, and Ly6C^+^CD62L-int and CD62L-high GMPs are skewed to neutrophil and monocyte differentiation, respectively in mice. These findings refine the definition of CMPs and GMPs, and elucidate the differentiation mechanism of myeloid cells in more detail.

## Experimental procedures

### Mice

C57BL/6 mice (Ly5.2), C57BL/6-CD45.1 (Ly5.1), and C57BL/6-Tg(CAG-EGFP)C14-Y01-FM131Osb mice were purchased from Japan SLC, Sankyo Lab Service Corporation, and RIKEN BioResource Research Center, respectively (Okabe et al., 1997). All mice were aged 8–12 weeks when used for experiments. All animal experiments were approved by The University of Tokyo Ethics Committee for Animal Experiments and performed according to the Guidelines for Animal Experiments of the University of Tokyo.

### Colony-forming cell assay

For colony-forming cell assay, murine myeloid progenitors were cultured at 1 × 10^3^ cells per well for 7 days with 1 mL of methylcellulose medium (MethoCult GF M3434, STEMCELL Technologies). CD34^+^ human bone marrow samples were purchased from Lonza, and myeloid progenitors were cultured at 1 × 10^3^ cells per well for 14 days in methylcellulose medium (MethoCult H4434 Classic, STEMCELL Technologies).

### Liquid culture assay

For liquid culture, murine myeloid progenitors were cultured at 1–2 × 10^3^ cells per well in IMDM (Sigma) medium containing 20% FBS, 1% penicillin/streptomycin, and cytokines (50 ng/mL Flt3L, 50 ng/mL TPO, 100 ng/mL SCF, and 20 ng/mL IL-3) at 37°C in a 5% CO_2_ incubator. The transition of CD62L expression level in CMPs and GMPs were analyzed after 24 h, and the differentiation capacity of CMPs into GMPs and MEPs were analyzed after 48 h.

### *In vivo* transplantation assay

For *in vivo* transplantation assay of CMPs, C57BL/6 mice were irradiated at lethal doses (8.5 Gy) and intravenously infused with 1.5 × 10^4^ CMP cells from CAG-EGFP mice and 2.0 × 10^5^ bone marrow cells from C57BL/6 mice. One week after transplantation, peripheral blood, bone marrow, and spleen were analyzed. Blood cell count was performed by ERMA PCE-210N (ERMA). For *in vivo* transplantation of GMPs, C57/B6 mice were irradiated at lethal doses (8.5 Gy) and infused with 1.0–4.0 × 10^4^ GMP cells from Ly5.1 mice and 2.0 × 10^5^ bone marrow cells from C57BL/6 mice. Peripheral blood, bone marrow, and spleen were analyzed 5 days after transplantation.

### Flow cytometry and cell sorting

Isolation of cells was performed using FACSAria II or III Cell Sorter (BD Biosciences). Data were analyzed with FlowJo (TreeStar, Ashland, OR, USA). To isolate murine progenitors, murine CMPs, GMPs, and MEPs were defined as Lin^−^SCA-1^−^C-KIT^+^CD16/32^−^CD34^+^, Lin^−^SCA-1^−^C-KIT^+^CD16/32^+^CD34^+^, and Lin^−^SCA-1^−^C-KIT^+^CD16/32^−^CD34^−^ cells, respectively (Akashi et al., 2000). Biotinylated anti-GR-1 (RB6-8C5; BioLegend), CD11b (M1/70; BioLegend), TER119 (TER-119; BioLegend), B220 (RAS-6B2; BioLegend), CD3e (145-2C11; BioLegend), CD4 (GK1.5; BioLegend), CD8a (53-6.7; BioLegend), and CD127 (A7R34; BioLegend), followed by streptavidin-APC/Cy7 (BioLegend), PE/Cy7-conjugated anti-C-KIT (2B8; BioLegend), PerCP/Cy5.5 (D7; BioLegend), PE-conjugated anti-SCA-1 (D7; eBioscience), APC-conjugated anti-CD16/32 (93; BioLegend), FITC-conjugated anti-CD34 (RAM34; eBioscience), PE or Pacific blue-conjugated anti-CD62L (MEL-14; BioLegend), PerCP/Cy5.5-conjugated anti-Ly6C (HK1.4; BioLegend), and PE-conjugated rat IgG2aκ isotype control (BioLegend) were used. When CAG-EGFP mice were used, lineage marker-positive cells were depleted by streptavidin microbeads by AutoMACS Pro Separator (Miltenyi Biotec) at first, then PerCP/Cy5.5-conjugated anti-SCA-1 (D7; BioLegend), PE/Cy7-conjugated anti-C-KIT (2B8; BioLegend), APC/Cy7-conjugated anti-CD16/32 (93; BioLegend), Alexa Fluor 647-conjugated anti-CD34 (RAM34; BD Biosciences), and PE-conjugated anti-CD62L (MEL-14; BioLegend) were used. Human CMPs were purified as Lin^−^CD34^+^CD38^+^CD45RA^−^CD123^mid^ populations (Manz et al., 2002). Biotinylated anti-CD3 (HIT3a; BioLegend), CD11b (ICRF44; BioLegend), CD14 (HCD14; BioLegend), CD16 (3G8; BioLegend), CD19 (HIB19; BioLegend), CD20 (2H7; BioLegend), CD56 (HCD56; BioLegend), and CD235a (HIR2; eBioscience), followed by streptavidin-PerCP/Cy5.5 (BioLegend), APC or PE/Cy7-conjugated anti-CD34 (581; BioLegend), APC/Cy7-conjugated anti-CD38 (HIT2; BioLegend), Pacific blue or APC-conjugated anti-CD123 (6H6; BioLegend), FITC-conjugated anti-CD45RA (HI100; BD Biosciences), PE-conjugated anti-CD62L (DREG-56; BioLegend), Pacific blue-conjugated anti-CD41 (HIP8; BioLegend), PE/Cy7-conjugated anti-CD71 (CY1G4; BioLegend), and PE-conjugated mouse IgG1κ isotype control (BioLegend) were used. For colony-forming cell assay, PE- or APC-conjugated anti-CD11b (M1/70; BioLegend), PE-conjugated anti-F4/80 (BM8.1; Tombo biosciences), APC-conjugated TER119 (TER-119, BioLegend), and PerCP/Cy5.5-conjugated anti-Ly6G (1A8; BioLegend) were used. For *in vivo* transplantation assay, APC-conjugated anti-CD41 (eBioMWReg30; eBioscience), APC-conjugated anti-CD45 (30-F11; BD Biosciences), PE/Cy7-conjugated CD45 (30-D11; BioLegend), FITC or PE/Cy7-conjugated anti-CD45.1 (A20; BioLegend), PE-conjugated anti-CD45.2 (104; BioLegend), PerCP/Cy5.5-conjugated anti-Ly6G (1A8; BioLegend), PE- or APC-conjugated CD11b (M1/70; BioLegend), PE- or PE/Cy7-conjugated F4/80 (BM8; BioLegend), and PE-conjugated TER119 (TER-119; BioLegend) were used.

### RNA-seq

For gene expression profiling, RNA-seq was performed with the use of SMART-Seq v.4 Ultra Low Input. 2.5–4.0 × 10^4^ cells of bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs, bulk GMPs, CD62L-neg GMPs, CD62L-int GMPs, and CD62L-high GMPs were sorted per sample. 

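The labels hold 3 libraries of each of the 7 subsets, bulk CMPs included, and bulk CMP replicate 2 had the fewest counts on protein-coding genes of the 21, with 1888499. In it 14814 genes had at least 1 count. Its mean correlation with the other bulk CMP libraries was 0.899, and theirs were 0.936 and 0.937. With bulk CMP replicates 1, 2 and 3 left out in turn, the genes higher and lower in CD62L-high CMPs than in CD62L-neg CMPs were 883 and 969, 925 and 1172, and 888 and 972. In CD62L-neg GMPs against bulk GMPs, they were 312 and 292 without replicate 1 and 304 and 294 without replicate 3, while without replicate 2 there were 428 lower genes. In bulk GMPs against bulk CMPs, they were 667 and 1287, 535 and 1070, and 677 and 1337. Those in CD62L-neg GMPs against bulk CMPs were 689 and 1098, 630 and 1031, and 731 and 1117. The number of libraries behind bulk CMPs is then 2 in place of 3, as in the paper. With DESeq2, the genes higher and lower in CD62L-high than in CD62L-neg CMPs were 888 and 957, 944 and 1080, and 900 and 964 without replicates 1, 2 and 3. The paper's counts are 927 and 1064, and those without replicate 2 lie nearest to them. The paper's text does not name the library left out, and mapping rates were not examined here.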

All subsets were triplicated and one bulk CMP sample was excluded due to the low mapping rate. Base calling was performed using Illumina RTA software in sequencer, and further demultiplexing was performed using Illumina bcl2fastq software. The raw data were stored in FASTQ format. Trimming, mapping, and acquiring read count data were performed by Trim-galore, Hisat2, and Htseq. Differentially expressed gene analysis was performed using the DESeq2 package. PCA, hierarchical clustering, k-means clustering, and pathway enrichment analysis were performed using iDEP (Ge et al., 2018). Genes were ranked by their standard deviation across all samples, and the top 1,000 genes were used for hierarchical clustering analysis, and the top 2,000 genes were used for k-means clustering analysis (Ge et al., 2018). Gene set enrichment analysis was performed using GSEA software. Gene sets for murine CMP and GMP signatures were created by comparing gene expressions in bulk CMPs and GMPs using our RNA-seq data (Table S1). Our RNA-seq data are available in the Gene Expression Omnibus under accession number GSE166065. CD62L-low CMP and CD62L-low GMP in this dataset are described as CD62L-neg CMPs and CD62L-int GMPs in this article, respectively.

### Statistical analysis

Significance of differences between two groups was assessed with unpaired two-tailed t tests, and three or more groups with one-way ANOVA. Differences were considered statistically significant at a p value of less than 0.05. We used Prism 8 software for statistical analysis and graphical design.

## Author contributions

Y.I. designed the research, performed experiments, analyzed data, and wrote the manuscript. F.N. designed the research and supervised experiments. Y.K. conceptualized and designed the research, supervised experiments, and wrote the manuscript. M.K. conceptualized and designed the research and supervised experiments.

## Conflict of interests

The authors declare no competing interests.

## Data Availability

Our RNA-seq data are available in the Gene Expression Omnibus under accession number GSE166065.

# Supplementary material for: CD62L expression level determines the cell fate of myeloid progenitors
**Source:** Stem Cell Reports. 2021 Nov 18;16(12):2871–86. doi: 10.1016/j.stemcr.2021.10.012
**Supplement:** Document S1. Figures S1–S7

**Stem Cell Reports, Volume 16**

**Supplemental Information**

**CD62L expression level determines the cell fate of myeloid progenitors**

**Yusuke Ito, Fumio Nakahara, Yuki Kagoya, and Mineo Kurokawa**

Supplemental Figure 1 – CD62L expression reveals the heterogeneity of CMPs in mice and humans

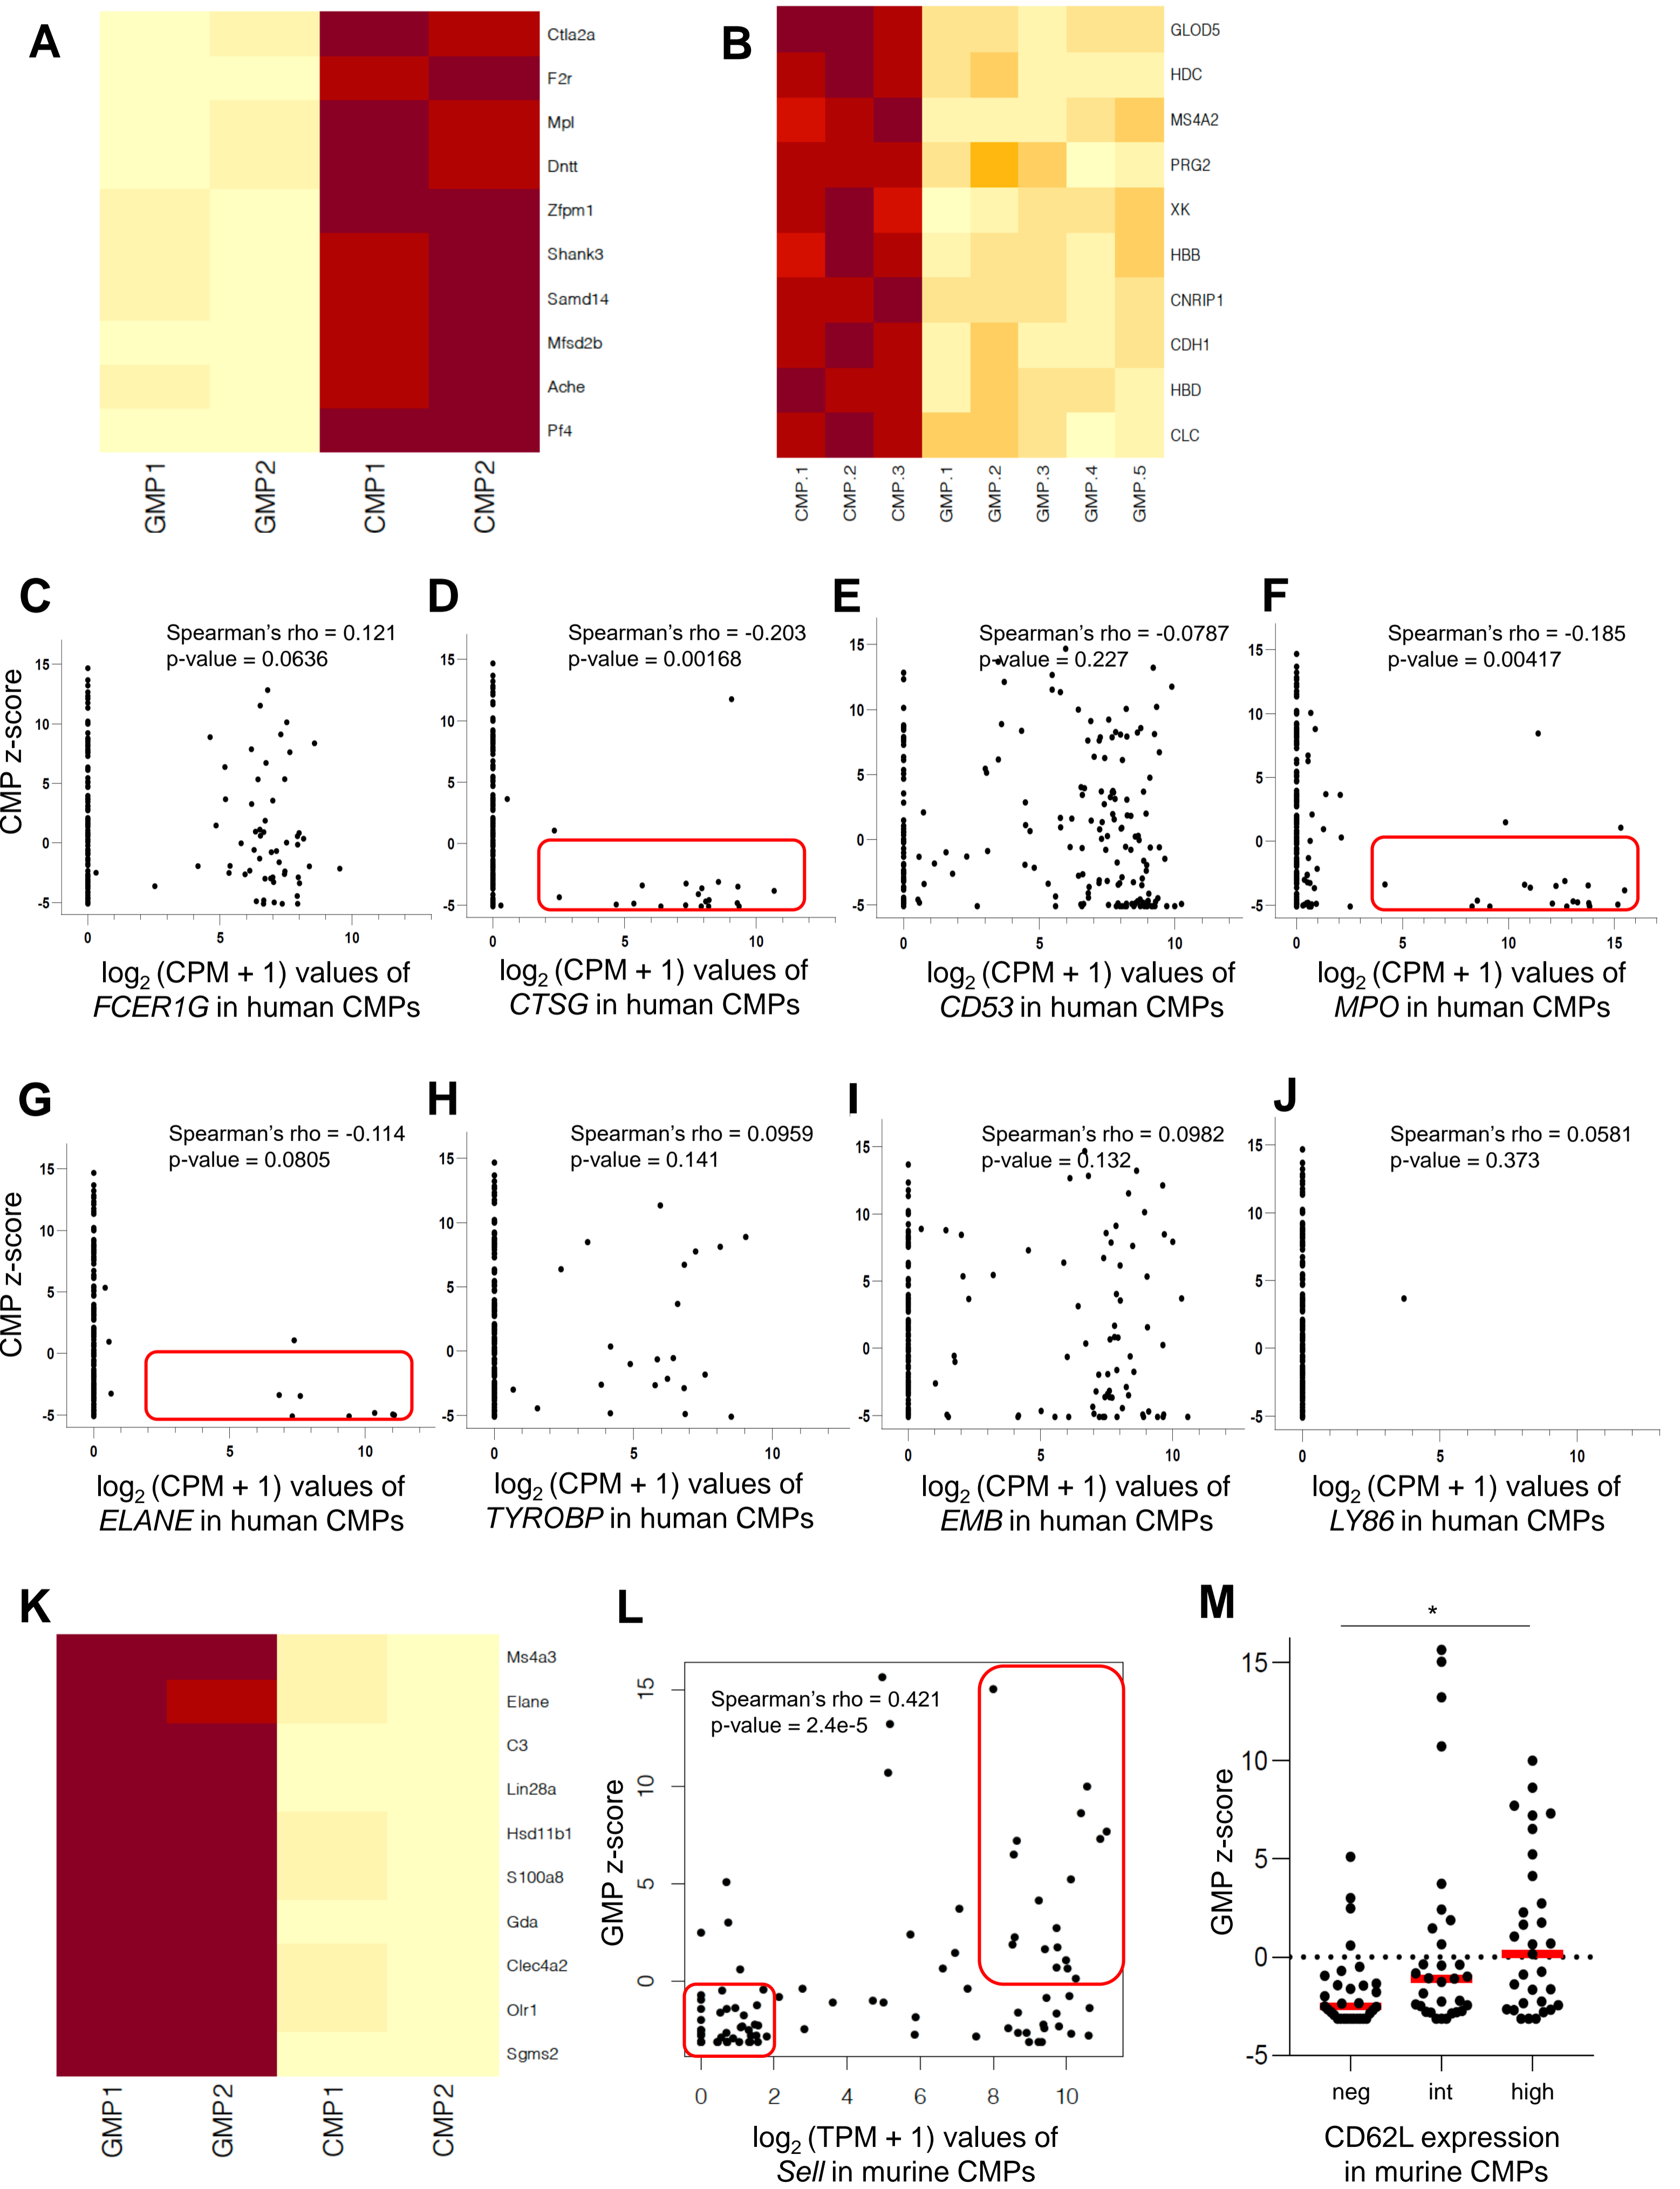

Supplemental Figure 2 – CD62L expression reveals the heterogeneity of CMPs *in vitro*

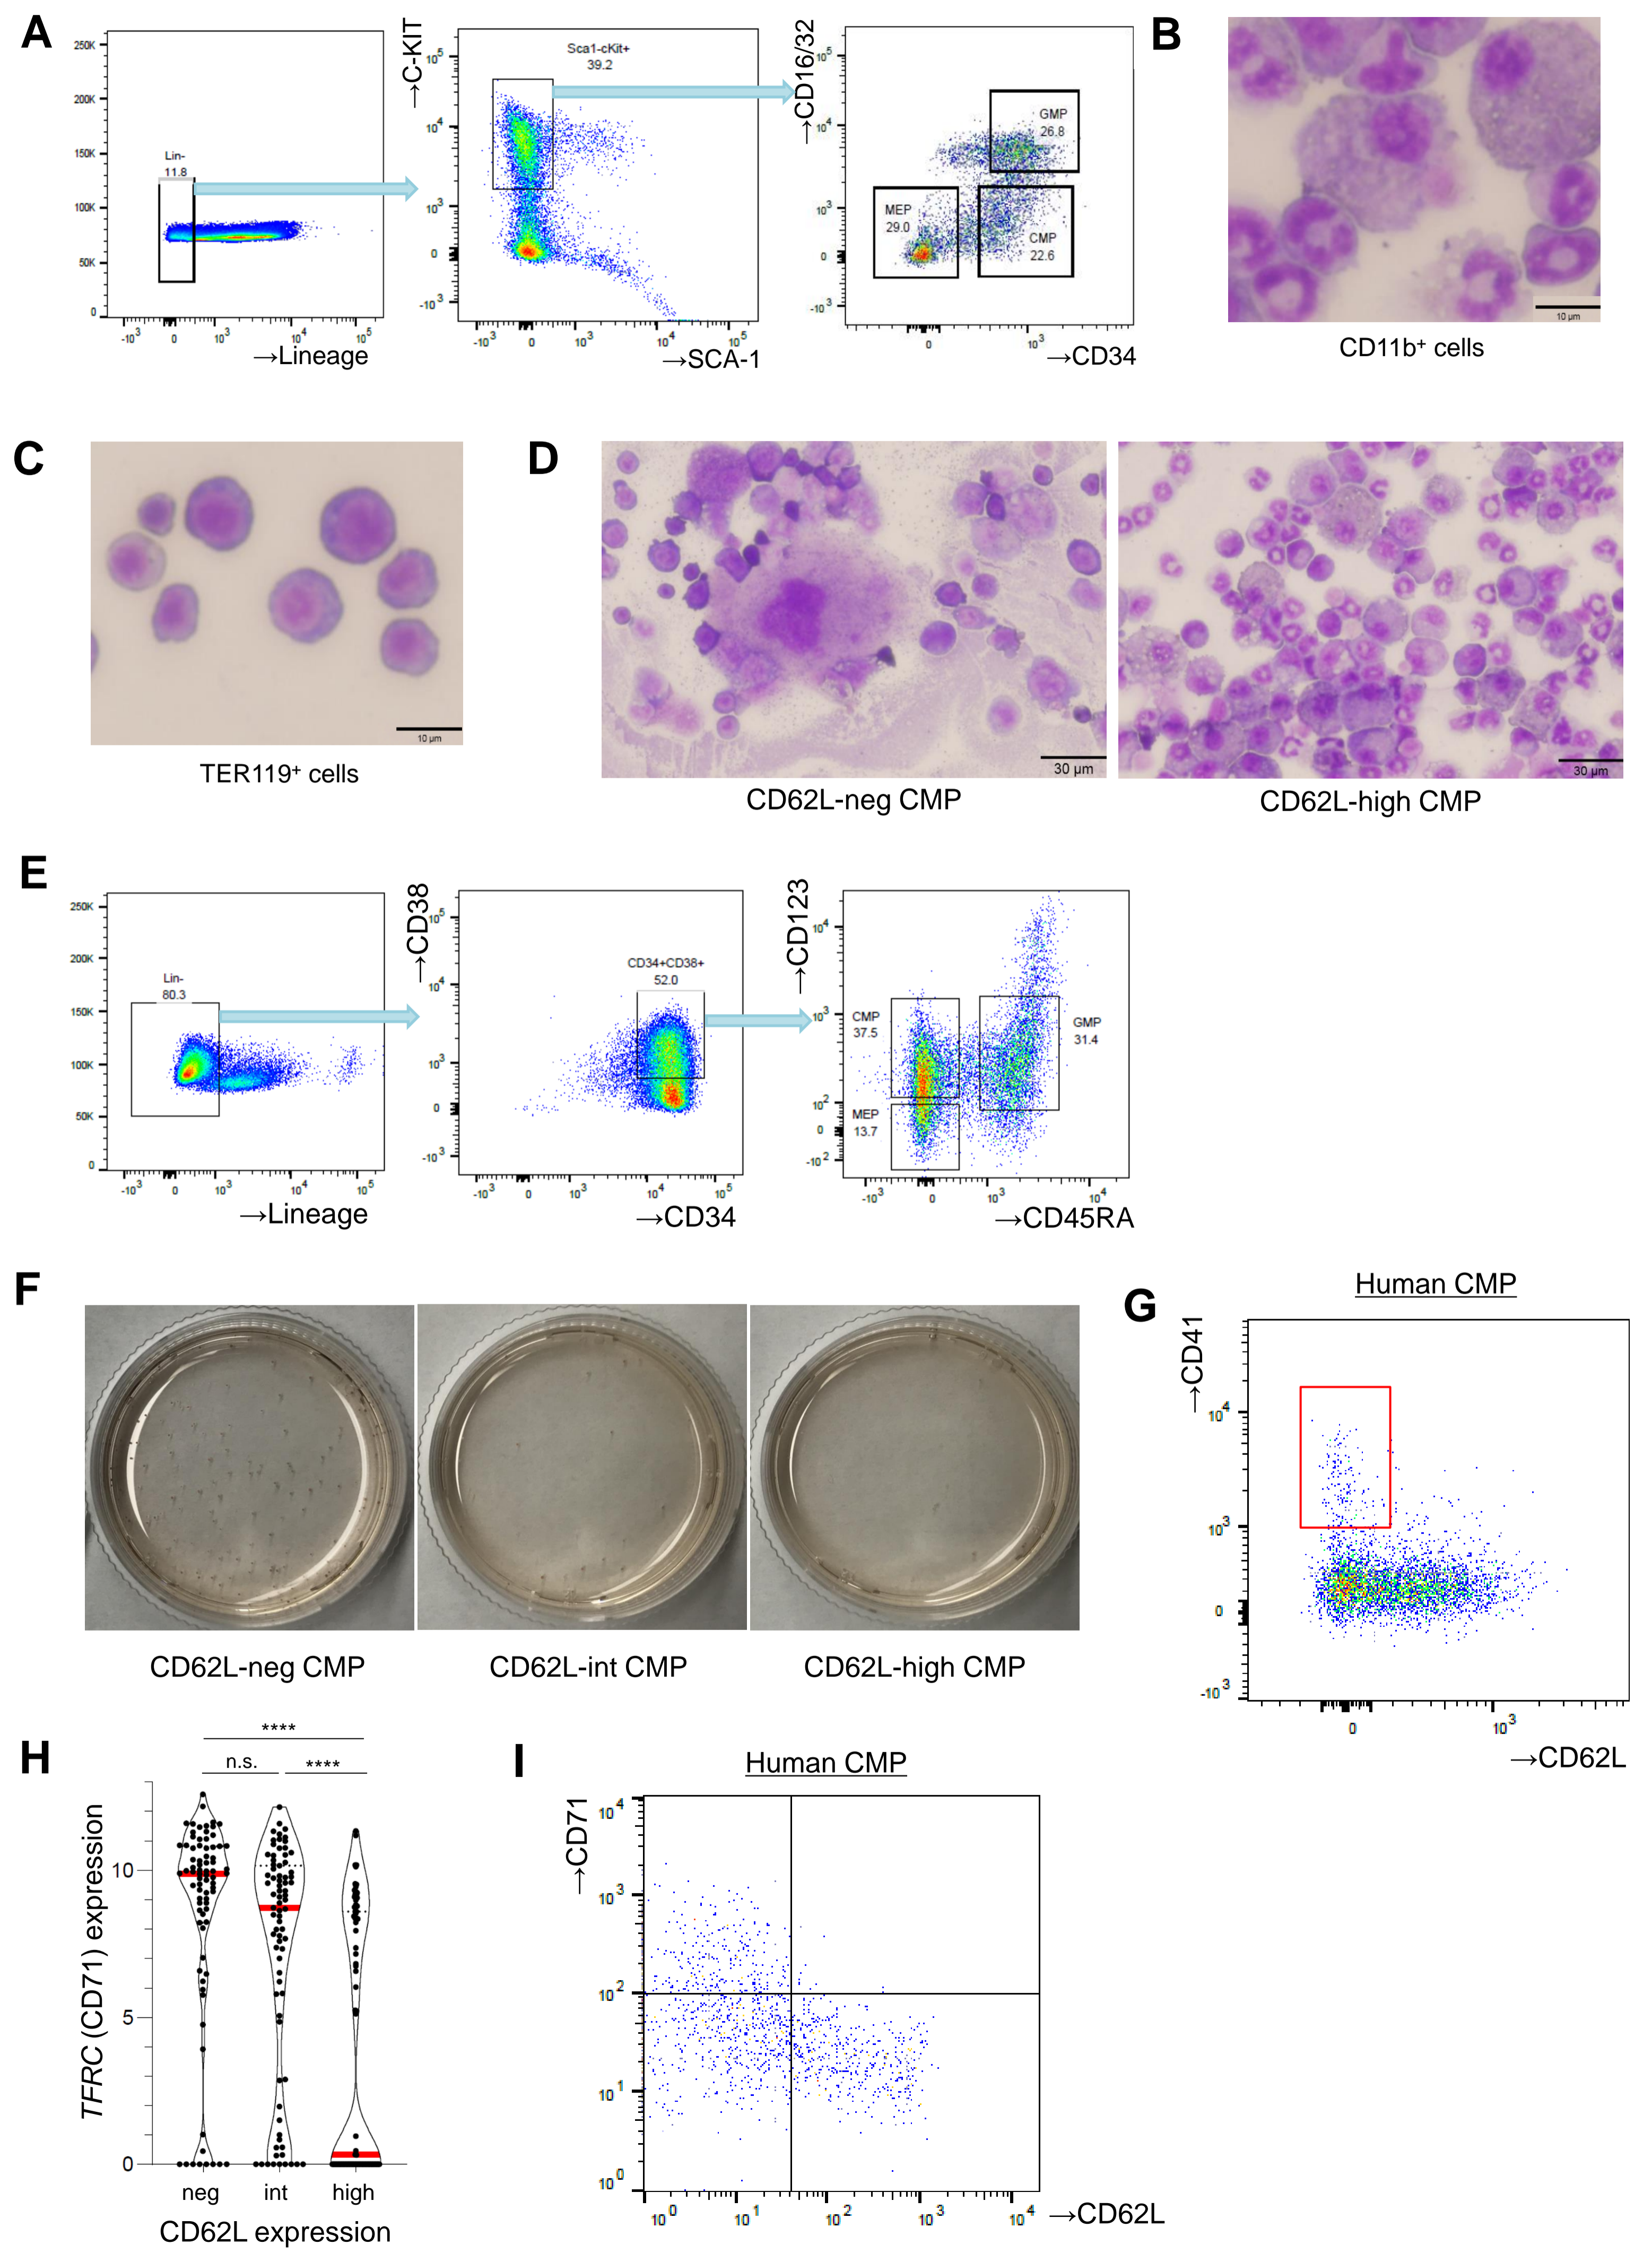

Supplemental Figure 3 – CD62L expression reveals the heterogeneity of CMPs *in vivo*

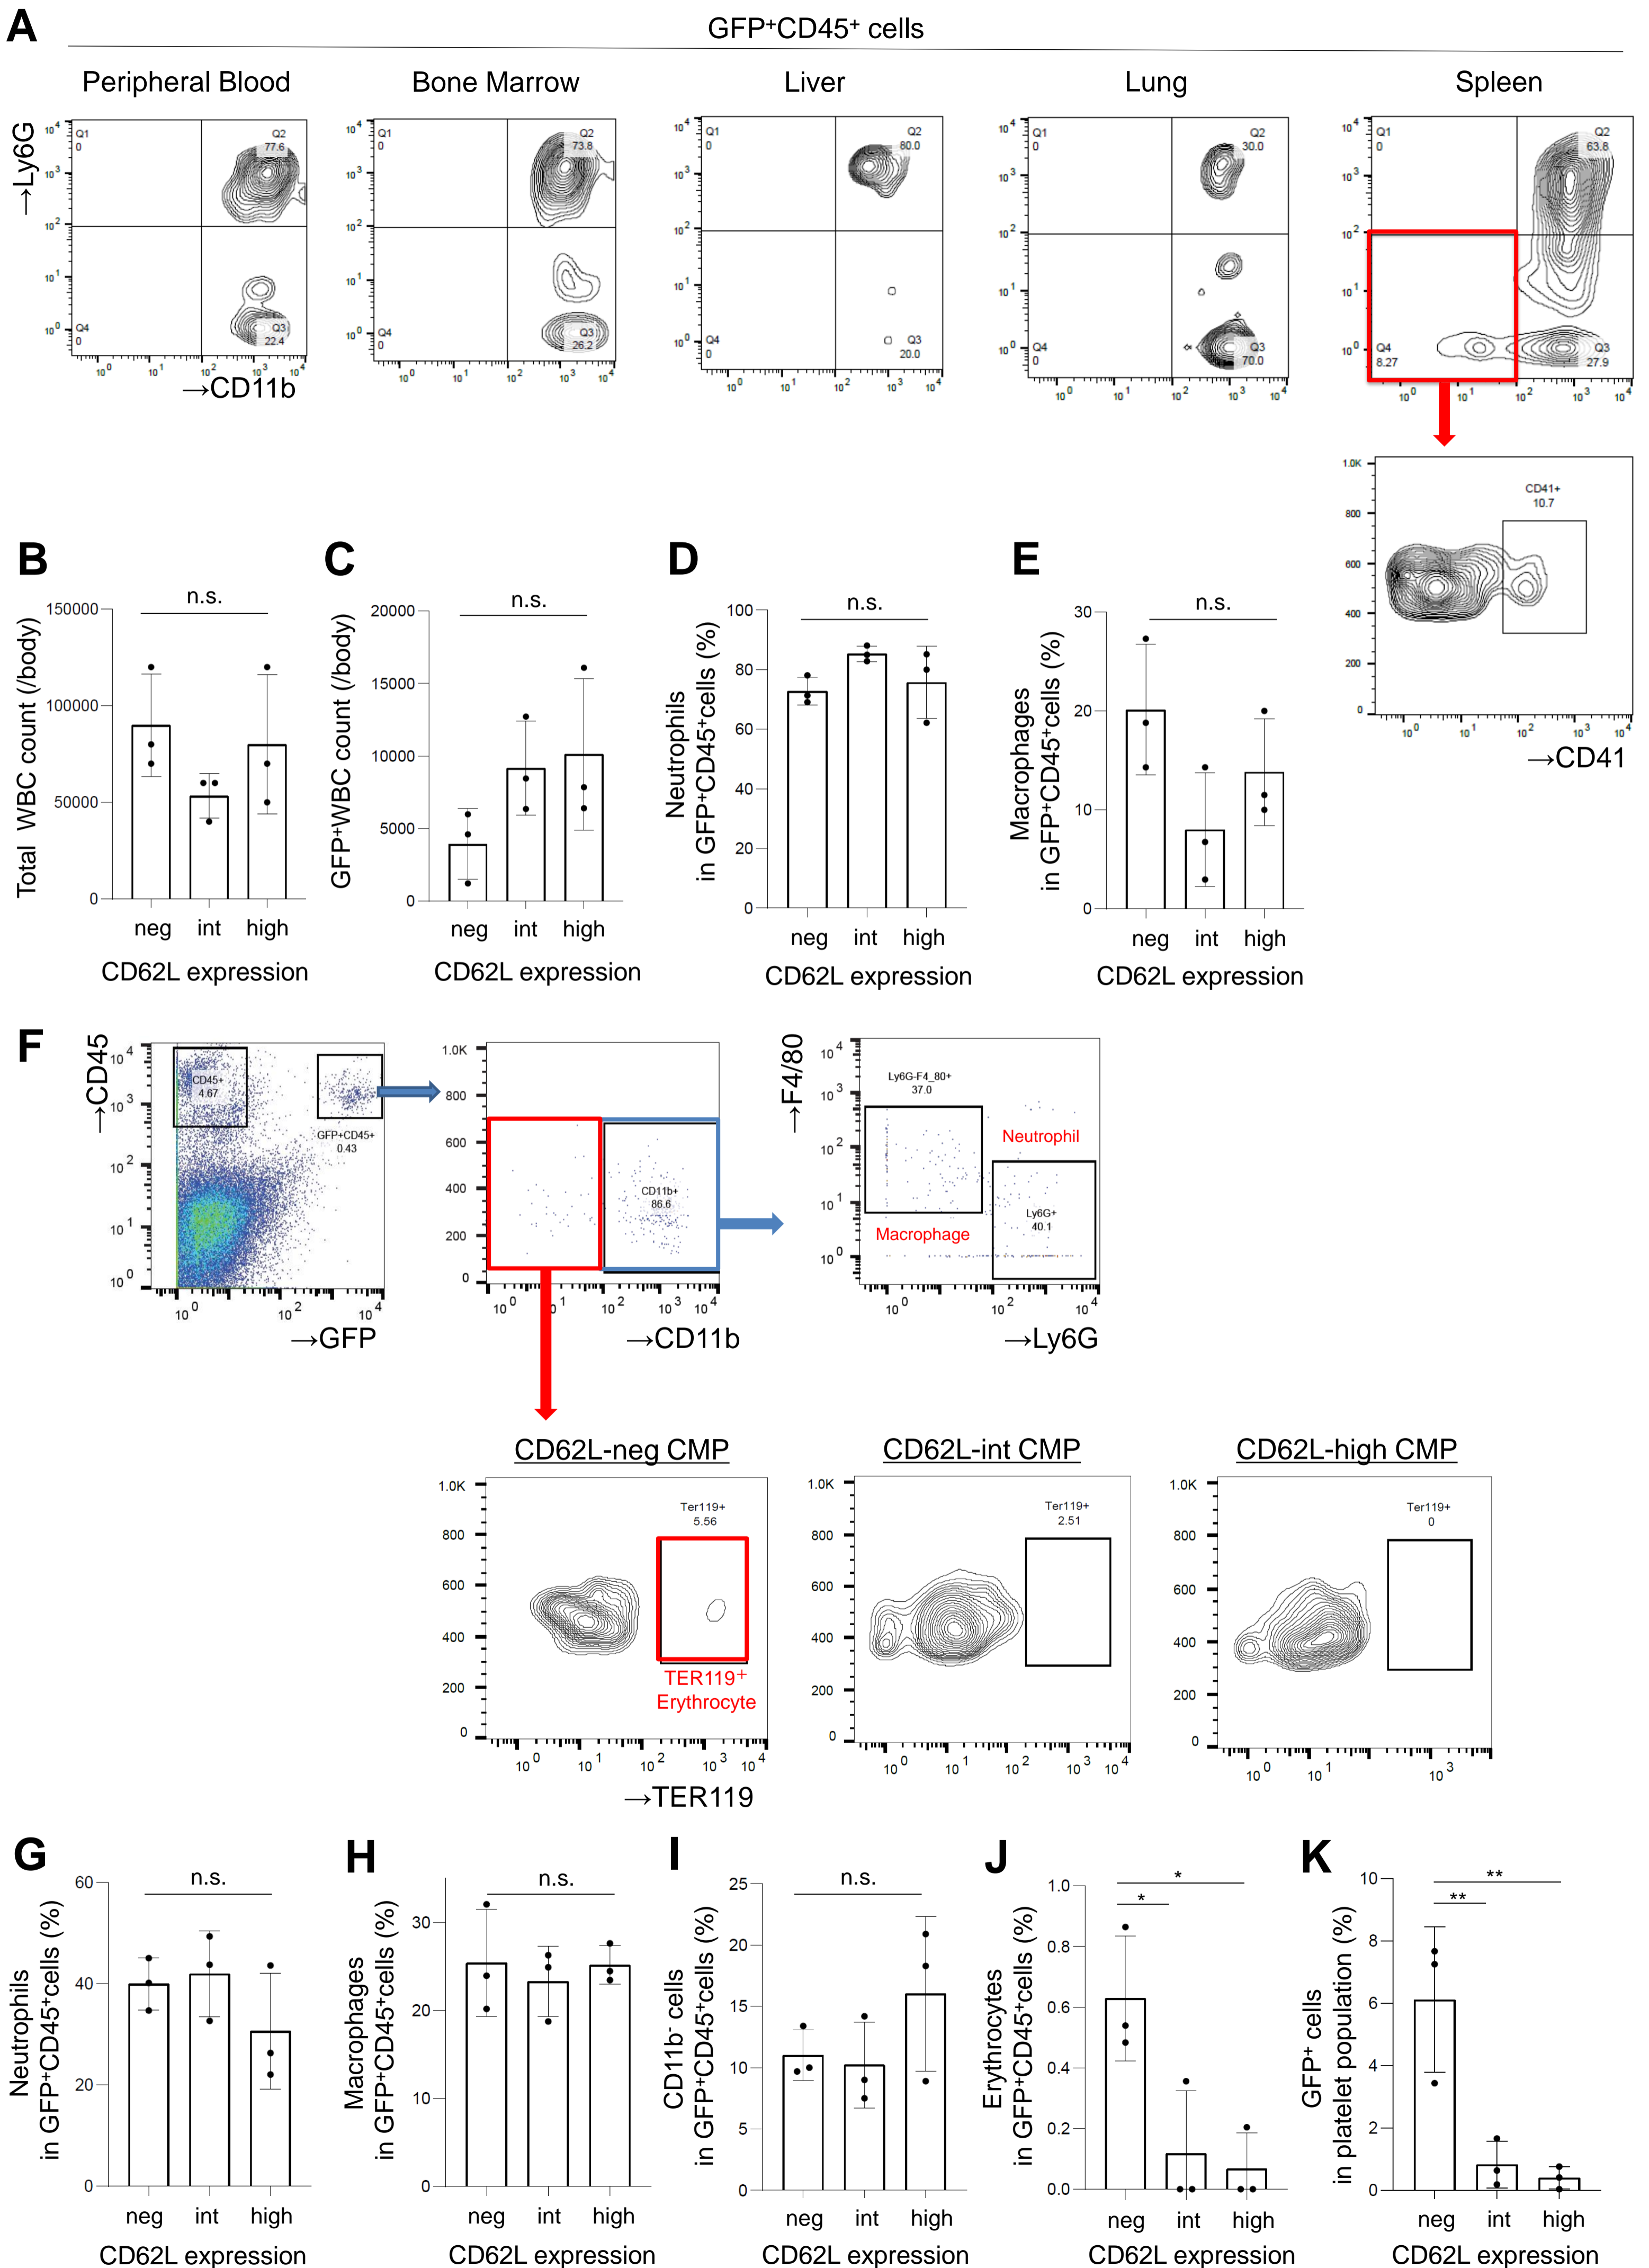

Supplemental Figure 4 – Gene expression profiles of murine CMPs

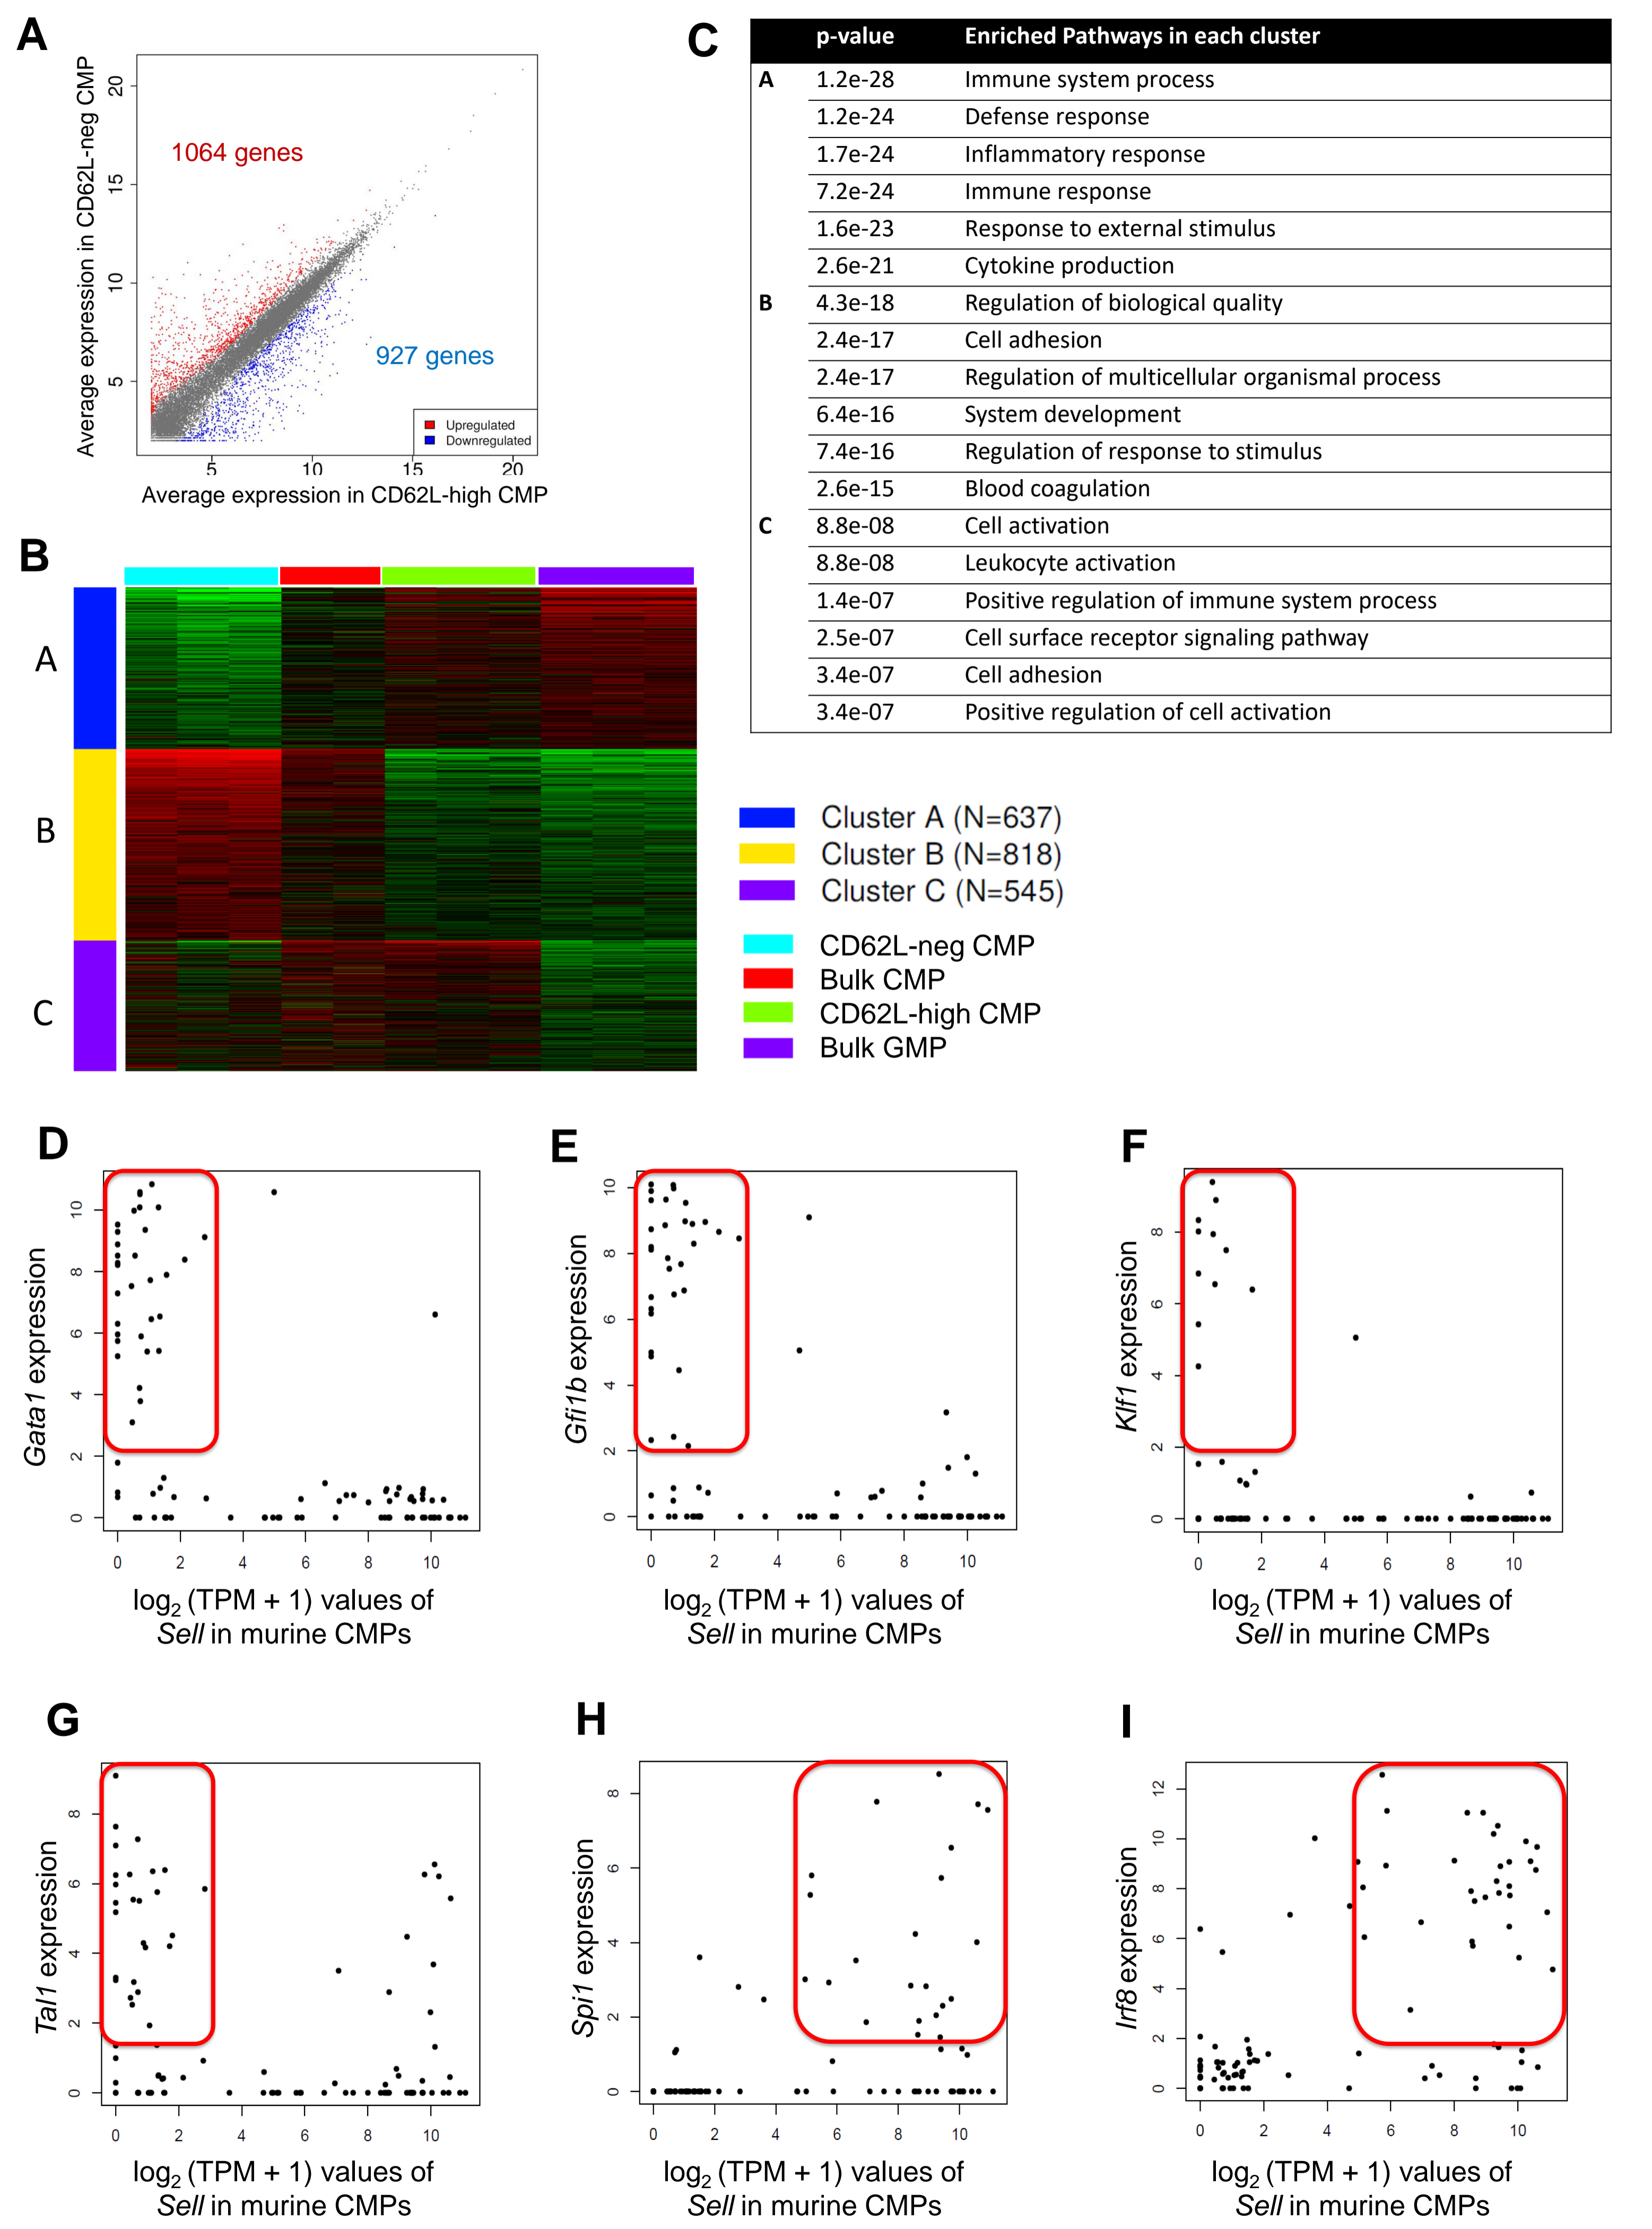

Supplemental Figure 5 – Single cell analyses confirm the heterogeneity of CMPs and GMPs

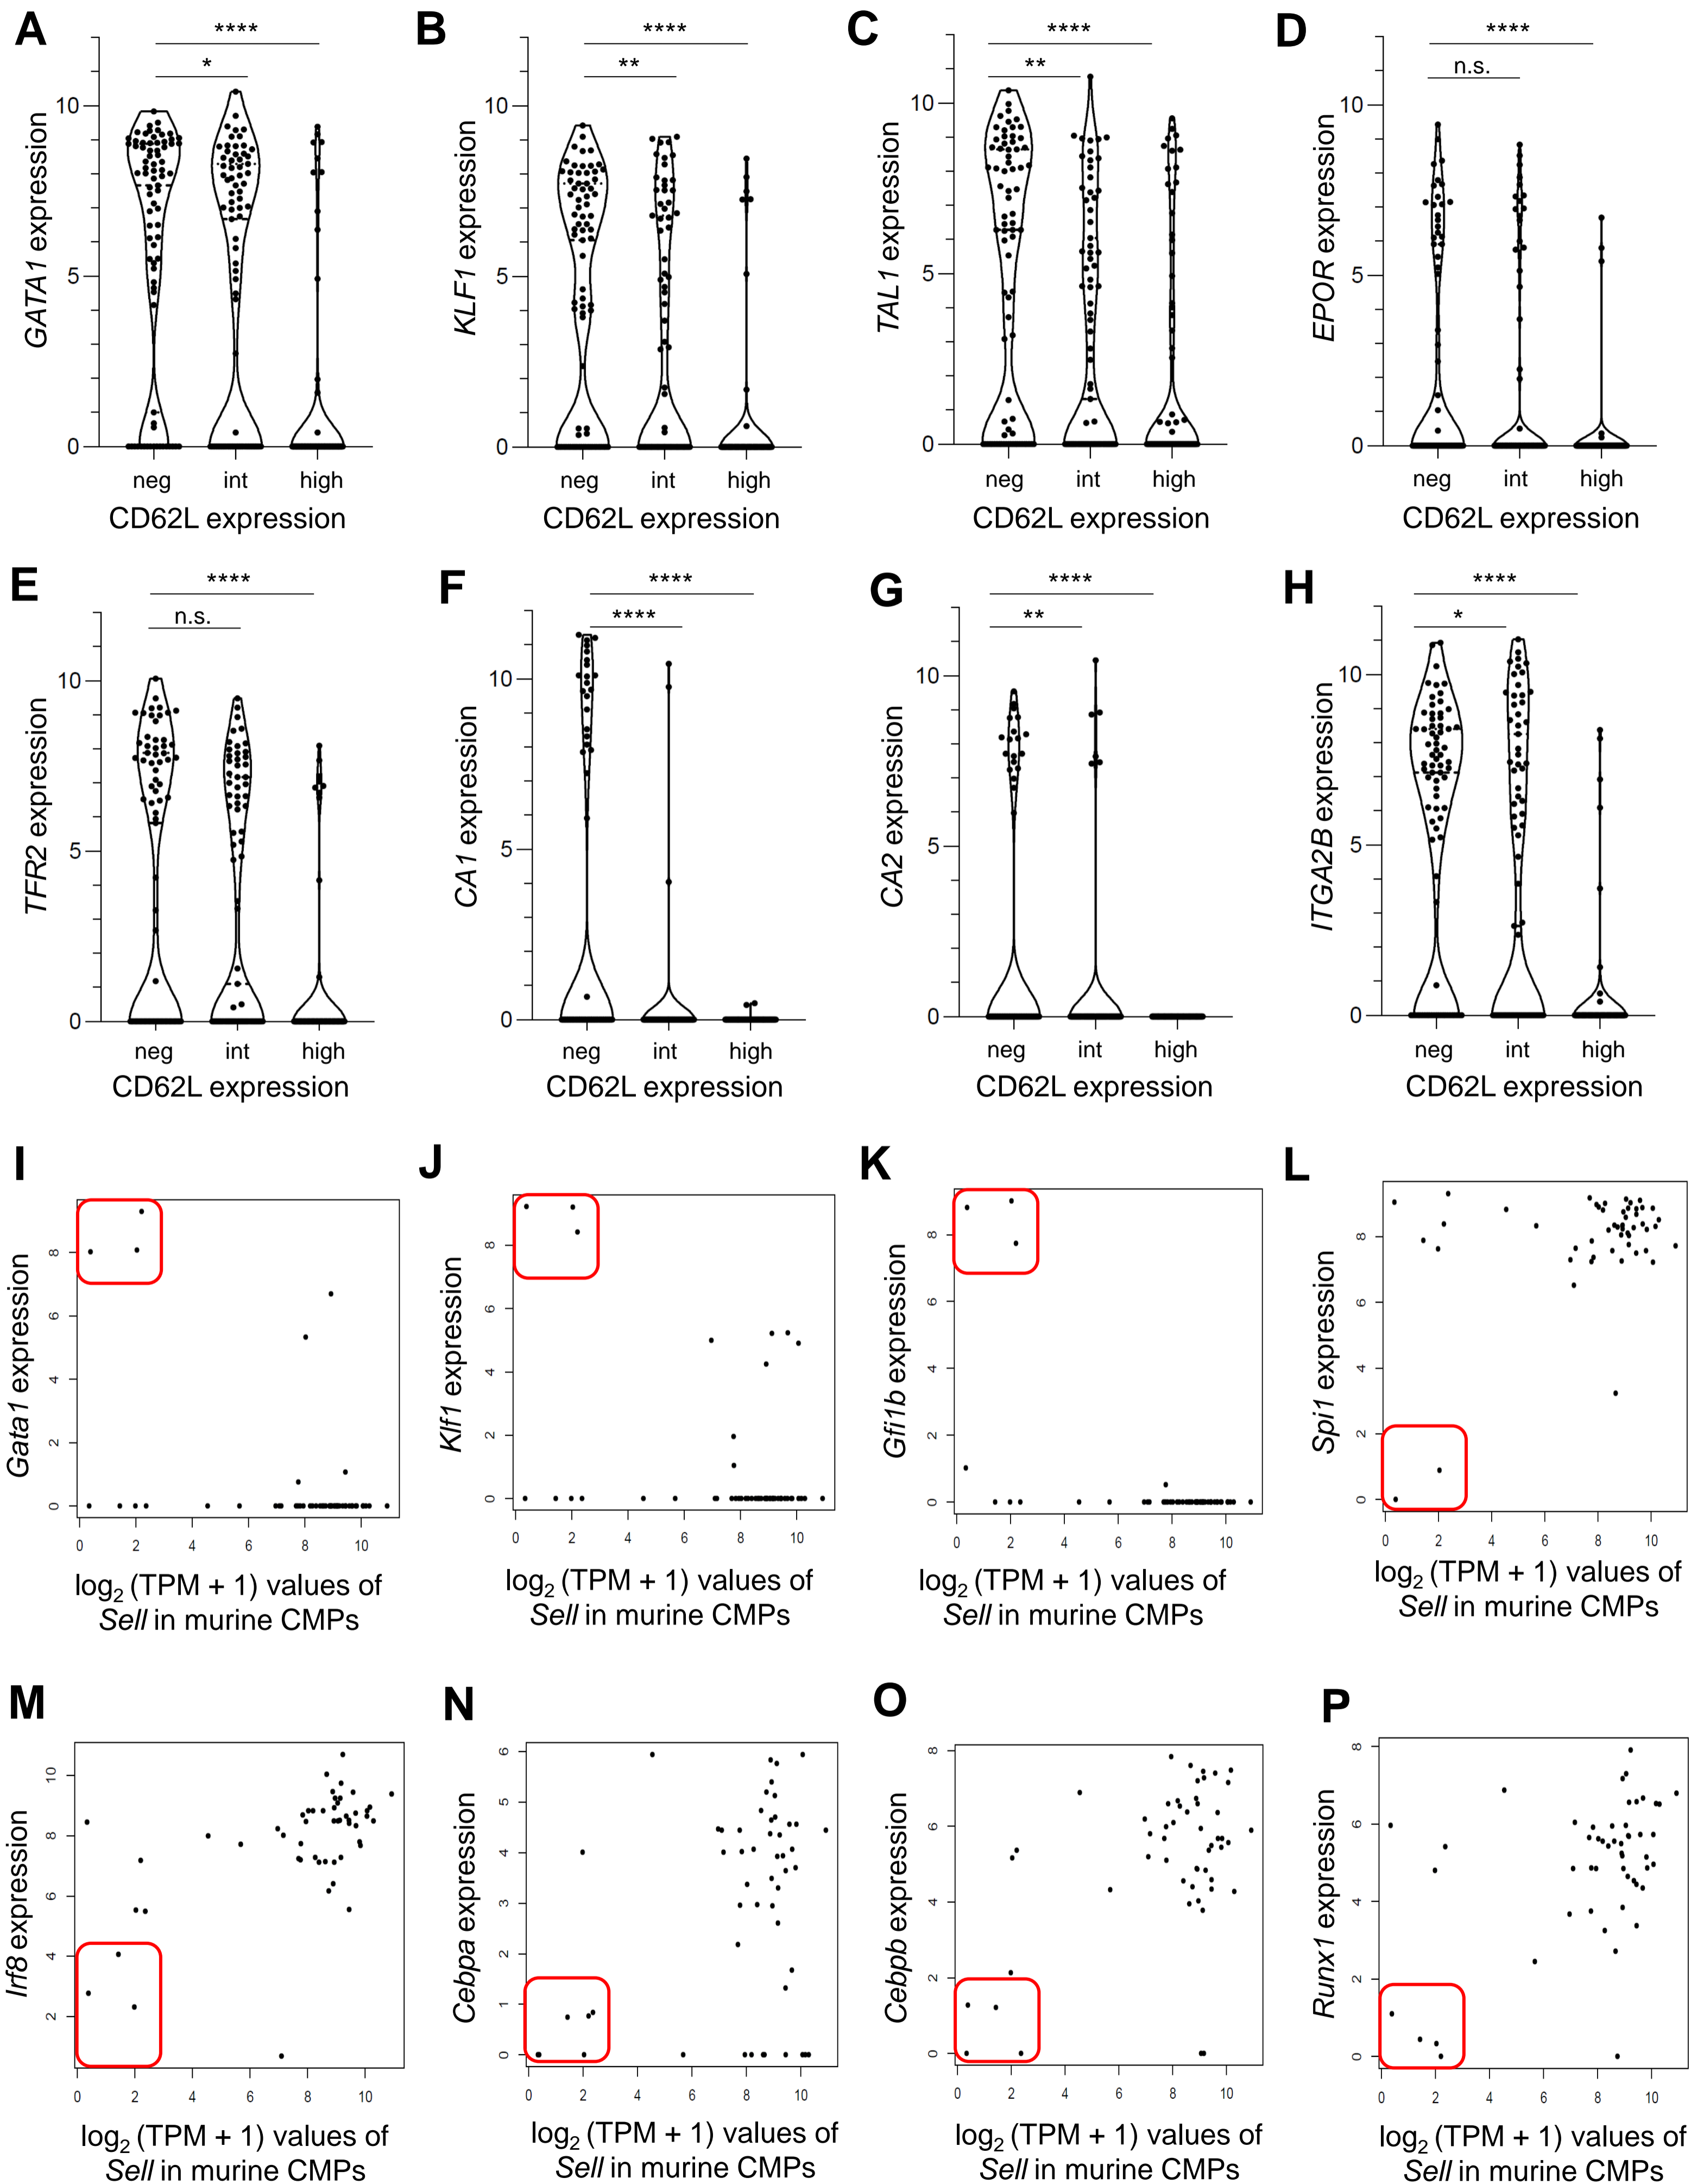

Supplemental Figure 6 – CD62L expression reveals the heterogeneity of GMPs in mice

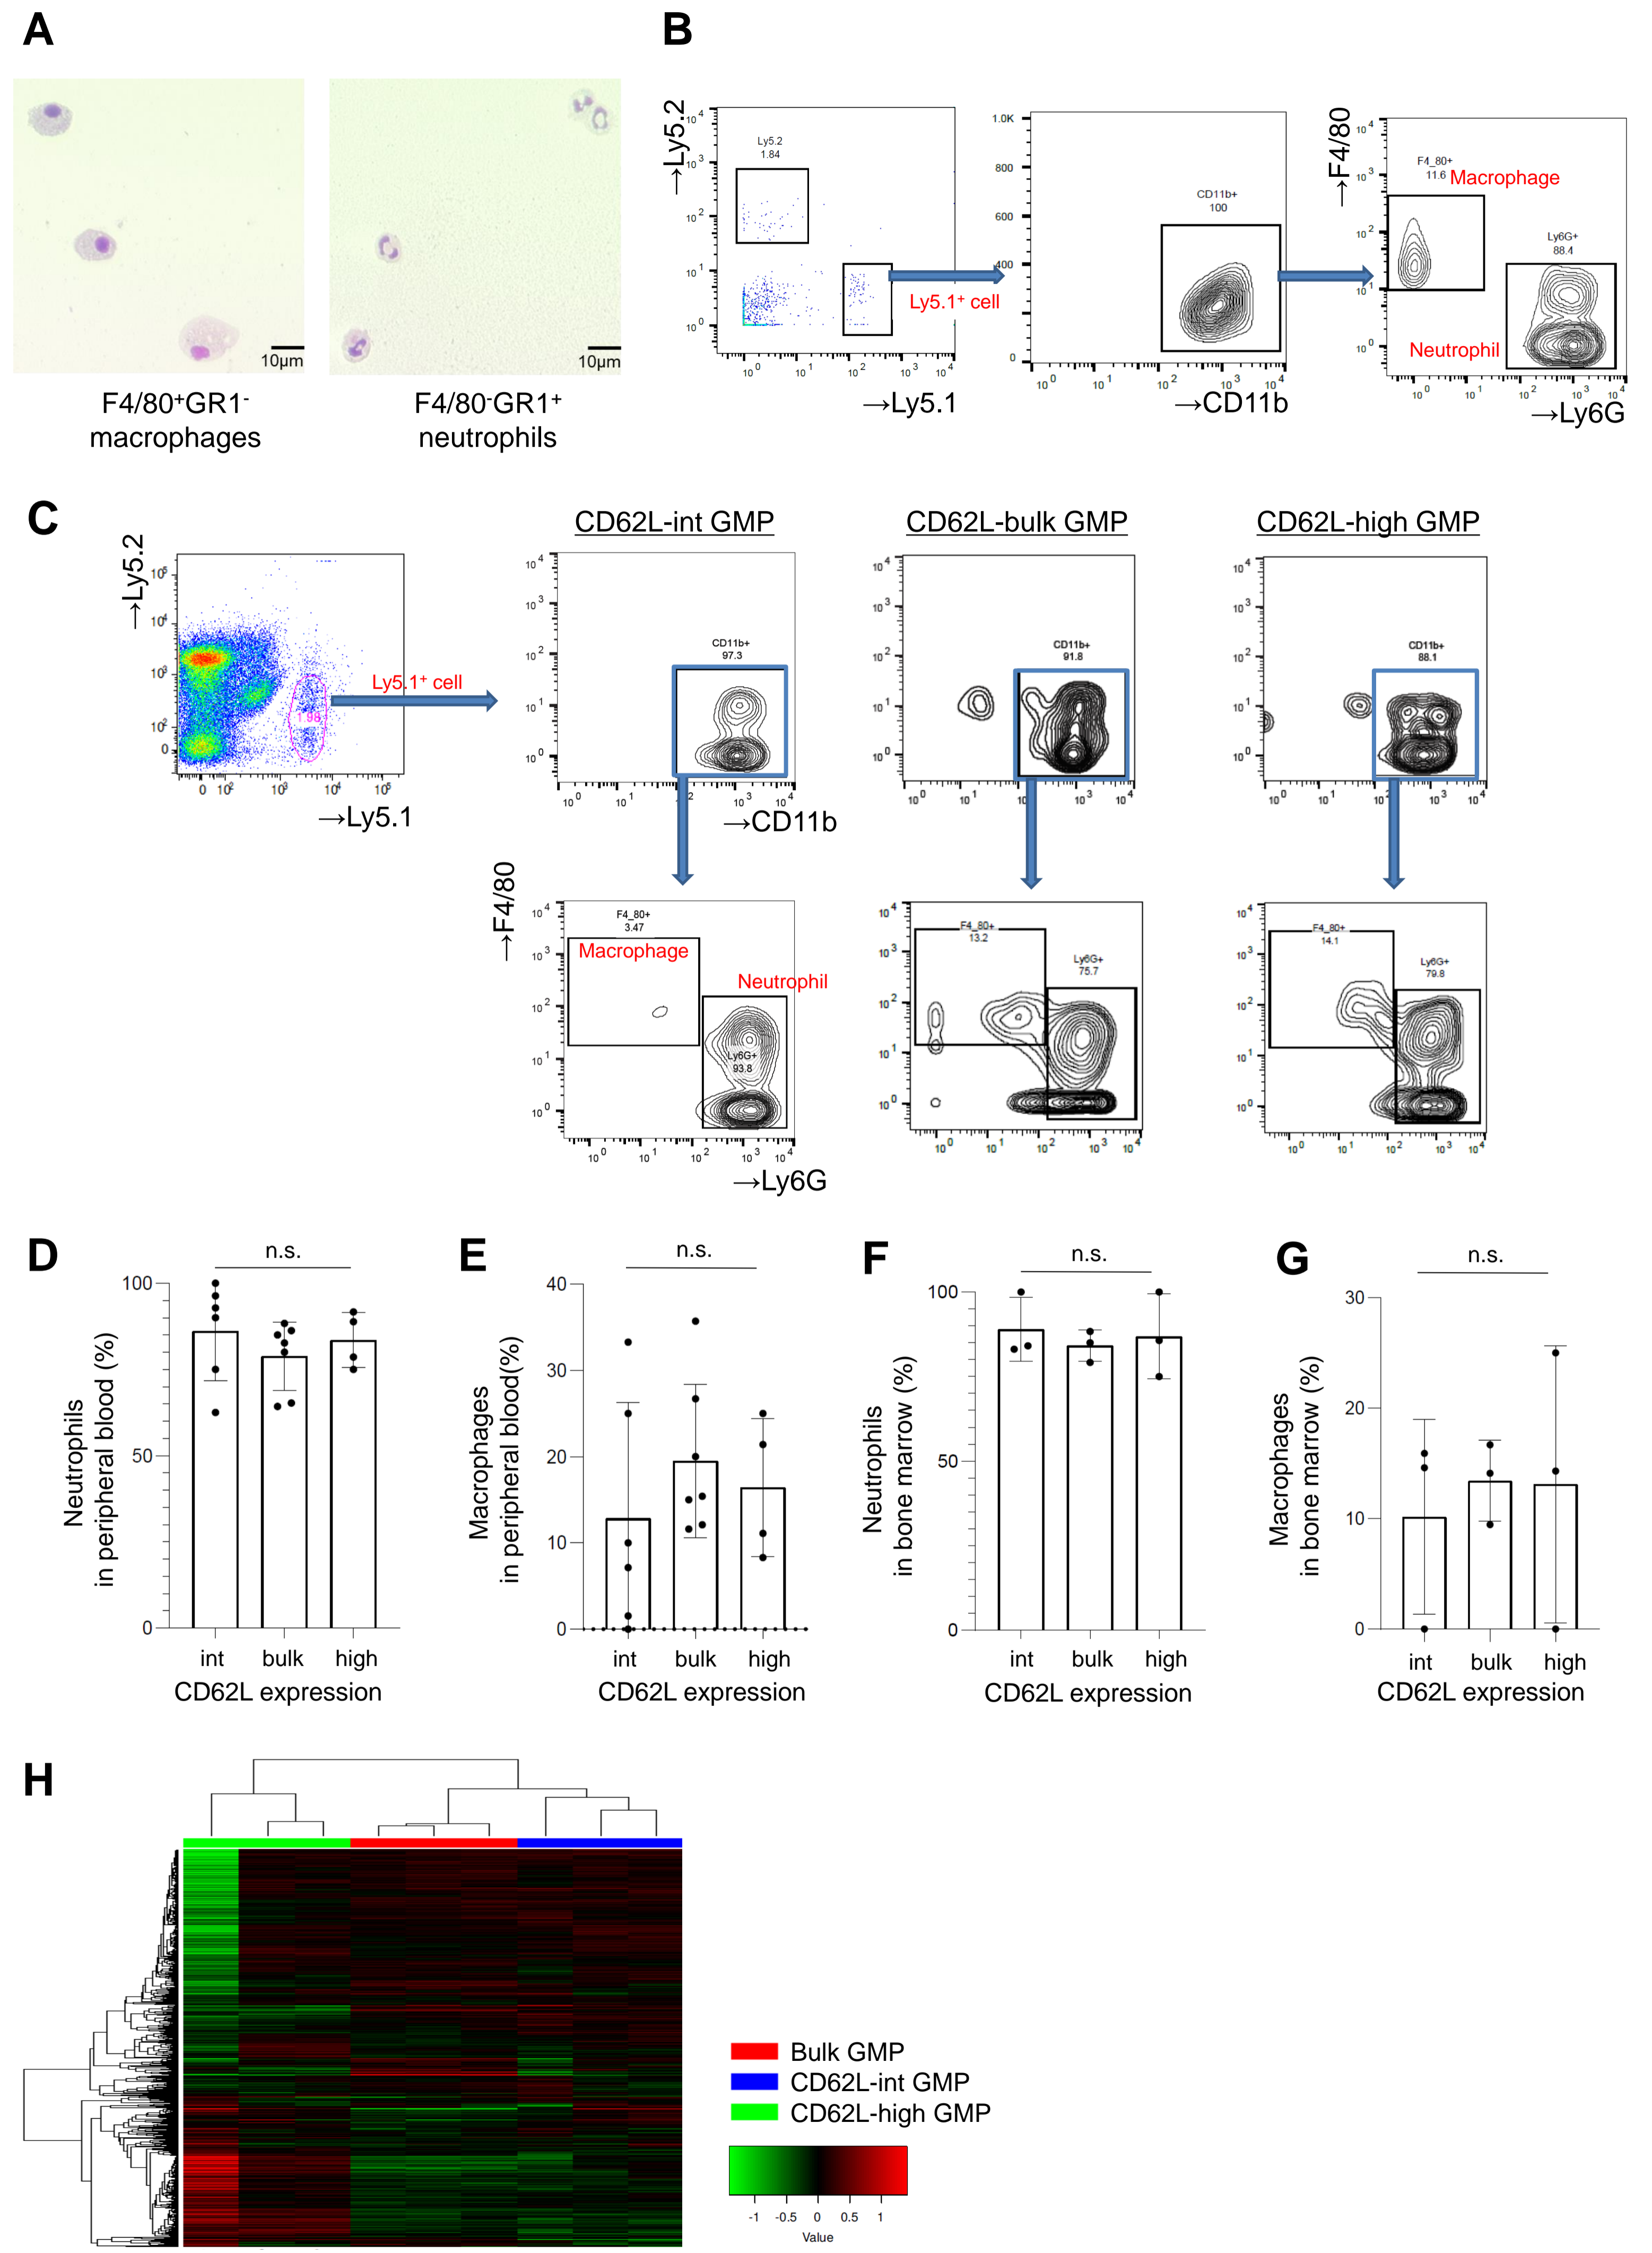

Supplemental Figure 7 – The summary of murine myeloid differentiation

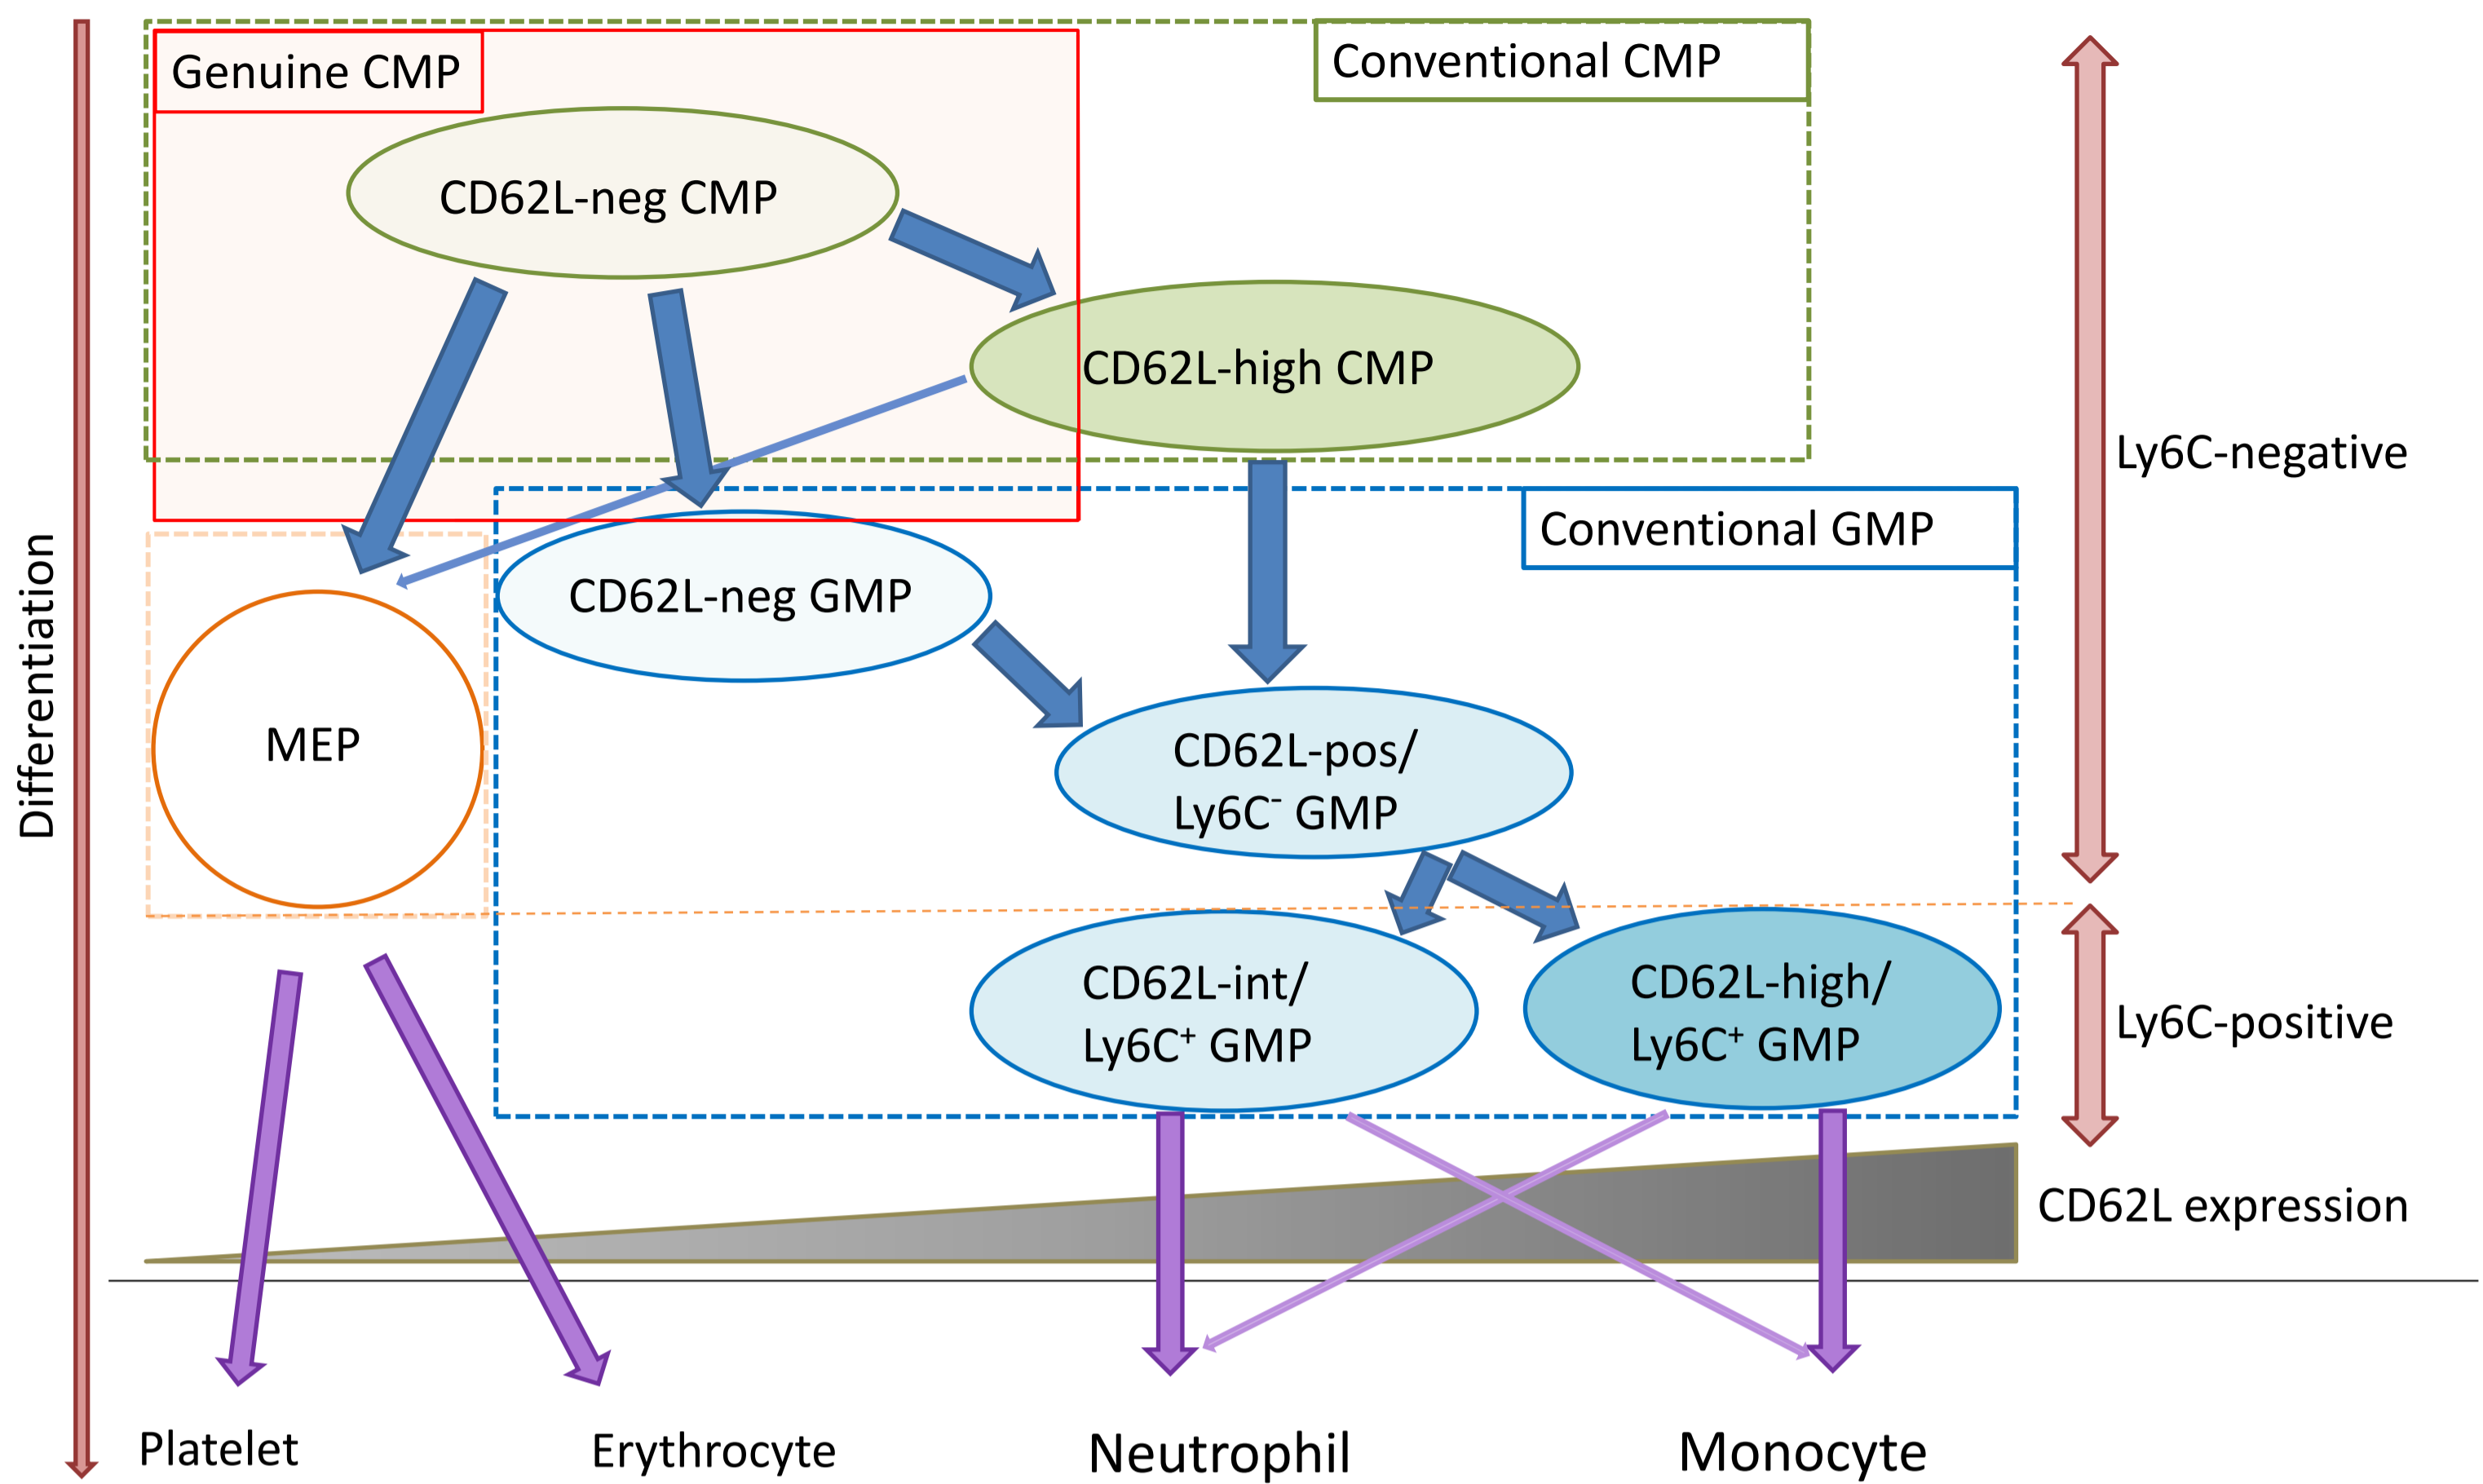

## Supplemental Information

### Supplemental Table legends

#### Table S1. Top 200 CMP and GMP signature gene sets in mice, related to Figure 4 and 6.

Murine CMP signature gene set and GMP signature gene set.

### Supplemental Figure legends

#### Figure S1. CD62L expression reveals the heterogeneity of CMPs in mice and

humans, related to Figure 1. (A and B) Heatmap of ten genes which were most highly

expressed in CMPs compared with GMPs, using bulk RNA-seq data in mice

(GSE116177) (A) and humans (GSE42519) (B). (C-J) Expression levels of each gene

were plotted against the sum of CMP z-scores in individual cells in humans (C:

*FCER1G*, D: *CTSG*, E: *CD53*, F: *MPO*, G: *ELANE*, H: *TYROBP*, I: *EMB*, J; *LY86*). X-

axis shows  $\log_2(\text{CPM} + 1)$  value of each gene and y-axis shows the sum of z-scores.

(K) Heatmap of ten genes which were most highly expressed in murine GMPs

compared with CMPs, using bulk RNA-seq data (GSE116177). (L) Expression levels of

*Sell* were plotted against the sum of murine GMP z-scores in individual cells. X-axis

shows  $\log_2(\text{TPM} + 1)$  value of *Sell* and y-axis shows the sum of z-scores. (M) The plot

of the GMP z-scores divided by CD62L-neg, int, and high CMPs in mice. Statistical significance was calculated using one-way ANOVA. (\*p < 0.05).

**Figure S2. CD62L expression reveals the heterogeneity of CMPs *in vitro*, related to**

**Figure 2.** (A) Representative flow cytometry plots for sorting murine progenitors (CMP, GMP, and MEP) within mouse bone marrow cells. (B-D) Wright-Giemsa staining of cells after 7-day culture in semisolid medium. (B) CD11b<sup>+</sup> cells, (C) TER119<sup>+</sup> cells, (D) colonies derived from CD62L-neg and high GMPs. (E) Representative flow cytometry plots for sorting human progenitors (CMP, GMP, and MEP) within human CD34<sup>+</sup> bone marrow cells. (F) Macroscopic findings of colony-forming cell assay of human CMPs. CD62L-neg CMPs generate more red-colored BFU-Es than others. Experiments were performed three times. (G) Representative flow cytometry plots of CD41 and CD62L co-staining of human CMPs. Experiments were performed three times. (H) Violin plot of *TFRC*, a gene encoding CD71, in human CMPs using single cell RNA-seq data (GSE113046). CMPs were divided into CD62L-neg, int, and high CMPs, and Y-axis shows log<sub>2</sub> (CPM + 1) of *TFRC* expression. Statistical significance was calculated using one-way ANOVA. \*\*\*\*p < 0.0001, n.s.: not significant. (I) Representative flow cytometry plots of CD71 and CD62L co-staining of human CMPs. Experiments were

performed three times.

**Figure S3. CD62L expression reveals the heterogeneity of CMPs *in vivo*, related to**

**Figure 3.** (A) Representative flow cytometry plots of CD11b, Ly6G, and CD41 staining of GFP-positive hematopoietic cells collected from peripheral blood, bone marrow, liver, lung, and spleen in mice transplanted with CD62L-neg CMPs derived from GFP-mice. Experiments were performed three times. (B-E) The result of (B) total CD45<sup>+</sup> cell number, (C) GFP-positive cell number, and the proportion of (D) neutrophils and (E) macrophages in GFP-positive cells collected from bone marrow. Means  $\pm$  S.D. of three independent experiments. Statistical significance was calculated using one-way ANOVA. (n.s.: not significant, n = 3). (F) Representative flow cytometry plots of neutrophils, macrophages, and erythrocytes in GFP-positive hematopoietic cells collected from splenic cells. Experiments were performed three times. (G-K) The result of the proportion of (G) neutrophils, (H) macrophages, (I) CD11b<sup>+</sup> cells, and (J) erythrocytes in GFP-positive hematopoietic cells and (K) the proportion of GFP-positive platelets in total platelets collected from spleen. Means  $\pm$  S.D. of three independent experiments. Statistical significance was calculated using one-way ANOVA. (\*p < 0.05, \*\*p < 0.01, n.s.: not significant, n = 3).

**Figure S4. Gene expression profiles of murine CMPs, related to Figure 4.** (A) The scatter plot of differentially expressed genes between CD62L-neg CMPs and CD62L-high CMPs. Fold change > 2, FDR < 0.05. (B) The result of k-means clustering of bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs, and bulk GMPs divided into cluster A, B, and C. (C) The result of pathway enrichment analysis of each cluster, showing top 6 significantly enriched pathways. (D-I) The relationship between several transcription factors and *Sell* expression in murine CMPs at single cell level (GSE70236). X-axis shows  $\log_2(\text{TPM} + 1)$  of *Sell* and y-axis shows  $\log_2(\text{TPM} + 1)$  of each transcription factor (D: *Gata1*, E: *Gfi1b*, F: *Klf1*, G: *Tal1*, H: *Spi1*, I: *Irf8*).

**Figure S5. Single cell analyses confirm the heterogeneity of CMPs and GMPs, related to Figure 4 and 6.** (A-H) Violin plots of several genes in human CMPs using single cell RNA-seq data (GSE113046). CMPs were divided into CD62L-neg, int, and high CMPs, and Y-axis shows  $\log_2(\text{CPM} + 1)$  of each gene (A: *GATA1*, B: *KLF1*, C: *TAL1*, D: *EPOR*, E: *TFR2*, F: *CA1*, G: *CA2*, H: *ITGA2B* (CD41)). Statistical significance was calculated using one-way ANOVA. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ , n.s.: not significant. (I-P) The relationship between several transcription factors

and CD62L expression in murine GMPs at single cell level (GSE130966). X-axis shows  $\log_2$  (TPM + 1) of *Sell* and y-axis shows each transcription factor (I: *Gata1*, J: *Klf1*, K: *Gfi1b*, L: *Spi1*, M: *Irf8*, N: *Cebpa*, O: *Cebpb*, P: *Runx1*).

**Figure S6. CD62L expression reveals the heterogeneity of GMPs in mice, related to**

**Figure 7.** (A) May-Giemsa staining of F4/80<sup>+</sup> macrophages and GR-1<sup>+</sup> neutrophils after 7-day culture of murine GMPs. (B and C) Representative plots of neutrophils and macrophages in the Ly5.1-positive donor cell population in (B) peripheral blood and (C) spleen are shown. (D-G) The result of the proportion of (D) neutrophils and (E) macrophages in peripheral blood, and (F) neutrophils and (G) macrophages in bone marrow in Ly5.1-positive donor cell population. Means  $\pm$  S.D. of three to six independent experiments. Statistical significance was calculated using one-way ANOVA. (n.s.: not significant). (H) The result of hierarchical clustering of CD62L-int GMPs, CD62L-high GMPs, and bulk GMPs.

**Figure S7. The summary of murine myeloid differentiation**

Proposed model of CMP and GMP differentiation in mice. CD62L-neg CMPs are genuine CMPs and located at the upper differentiation hierarchy, whereas CD62L-high

1    CMPs were highly skewed to GMP potential. CD62L-negative GMPs are the most  
2    immature subsets, and differentiate into CD62L-positive GMPs in one direction. Then,  
3    Ly6C expression becomes upregulated and Ly6C<sup>+</sup>/CD62L-int GMPs are skewed to  
4    neutrophil differentiation, whereas Ly6C<sup>+</sup>/CD62-high GMPs are skewed to monocyte  
5    differentiation.

6

# Supplementary material for: CD62L expression level determines the cell fate of myeloid progenitors
**Source:** Stem Cell Reports. 2021 Nov 18;16(12):2871–86. doi: 10.1016/j.stemcr.2021.10.012
**Supplement:** Document S2. Article plus supplemental information

## CD62L expression level determines the cell fate of myeloid progenitors

Yusuke Ito,<sup>1,2</sup> Fumio Nakahara,<sup>1</sup> Yuki Kagoya,<sup>3</sup> and Mineo Kurokawa<sup>1,3,\*</sup><sup>1</sup>Department of Hematology and Oncology, Graduate School of Medicine, The University of Tokyo, Bunkyo-ku, Tokyo 113-8655, Japan<sup>2</sup>Research Fellow of Japan Society for the Promotion of Science, Tokyo, Japan<sup>3</sup>Department of Cell Therapy and Transplantation Medicine, The University of Tokyo Hospital, Bunkyo-ku, Tokyo, 113-8655, Japan\*Correspondence: <https://doi.org/10.1016/j.stemcr.2021.10.012>

## SUMMARY

Hematopoietic cells differentiate through several progenitors in a hierarchical manner, and recent single-cell analyses have revealed substantial heterogeneity within each progenitor. Although common myeloid progenitors (CMPs) are defined as a multipotent cell population that can differentiate into granulocyte-monocyte progenitors (GMPs) and megakaryocyte-erythrocyte progenitors (MEPs), and GMPs generate neutrophils and monocytes, these myeloid progenitors must contain some lineage-committed progenitors. Through gene expression analysis at single-cell levels, we identified CD62L as a marker to reveal the heterogeneity. We confirmed that CD62L-negative CMPs represent “bona fide” CMPs, whereas CD62L-high CMPs are mostly restricted to GMP potentials both in mice and humans. In addition, we identified CD62L-negative GMPs as the most immature subsets in GMPs and Ly6C<sup>+</sup>CD62L-intermediate and Ly6C<sup>+</sup>CD62L-high GMPs are skewed to neutrophil and monocyte differentiation in mice, respectively. Our findings contribute to more profound understanding about the mechanism of myeloid differentiation.

## INTRODUCTION

Hematopoietic cells differentiate from hematopoietic stem and progenitor cells in a strictly regulated hierarchical manner to maintain homeostasis (Akashi et al., 2000). Multipotent hematopoietic stem cells differentiate into committed progenitor cells with differentiation capacity into more restricted lineages. Although the differentiation status is mainly discriminated by surface marker profiles, recent studies using single-cell analyses and lineage-tracing approaches have revealed the heterogeneity and lineage skewing in hematopoietic stem and progenitor cells (Buenrostro et al., 2018; Dinh et al., 2020; Drissen et al., 2019; Jacobsen and Nerlov, 2019; Kwok et al., 2020; Nestorowa et al., 2016; Olsson et al., 2016; Paul et al., 2015; Weinreb et al., 2020). These reports have challenged the classical hierarchical model of hematopoiesis and provided a revised framework indicating a continuum of differentiation (Laurienti and Göttgens, 2018; Loughran et al., 2020; Notta et al., 2016; Velten et al., 2017). Scrutinizing the heterogeneity in the progenitor population has clarified the difference in expression of genes important for differentiation between each subpopulation, which contributes to elucidating the hematopoietic differentiation mechanism more minutely (Yáñez et al., 2015).

With regard to myeloid progenitors, several articles have investigated the heterogeneity of common myeloid progenitors (CMPs) (Miyawaki et al., 2017; Mori et al., 2015; Nishikii et al., 2015) and granulocyte-monocyte progenitors (GMPs) (Dinh et al., 2020; Kawamura et al., 2017; Kwok et al., 2020; Yáñez et al., 2015), which have revealed the existence of lineage-committed subgroups in these progenitors. Moreover, Notta et al. (2016) suggest that the

stem cell compartment is multipotent but that the progenitors are unipotent in adult human bone marrow. These previous reports suggest that CMPs contain the GMP-skewed subset, but the specific surface marker identifying this population has not been clarified.

Traditional surface markers defining CMPs and GMPs are quite different between mice and humans. Human CMPs are defined as Lineage<sup>−</sup>CD34<sup>+</sup>CD38<sup>+</sup>CD45RA<sup>−</sup>CD123<sup>mid</sup>, and GMPs as Lineage<sup>−</sup>CD34<sup>+</sup>CD38<sup>+</sup>CD45RA<sup>+</sup>CD123<sup>mid</sup> (Manz et al., 2002), whereas murine CMPs are defined as Lineage<sup>−</sup>SCA-1<sup>−</sup>C-KIT<sup>+</sup>CD16/32<sup>−</sup>CD34<sup>+</sup>, and murine GMPs as Lineage<sup>−</sup>SCA-1<sup>−</sup>C-KIT<sup>+</sup>CD16/32<sup>+</sup>CD34<sup>+</sup> (Akashi et al., 2000). Identification of common molecular profiles between the human and mouse will make it easier to translate the findings obtained in mouse studies to humans.

In this study, we analyzed heterogeneity of human and murine CMPs using single-cell RNA sequencing (RNA-seq) data and identified CD62L as a useful marker to clarify functional heterogeneity of the myeloid progenitor population in both mice and humans. These findings elucidate the myeloid cell differentiation diagram in more detail.

## RESULTS

**Differential CD62L expression levels reveal heterogeneity within the CMP population in mice and humans**

To elucidate heterogeneity of myeloid progenitors, we analyzed gene expression profiles of individual cells within the human and mouse CMP populations using publicly available single-cell RNA-seq data (GSE70236 and GSE113046) (Drissen et al., 2019; Olsson et al., 2016). To

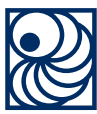

extract the gene sets that represent the CMP attributes, we first selected the top 10 genes that were most highly expressed in murine CMPs compared with the downstream population, GMPs, using bulk RNA-seq data (GSE116177) (Choi et al., 2019) (Figure S1A). When analyzed at single-cell levels, the expression signatures of the CMP genes showed substantial heterogeneity (Figure 1A). We hypothesized that the cells with low CMP scores are more differentiated toward GMP. To find molecular profiles that mark the differentiated population within CMPs, we compared gene expression data between cells with high and low expression of CMP genes and extracted the top 10 genes highly expressed in cells with low CMP scores (Figure 1B). To explore genes whose expression patterns were similar in human cells, we calculated the CMP score using human transcriptome data (GSE42519) (Rapin et al., 2014), which also showed substantial heterogeneity (Figures 1C and S1B). Analysis of the expression of the ten candidate genes in Figure 1B showed that the expression of *CTSG*, *MPO*, and *ELANE* was restricted to CMPs with low CMP scores, all of which are well known as neutrophil/monocyte-specific genes (Olsson et al., 2016), suggesting that CMPs with low CMP signature scores are more differentiated into neutrophil/monocyte-lineage cells (Figures 1D, S1C, and S1J). Among the surface molecule-encoding genes, *SELL*, the gene encoding CD62L, was differentially expressed between cells with the high and low CMP signature score in both the human and mouse CMP (Figures 1D–1G). Likewise, we extracted GMP signature gene sets (Figure S1K), and Z score calculation showed that CD62L-high CMPs expressed GMP-specific genes compared with CD62L-negative CMPs (Figures S1L and S1M). Based on these results, we focused on CD62L as a promising molecule whose expression explains heterogeneity of the myeloid progenitor population, suggesting that CD62L-negative CMPs represent “bona fide” CMPs, and that CD62L-high CMPs are skewed to GMP potential.

#### Differential CD62L expression segregates differentiation potential of the CMP

Consistent with heterogeneity at gene expression levels, CD62L expression at protein levels was widely distributed in murine CMPs as well as GMPs, while it was almost negative in MEPs (Figures 2A and S2A). CMPs were trisected according to CD62L expression level and defined as CD62L-negative (CD62L-neg), CD62L-intermediate (CD62L-int), and high CMPs (Figure 2A). Colony-forming cell assays of CD62L-neg, CD62L-int, and high CMPs revealed that CD62L-neg CMPs produced BFU-E ( $19.9\% \pm 3.5\%$ ), CFU-Meg ( $8.1\% \pm 1.3\%$ ), and CFU-GEMM ( $10.7\% \pm 1.9\%$ ). On the other hand, CD62L-int and CD62L-high CMPs were skewed into granulocyte and monocyte colonies (CD62L-int CMPs:  $96.7\% \pm 3.2\%$ , CD62L-high CMPs:  $99.4\% \pm$

$0.8\%$ ) (Figure 2B). Consistent with this, most of the cells within the colonies derived from CD62L-high CMPs were CD11b positive, while a part of the cells from CD62L-neg CMPs was positive for the erythrocyte marker TER119 (Figures 2C–2E, S2B, and S2C). Giemsa staining showed that colonies derived from CD62L-high CMPs were mostly terminally differentiated into macrophages or neutrophils, whereas colonies from CD62L-neg CMPs contained immature myeloid cells, megakaryoblasts, and erythroblasts (Figure S2D). When incubated with the liquid medium, CD62L-neg CMPs generated both GMPs ( $45.0\% \pm 3.9\%$ ) and MEPs ( $16.9\% \pm 1.1\%$ ), while CD62L-high CMPs mostly produced GMPs ( $75.8\% \pm 10.0\%$ ) and the frequency of cells with an MEP phenotype were only  $1.5\% \pm 0.9\%$  (Figure 2F). Also, while CD62L-neg CMPs differentiated into CD62L-high CMPs, CD62L-high CMPs did not produce CD62L-neg cells, suggesting that CD62L is upregulated along with the differentiation of CMPs (Figure 2G).

Next, we examined the expression patterns of CD62L in human CMPs to investigate whether these findings are recapitulated in humans. As was seen in murine cells, the expression of CD62L was widely distributed within the human CMP population (Figures 2H and S2E). Colony-forming cell assay of CD62L-neg, CD62L-int, and high CMPs demonstrated that CD62L-neg CMPs were skewed to generate BFU-E ( $71.5\% \pm 3.4\%$ ), whereas CD62L-high CMPs mostly generated CFU-G/M/GM ( $87.0\% \pm 0.9\%$ ) (Figure 2I). Macroscopically, human BFU-Es were detected as red-colored colonies (Figure S2F). Cells differentiated from CD62L-neg CMPs were almost positive for CD235a (Figure 2J). Previous studies have shown that CD41-positive CMPs are megakaryocyte-specific progenitors in humans (Miyawaki et al., 2017). When human CMPs were analyzed for CD41 and CD62L expression, most CD41-positive CMPs were CD62L-negative, suggesting that CMPs that are capable of differentiating into megakaryocytes are confined to the CD62L-neg population (Figure S2G). Another study has shown that CD71-positive CMPs are erythrocyte specific (Notta et al., 2016). The expressions of CD71 and CD62L in CMPs were mutually exclusive (Figures S2H and S2I). Collectively, these data suggest that CD62L-neg CMPs are genuine CMPs that can differentiate into myeloid as well as erythro-megakaryocytic cells, whereas CD62L-high CMPs are skewed to GMP potential *in vitro* both in mice and humans.

#### CD62L-neg but not CD62L-high CMP differentiates into megakaryocytic cells *in vivo*

To further elucidate the difference between CD62L-neg and CD62L-high CMPs, we focused on the capacity to produce platelets. When murine CMPs were cultured in liquid medium, microscopic imaging showed that megakaryocytes with large cytoplasm only emerged from CD62L-neg

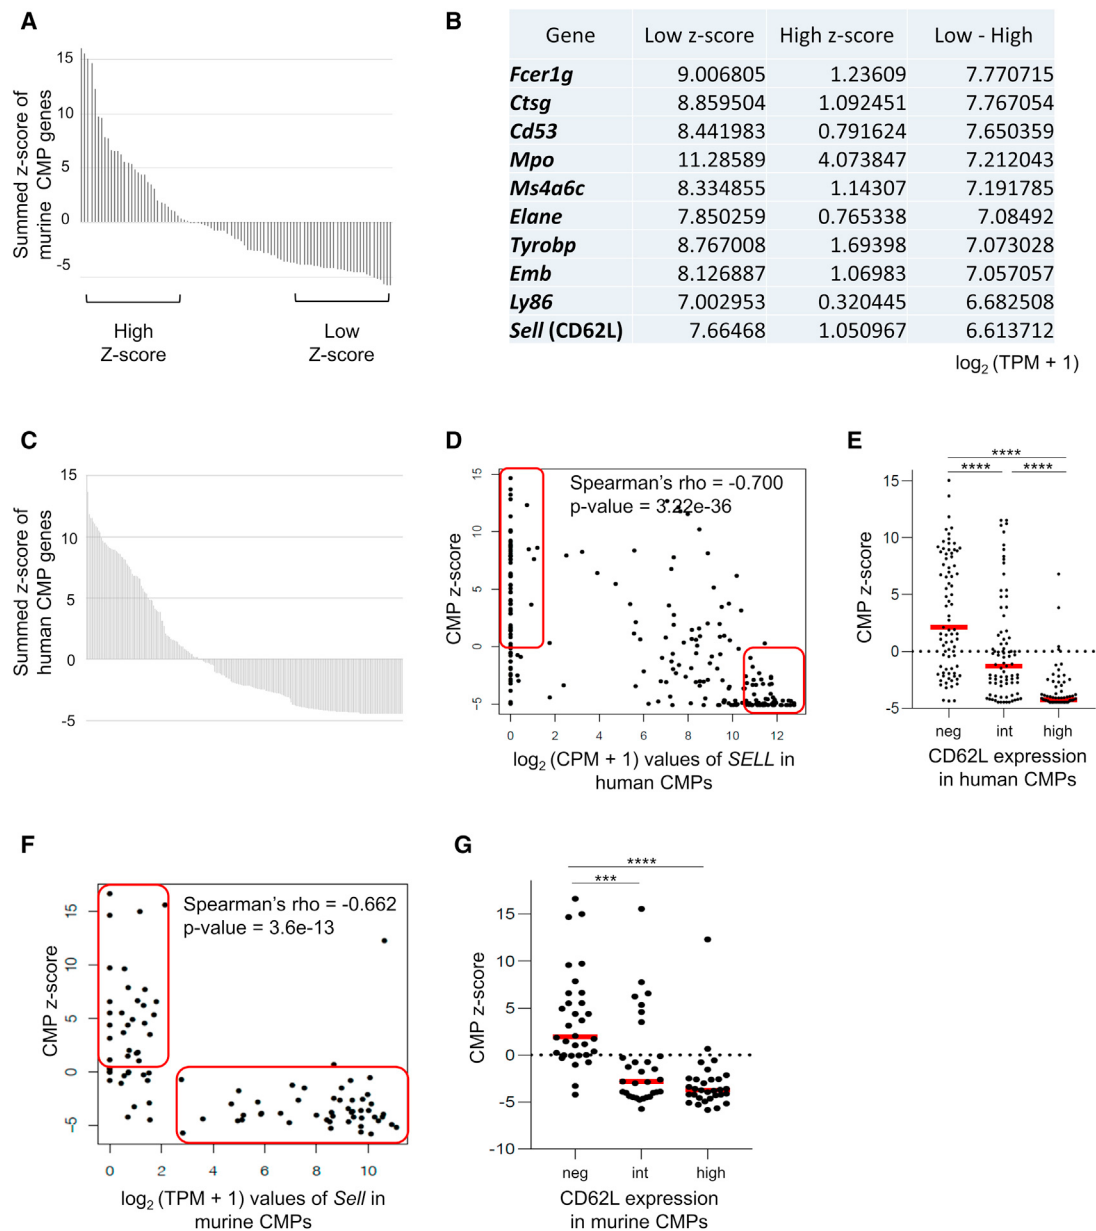

**Figure 1. CD62L expression reveals heterogeneity of the CMP population**

(A) The distribution of the sum of Z scores of ten CMP signature genes in individual murine CMP cells calculated from the publicly available single-cell RNA-seq data (GSE70236). The y axis shows the summed Z scores. Cells within the top and bottom third of the scores were defined as CMP-high and CMP-low groups, respectively.

(B) The list of the ten genes whose expressions is most upregulated in the CMP-low group compared with the CMP-high group.

(C) The distribution of the sum of Z scores of the ten CMP signature genes in each human CMP from the data of single-cell RNA-seq (GSE113046). The y axis shows the value of the sum of CMP Z score.

(D and F) Expression levels of *SELL*, the gene encoding CD62L, were plotted against the sum of CMP Z scores in individual cells in humans (D) and mice (F). The x axis shows the expression value of *SELL* and the y axis shows the sum of Z scores.

(E and G) The plot of the Z score divided by CD62L-neg, CD62L-int, and high CMPs in humans (E) and mice (G). Statistical significance was calculated using one-way ANOVA (\*\*p < 0.001, \*\*\*\*p < 0.0001).

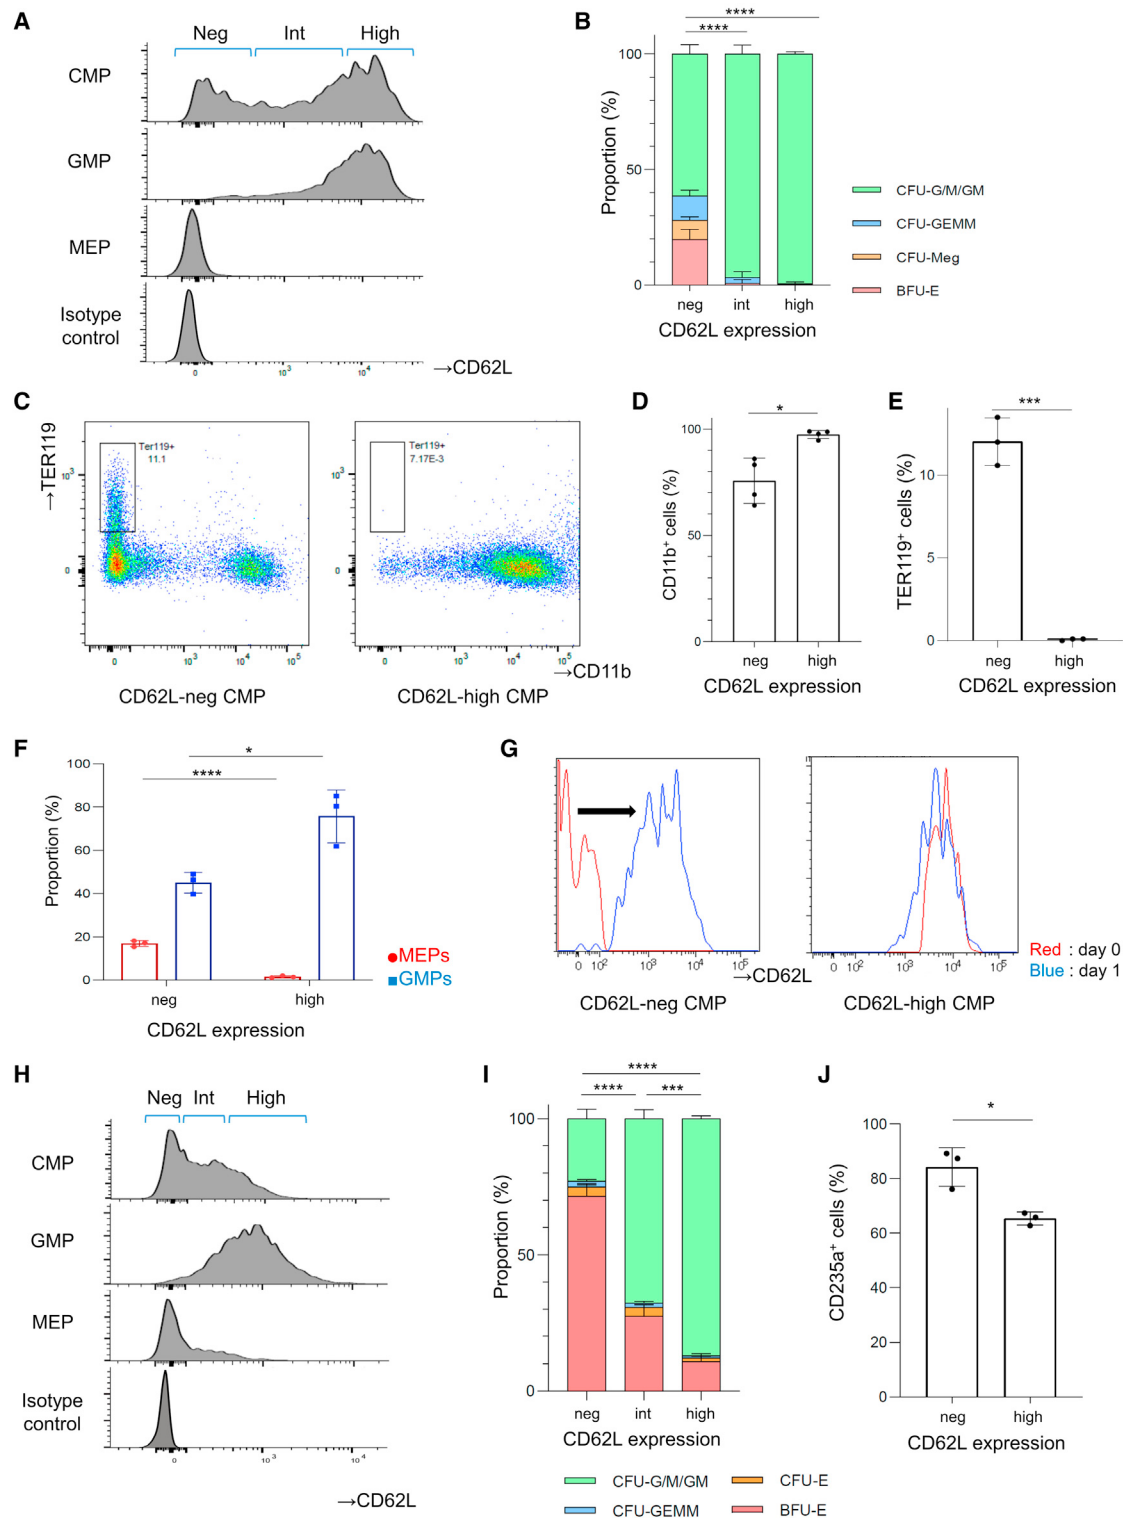

**Figure 2. CD62L expression reveals the heterogeneity of CMPs *in vitro* both in mice and humans**

(A) Representative flow cytometry plots analyzing CD62L expression or isotype control in each progenitor population (CMP, GMP, and MEP) within mouse bone marrow cells. CMPs were trisected according to CD62L expression level and defined as CD62L-neg, CD62L-int, and high CMPs.

(legend continued on next page)

CMPs (Figure 3A). We then investigated *in vivo* differentiation potential of the CD62L-high and CD62L-neg CMPs using mouse bone marrow transplantation assays (Okabe et al., 1997). Wild-type C57BL/6 mice were transplanted with CD62L-neg, CD62L-int, or high CMPs derived from the CAG-EGFP mice, and chimerism of the donor cells in the peripheral blood, bone marrow, and spleen was analyzed on day 7 (Figure 3B). Platelets were detected as FSC-low and CD41-positive fractions, and the frequency as well as the absolute count of GFP-positive platelets was significantly higher in mice transplanted with CD62L-neg CMPs (CD62L-neg CMPs,  $9.8\% \pm 2.7\%$ ; CD62L-int CMPs,  $0.4\% \pm 0.2\%$ ; CD62L-high CMPs,  $0.2\% \pm 0.1\%$ ) (Figures 3C–3F). With regard to the localization of engrafted GFP-positive megakaryocytes, CD11b<sup>+</sup>CD41<sup>+</sup> cells were detected in splenic cells (Figure S3A). The proportion of GFP-positive neutrophils and macrophages was not significantly different among CD62L-neg, CD62L-int, and high CMP cells in peripheral blood, bone marrow, and spleen (Figures 3G–3K, S3B–S3E, and S3G–S3I). The proportion of TER119<sup>+</sup> erythrocytes and platelets in the spleen was significantly higher in mice transplanted with CD62L-neg CMPs (Figures S3F, S3J, and S3K). These *in vivo* results reinforce that CD62L-high CMPs have lost differentiation potential into the megakaryocytic lineage.

### Gene expression analysis for CD62L-neg and CD62L-high CMPs

To further corroborate the differentiation potential from the aspect of gene expression, we performed RNA-seq of murine CD62L-neg and CD62L-high CMPs, bulk CMPs and bulk GMPs. Principal-component analysis (PCA) showed a clear separation of CD62L-neg CMPs and CD62L-high CMPs (Figure 4A). Unsupervised hierarchical clustering showed that CD62L-high CMPs clustered adjacent to GMPs and away from the CD62L-neg CMPs (Fig-

ure 4B). Overall, 927 genes were upregulated and 1,064 genes were downregulated in CD62L-high CMPs significantly compared with CD62L-neg CMPs (fold change >2, FDR < 0.05, Figure S4A). Gene ontology analysis showed that differentially expressed genes in CD62L-high CMPs were enriched with immune system process, immune response, and cytokine production, whereas CD62L-neg CMPs highly expressed the cell adhesion pathway (Figure 4C). We performed k-means clustering of these four populations and divided genes into three clusters (Figure S4B). Pathway enrichment analysis revealed that genes within cluster A, which are enriched in CD62L-high CMPs and bulk GMPs, were related with immune reaction against infection, such as immune system process, immune response, and cytokine production, while pathways associated with cell adhesion and platelet function, such as blood coagulation, were upregulated in cluster B, which were enriched in CD62L-neg and bulk CMP (Figure S4C). These results are compatible with our functional assays; CD62L-high CMPs have acquired gene expression profiles representing monocytes and neutrophils while loss of expression of genes upregulated in megakaryocytes.

We also focused on expression levels of individual genes characteristic of each lineage. *Gata1*, *Zfp1* (*Fog-1*), *Tal1* (*Scf*), *Lmo2*, *Klf1* (*Eklf*) (Cantor and Orkin, 2002; Perry and Soreq, 2002), and *Gfi1b* (Osawa et al., 2002) are essential transcription factors to erythroid and megakaryocytic differentiation and expansion. Erythropoietin receptor (*Epor*) and transferrin receptor 2 (*Tftr2*) (Forejtniková et al., 2010), *Gypa* (CD235a), *Tspo2* (Kiatpakdee et al., 2020), *Ldb1*, and carbonic anhydrase (*Car1*, *Car2*) (Song et al., 2012) are genes specifically expressed in erythroid-lineage cells. *Itga2b* (CD41), *Gp9* (CD42a), *Gp1ba* (CD42b), *Gp1bb* (CD42c), *Gp5* (CD42d), *Itgb3* (CD61) (Drexler et al., 1997), *Mpl*, *vWf*, and *Pf4* (Olsson et al., 2016) are representative megakaryocytic genes. These

(B) The result of colony-forming cell assay of murine CD62L-neg, CD62L-int, and high CMPs. Means  $\pm$  SD of three independent experiments. Statistical significance for the proportion of CFU-G/M/GM was calculated using one-way ANOVA (\*\*\*\* $p$  < 0.0001;  $n$  = 3).

(C) Representative flow cytometry plots analyzing CD11b and TER119 expression after 7-day culture of CD62L-neg and high CMPs with semisolid medium.

(D and E) The result of differentiation into CD11b-positive cells (D) and TER119-positive cells (E) after 7-day culture. Means  $\pm$  SD of three to four independent experiments. Statistical significance was calculated using unpaired two-tailed  $t$  test (\* $p$  < 0.05, \*\*\* $p$  < 0.001;  $n$  = 3–4).

(F) The result of differentiation into GMPs and MEPs after 2-day liquid culture of CD62L-neg and CD62L-high CMPs. Means  $\pm$  SD of three independent experiments. Statistical significance was calculated using unpaired two-tailed  $t$  test (\* $p$  < 0.05, \*\*\*\* $p$  < 0.0001;  $n$  = 3).

(G) Representative flow cytometry plots analyzing CD62L expression when CD62L-neg and CD62L-high CMPs were sorted (red) and after 1-day liquid culture (blue). Experiments were repeated three times.

(H) Representative flow cytometry plots analyzing CD62L expression or isotype control in each progenitor population (CMP, GMP, and MEP) within human CD34<sup>+</sup> bone marrow cells.

(I) The result of colony-forming cell assay of human CD62L-neg, CD62L-int, and high CMPs. Means  $\pm$  SD of three independent experiments. Statistical significance for the proportion of CFU-G/M/GM was calculated using one-way ANOVA (\*\*\* $p$  < 0.001, \*\*\*\* $p$  < 0.0001;  $n$  = 3).

(J) The result of proportion of CD235a-positive erythroid cells after 14-day culture with semisolid medium. Means  $\pm$  SD of three independent experiments. Statistical significance was calculated using unpaired two-tailed  $t$  test (\* $p$  < 0.05;  $n$  = 3).

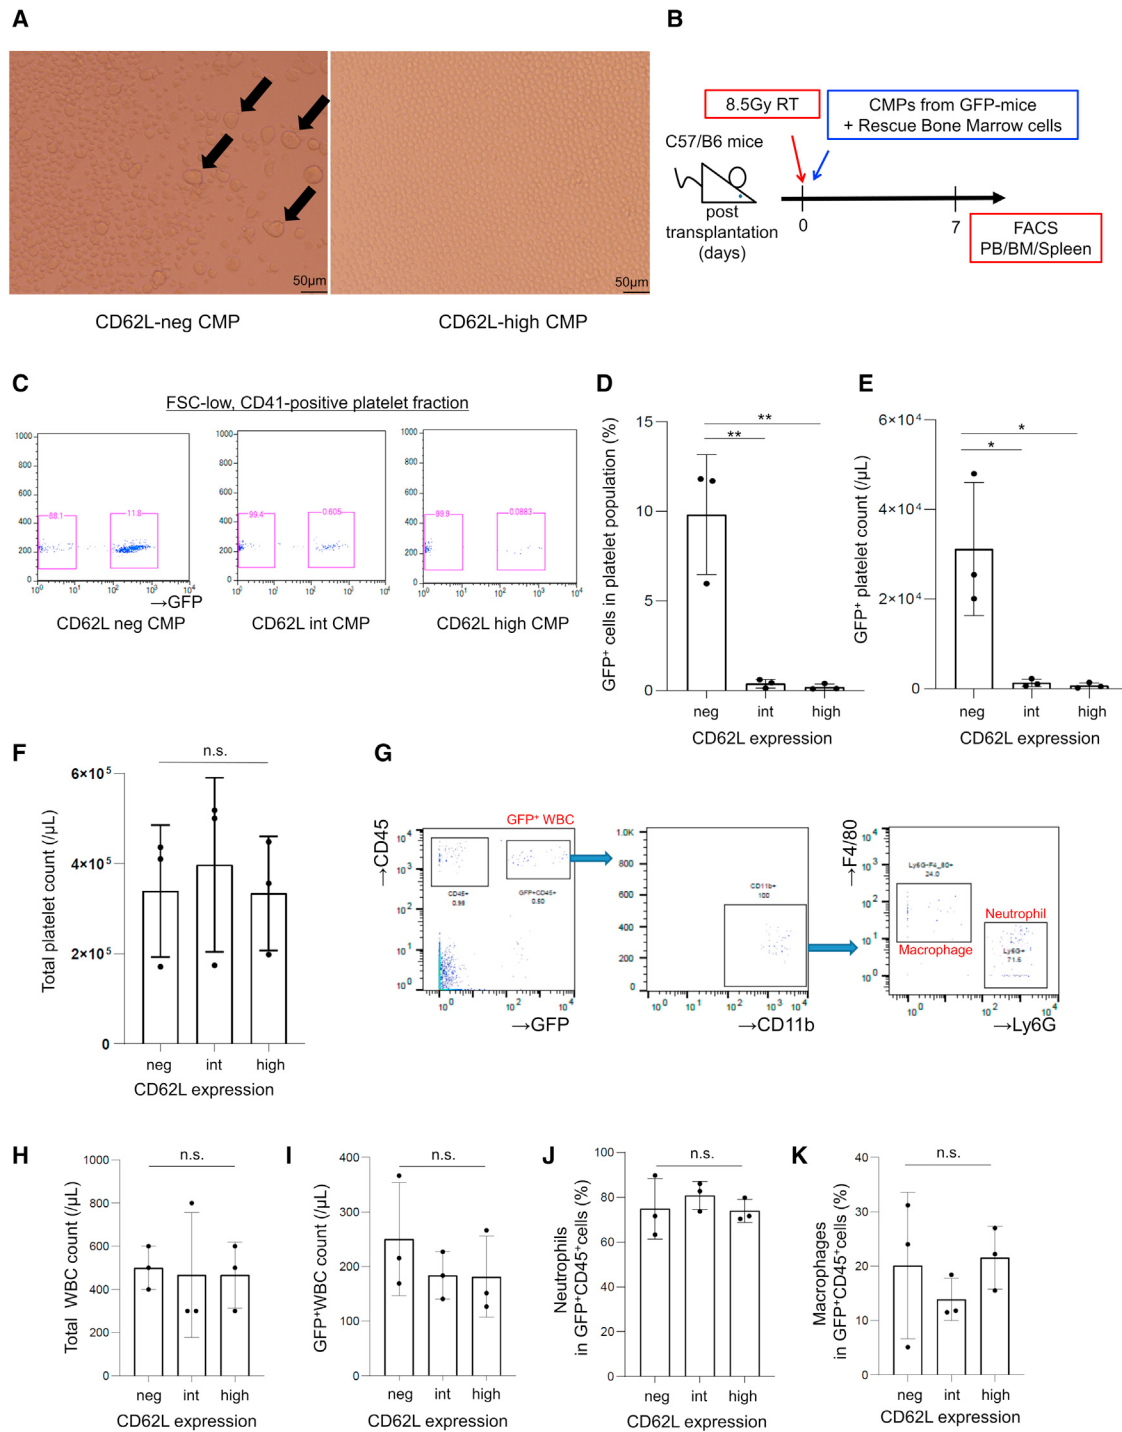

**Figure 3. CD62L-neg but not CD62L-high CMPs differentiate into megakaryocytic cells *in vitro* and *in vivo***

(A) The microscopic findings after 4-day liquid culture of CD62L-neg and CD62L-high CMPs. Large megakaryocytes were exclusively differentiated from CD62L-neg CMPs (arrows).

(B) A scheme of *in vivo* transplantation assay. Wild-type mice were lethally irradiated (8.5 Gy), and then  $1.5 \times 10^4$  CD62L-neg, CD62L-int, or high CMPs from CAG-EGFP mice and  $2 \times 10^5$  bone marrow cells from wild-type mice were injected intravenously. Peripheral blood, bone marrow, and spleen were analyzed after 7 days.

(legend continued on next page)

genes were all significantly upregulated in CD62L-neg CMPs compared with CD62L-high CMPs (Figure 4D). On the other hand, *Spi1*, *Cebpa*, *Cebpb*, *Cebpe*, *Gfi1* (Olsson et al., 2016), *Irf8*, and *Klf4* (Kurotaki et al., 2013) are essential transcription factors for differentiating into neutrophils and monocytes. M-CSFR (*Csf1r*, CD115), GM-CSFR (*Csf2rb*, CD131), and G-CSFR (*Csf3r*, CD114) are important receptors for granulocytic and monocytic colony-stimulating factors. *Ctsg*, *Mpo*, *Elane*, *Spli*, and *Ly86* are specific genes for granulocytes and monocytes (Olsson et al., 2016). Expression of these genes was significantly higher in CD62L-high CMPs than CD62L-neg CMPs (Figure 4E). These profiles were confirmed at single-cell level by using published murine and human single-cell RNA-seq data (GSE70236 and GSE113046) (Drissen et al., 2019; Olsson et al., 2016) (Figures S4D–S4I and S5A–S5H). Moreover, we compared our RNA-seq data of bulk CMPs and bulk GMPs, and created a top 200 CMP signature gene sets and top 200 GMP signature gene sets (Table S1). Gene set enrichment analysis (GSEA) showed that CD62L-neg CMPs had CMP signatures (Figure 4F) and that CD62L-high CMPs had GMP signatures (Figure 4G). Collectively, our data demonstrated that CD62L-neg CMPs have genuine CMP attributes and CD62L-high CMPs are skewed to the GMP population (Figure 4H).

### CD62L-neg GMPs in mice are the most immature subset in GMPs

Next, we investigated whether a small population of CD62L-neg cells in the GMP fraction (Figure 2A) is functionally different from the CD62L-positive GMP in mice. Approximately 10% of the murine GMP cells were negative or dim positive for CD62L, thus we defined this lowest 10% as CD62L-neg GMPs and analyzed these subsets (Figure 5A). Colony-forming cell assay revealed that colonies derived from CD62L-neg GMPs were still CD11b negative after 7 days of culture (Figures 5B and 5C), and that these CD11b-negative cells were almost TER119 negative, suggesting immature myeloid cells.

To follow the transition of CD62L expression on GMPs, we analyzed the expression of CD62L in 24 h after liquid culture, which showed that CD62L-neg GMPs were only

generated from CD62L-neg CMPs and that CD62L-neg GMPs differentiated into CD62L-positive GMPs but not vice versa (Figure 5D). These results suggest that CD62L-neg GMPs are the most immature subset in GMPs, and that CD62L-neg CMPs differentiate into CD62L-pos GMPs through two pathways: CD62L-high CMPs or CD62L-neg GMPs, depending on the order of upregulation of CD62L and CD16/32. To confirm these results, we analyzed single-cell RNA-seq data of murine GMPs (GSE130966 and GSE70240) (Dress et al., 2019; Olsson et al., 2016). Consistent with our *in vitro* data, calculating CMP Z scores using both data demonstrated that only a few GMPs had high CMP signatures and none of them expressed CD62L (Figures 5E and 5F). These data suggest that CD62L-neg GMPs are the most immature subsets in GMPs, located between CMPs and GMPs in mice.

To further elucidate the characteristics of CD62L-neg GMPs, we performed RNA-seq of murine progenitors. PCA and hierarchical clustering showed that CD62L-neg GMPs formed a distinct subset in GMPs (Figures 6A and 6B). Overall, 483 genes were significantly upregulated and 418 genes were downregulated in CD62L-neg GMPs compared with bulk GMPs (Figure 6C). Heatmaps showed that some essential genes to erythroid and megakaryocytic differentiation were still expressed in CD62L-neg GMPs (Figure 6D), while some genes to granulocytic and monocytic differentiation were not yet fully upregulated (Figure 6E). GSEA showed that CMP signature genes were downregulated in order of bulk CMPs, CD62L-neg GMPs, and bulk GMPs (Figures 6F and 6G), whereas GMP signature genes were upregulated in order of bulk CMPs, CD62L-neg GMPs, and bulk GMPs (Figures 6H and 6I). These results were further supported at the single-cell level (GSE130966), which demonstrated that some CD62L-neg GMPs highly expressed *Gata1*, *Klf1*, *Gfi1b* (which are expressed higher in conventional CMPs) and some did not express *Spi1*, *Irf8*, *Cebpa*, *Cebpb*, and *Runx1* (which are expressed higher in conventional GMPs) (Figures S5I–S5P). Collectively, these RNA-seq data clarified that CD62L-neg GMPs were the most immature subsets in GMPs and located between CMPs and GMPs, and still possessed gene expression patterns of CMPs to some extent in mice.

(C) Representative flow cytometry plots analyzing GFP expression in FSC-low, CD41-positive platelets from each mouse. Experiments were repeated three times.

(D–F) The result of proportion (D) and absolute count (E) of GFP-positive platelets, and (F) total platelet count in peripheral blood from each mouse. Means  $\pm$  SD of three independent experiments. Statistical significance was calculated using one-way ANOVA (\* $p < 0.05$ , \*\* $p < 0.01$ ; n.s., not significant,  $n = 3$ ).

(G) Representative flow cytometry plots analyzing Ly6G<sup>+</sup> neutrophils and F4/80<sup>+</sup> macrophages in GFP-positive cells from each mouse. Experiments were repeated three times.

(H–K) The result of (H) total CD45<sup>+</sup> cell count, (I) GFP-positive cell count, and the proportion of (J) neutrophils and (K) macrophages in GFP-positive cells in peripheral blood. Means  $\pm$  SD of three independent experiments. Statistical significance was calculated using one-way ANOVA (n.s., not significant,  $n = 3$ ).

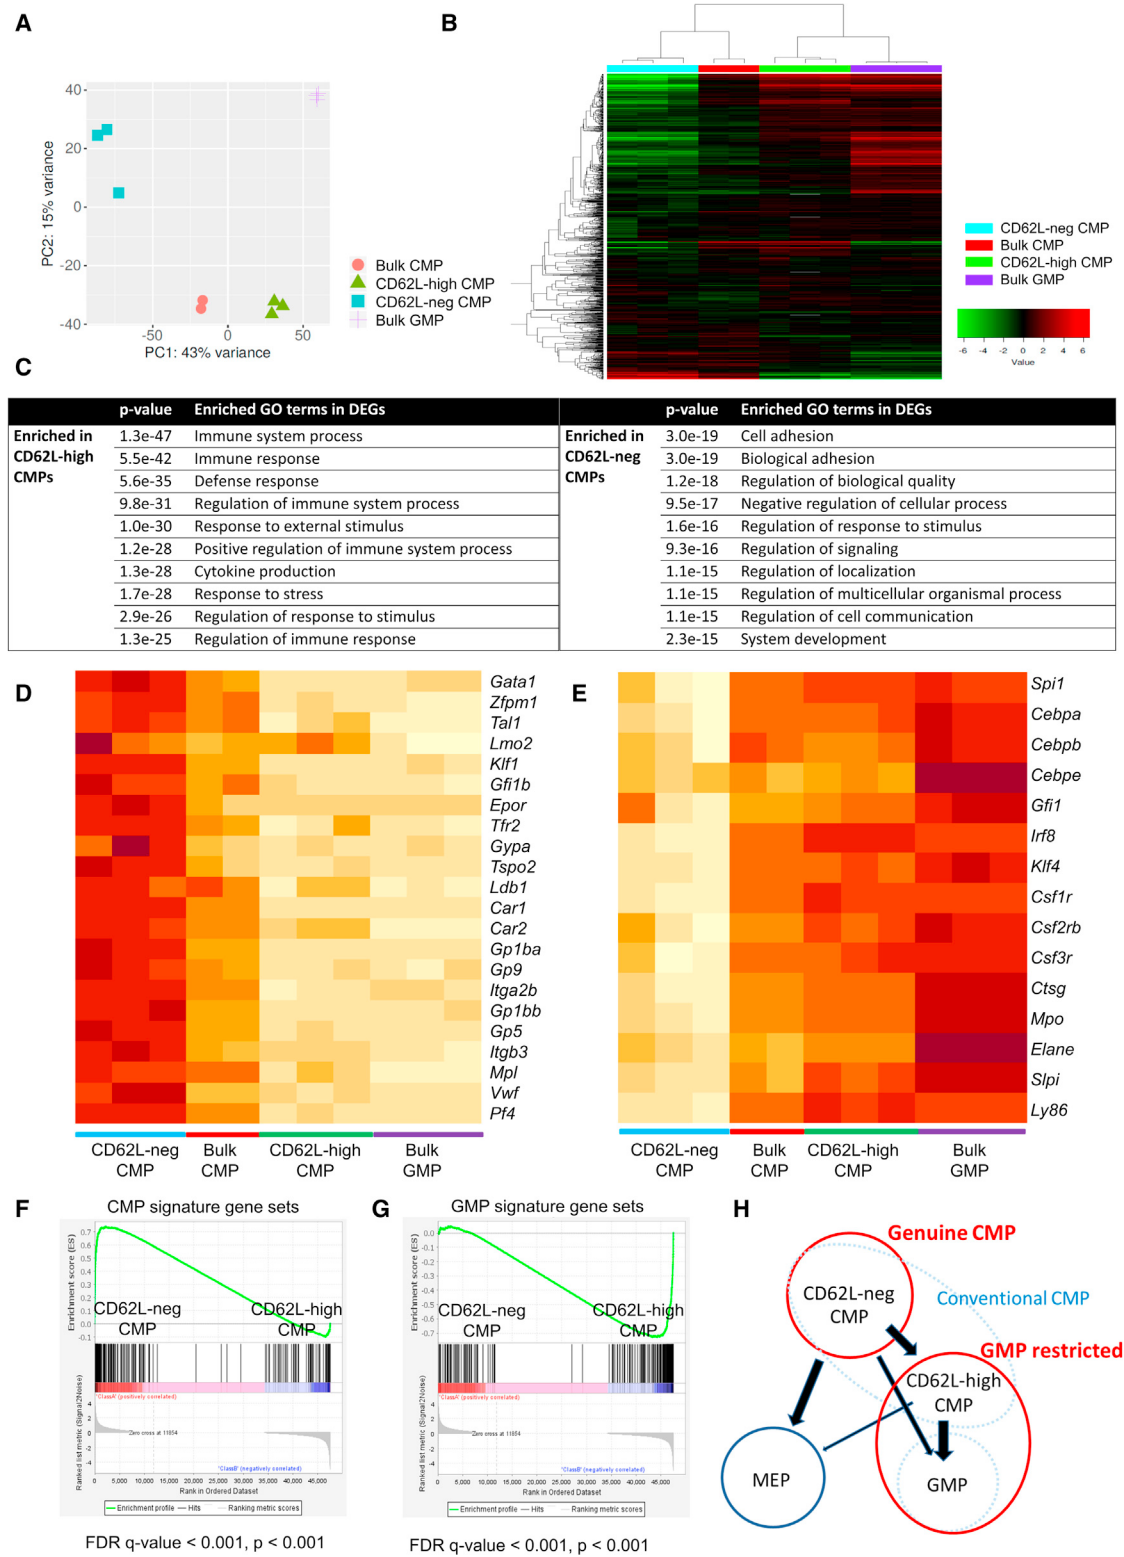

### CD62L-int GMPs are skewed to neutrophil differentiation in mice

Although GMPs are defined as cells that can differentiate into both neutrophils and monocytes, several studies showed the existence of subsets destined to differentiate into either neutrophils or monocytes alone (Kwok et al., 2020; Yáñez et al., 2015). We tested whether the difference in CD62L expression levels within the GMP population is associated with their heterogeneous differentiation potential in mice. The majority of murine GMP cells ranged from intermediate to high expression levels, and we isolated the highest 10% (high levels) and the lowest 10% (intermediate levels) (Figure 7A). Colony-forming cell assay showed that CD62L-int GMPs were skewed to neutrophil differentiation (CFU-G:  $74.7\% \pm 6.2\%$ , CFU-M:  $17.5\% \pm 3.4\%$ ) compared with CD62L-high GMPs (CFU-G:  $44.9\% \pm 2.8\%$ , CFU-M:  $45.6\% \pm 3.9\%$ ) (Figure 7B). F4/80-positive macrophages (Figure S6A) were more abundant in CD62L-high GMPs ( $10.1\% \pm 1.3\%$  versus  $5.3\% \pm 0.4\%$ , Figures 7C and 7D). To confirm these findings *in vivo*, we performed transplantation assay using Ly5.1 mice as donors and Ly5.2 mice as recipients. We transplanted CD62L-int, CD62L-high, or bulk GMPs from Ly5.1 mice into lethally irradiated Ly5.2 mice (Figure 7E). On day 5, the analysis of splenic cells revealed that CD62L-int GMPs differentiated into Ly6G-positive neutrophils significantly more than the bulk and CD62L-high GMPs (Figures 7F, 7G, and S6C), while donor-derived cells were scarcely detected in the peripheral blood and bone marrow (Figures S6B and S6D–S6G).

We then performed RNA-seq of bulk, CD62L-int, and CD62L-high GMPs. PCA and clustering analysis showed their heterogeneity (Figures 7H, 7I, and S6H). We focused on some neutrophil- or monocyte-specific genes. *Gfi1* and *Cebpe* are important transcription factors for neutrophil fate choice, while *Irf8* and *Klf4* for monocyte (Kurotaki et al., 2013; Laurenti and Göttgens, 2018). Also, *Vcam1*, *Rgcc*, *Gfi1*, and *Cd81* were known as neutrophil-related genes, and *Csf1r*, *Ly86*, and *Irf8* as monocytic fate-determining genes (Kwok et al., 2020). We analyzed these expressions in our RNA-seq data and confirmed the tendency

that neutrophil-related genes were upregulated in CD62L-int GMPs, whereas monocyte-related genes were downregulated (Figure 7J).

Previous reports showed that Ly6C-neg GMPs were more immature oligopotent progenitors in GMPs than Ly6C-positive GMPs (Yáñez et al., 2015). When Ly6C and CD62L expressions in GMPs were analyzed, CD62L-neg GMPs were all included in Ly6C-neg GMPs, which was compatible that CD62L-neg GMPs were the most immature subsets in GMPs (Figure 7K). Also, Ly6C-positive GMPs were able to be divided into CD62L-int and CD62L-high GMPs, and Ly6C<sup>+</sup>CD62L-int GMPs were more skewed to neutrophil differentiation, while Ly6C<sup>+</sup>CD62L-high GMPs were significantly skewed to monocyte differentiation (Ly6C<sup>+</sup>CD62L-int GMPs: CFU-G  $81.1\% \pm 5.3\%$ , CFU-M  $15.6\% \pm 4.8\%$ , Ly6C<sup>+</sup>CD62L-high GMPs: CFU-G  $34.4\% \pm 6.3\%$ , CFU-M  $56.2\% \pm 4.1\%$ , Figure 7L). Consequently, these experiments revealed that CD62L can be used as a robust surface marker for subdividing heterogeneous murine myeloid progenitors (Figure S7).

## DISCUSSION

Recent studies have revealed the heterogeneity in each myeloid progenitor. For instance, in humans, the CD64-high/CLEC12a-high fraction in GMPs was identified as monocyte-restricted progenitors (Kawamura et al., 2017), and CD41<sup>+</sup> CMPs as unipotent megakaryocyte progenitors (Miyawaki et al., 2017). On the other hand, in mice, Ly6C<sup>+</sup>CD115<sup>+</sup> GMPs were determined as monocyte progenitors (Yáñez et al., 2015), and CD42b<sup>+</sup> CMPs as unipotent megakaryocyte progenitors (Nishikii et al., 2015). Here, we studied the heterogeneity of CMPs by using single-cell RNA-seq data. We demonstrated that previously defined CMPs contained the subset, which was skewed to GMP differentiation potential, and CD62L was a useful marker to distinguish this subgroup. These findings suggest that significant heterogeneity has been offset by putting these subsets together in the previous data of bulk CMPs. To separate subsets and purify more homogeneous and

### Figure 4. Gene expression profiles of murine CD62L-neg and CD62L-high CMPs

- Principal-component analysis of bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs, and bulk GMPs.
- The result of hierarchical clustering of bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs, and bulk GMPs using the top 1,000 genes ranked by their standard deviation.
- The result of gene ontology analysis of differentially expressed genes between CD62L-neg CMPs and CD62L-high CMPs. The top 10 enriched gene ontology terms are listed.
- Heatmap of representative genes essential for erythrocytes and megakaryocytes (D) and granulocytes and monocytes (E).
- Gene set enrichment analysis of the CMP signature gene set (F) and the GMP signature gene set (G) comparing the indicated populations.
- Proposed model of CMP differentiation. CD62L-neg CMPs are located at the upper differentiation hierarchy, and CD62L-high CMPs are more differentiated into GMP population.

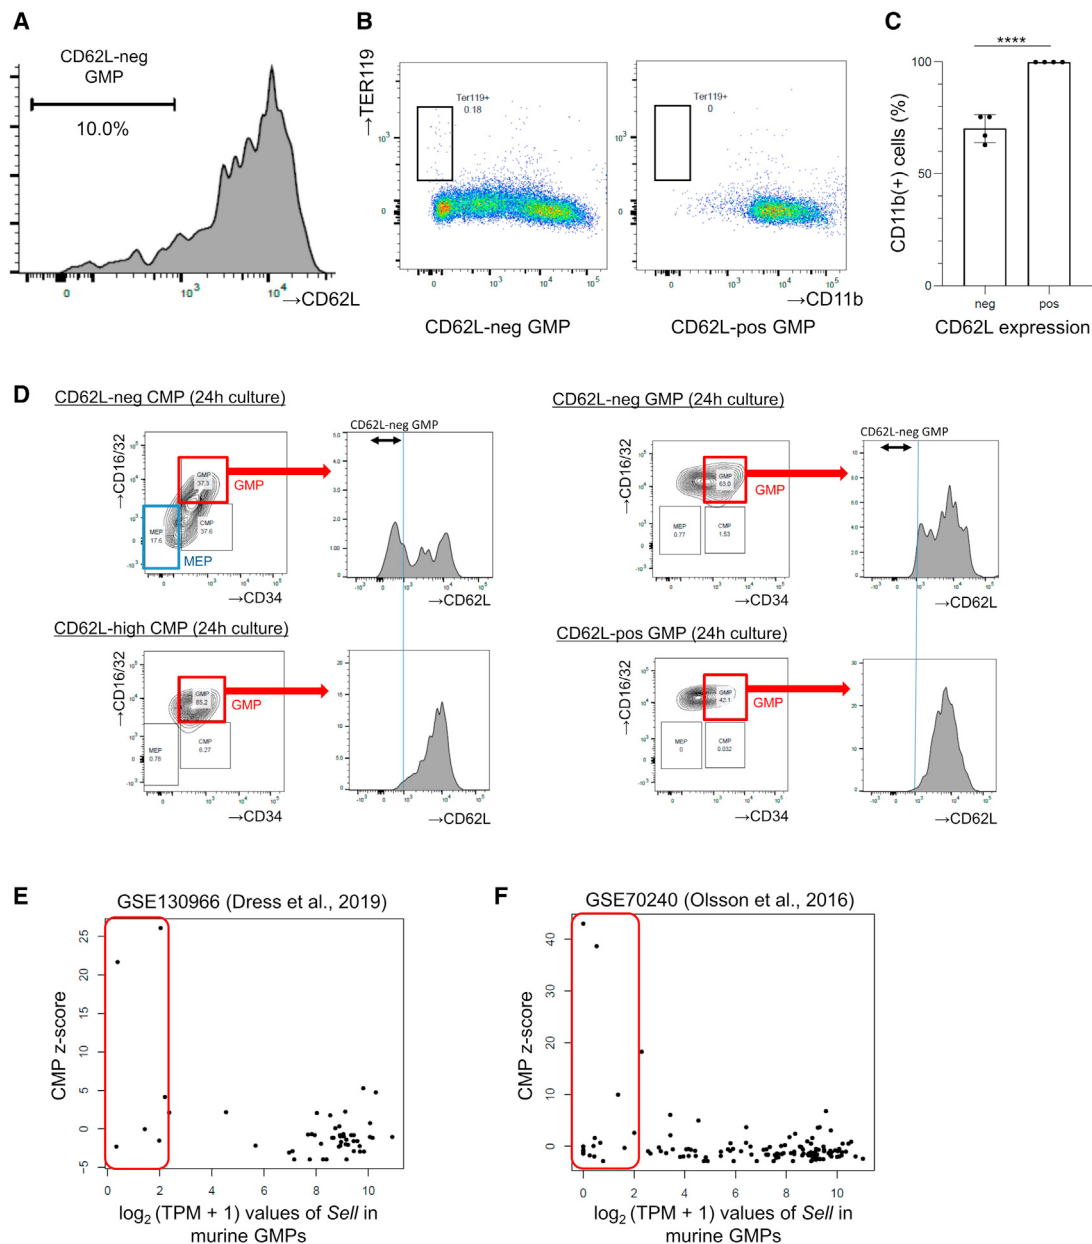

**Figure 5. The CD62L-neg cell population is the most immature subset within murine GMPs**

(A) Representative flow cytometry plots analyzing CD62L expression in murine GMPs. CD62L-neg GMPs are defined as low 10% population. (B) Representative flow cytometry plots analyzing CD11b and TER119 expression after 7-day culture with semisolid medium. Experiments were performed four times.

(C) The result of differentiation into CD11b-positive cells after 7-day culture. Means  $\pm$  SD of four independent experiments. Statistical significance was calculated using unpaired two-tailed t test (\*\*\*\*  $p < 0.0001$ ;  $n = 4$ ).

(D) Representative flow cytometry plots analyzing CD62L expression in GMPs after 1-day culture of CD62L-neg CMPs, CD62L-high CMPs, CD62L-neg GMPs, and CD62L-pos GMPs. Experiments were performed three times.

(E and F) The relationship between the summed Z score of CMP genes and CD62L expression from single-cell RNA-seq data of murine GMPs (E) (GSE130966) and (F) (GSE70240). The x axis shows log<sub>2</sub>(TPM + 1) of CD62L and the y axis shows the summed Z score of CMP signature genes.

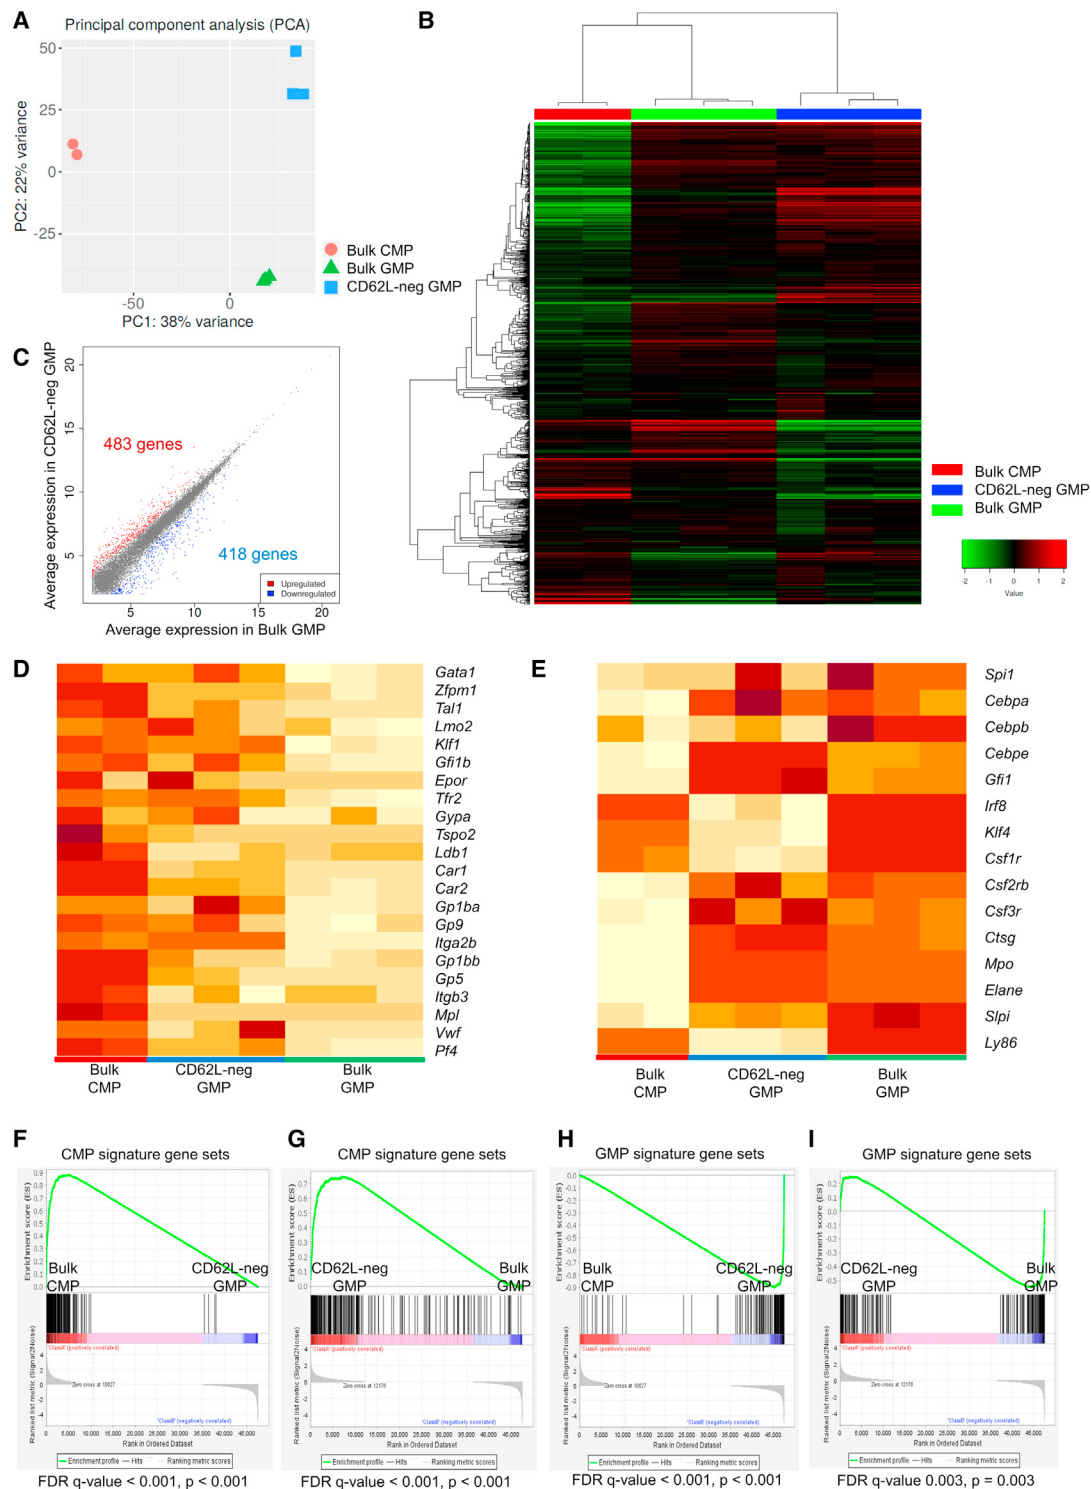

**Figure 6. Gene expression profiles of CD62L-neg GMPs**

- (A) Principal-component analysis of bulk CMPs, CD62L-neg GMPs, and bulk GMPs.
- (B) The result of hierarchical clustering of bulk CMPs, CD62L-neg GMPs, and bulk GMPs.
- (C) The scatterplot of differentially expressed genes between CD62L-neg GMPs and bulk GMPs. Fold change > 2, FDR < 0.05.
- (D and E) Heatmap of representative genes essential for erythrocytes and megakaryocytes (D), and granulocytes and monocytes (E).
- (F–I) Gene set enrichment analysis of CMP signature (F and G) and GMP signature (H and I) gene sets comparing the indicated populations.

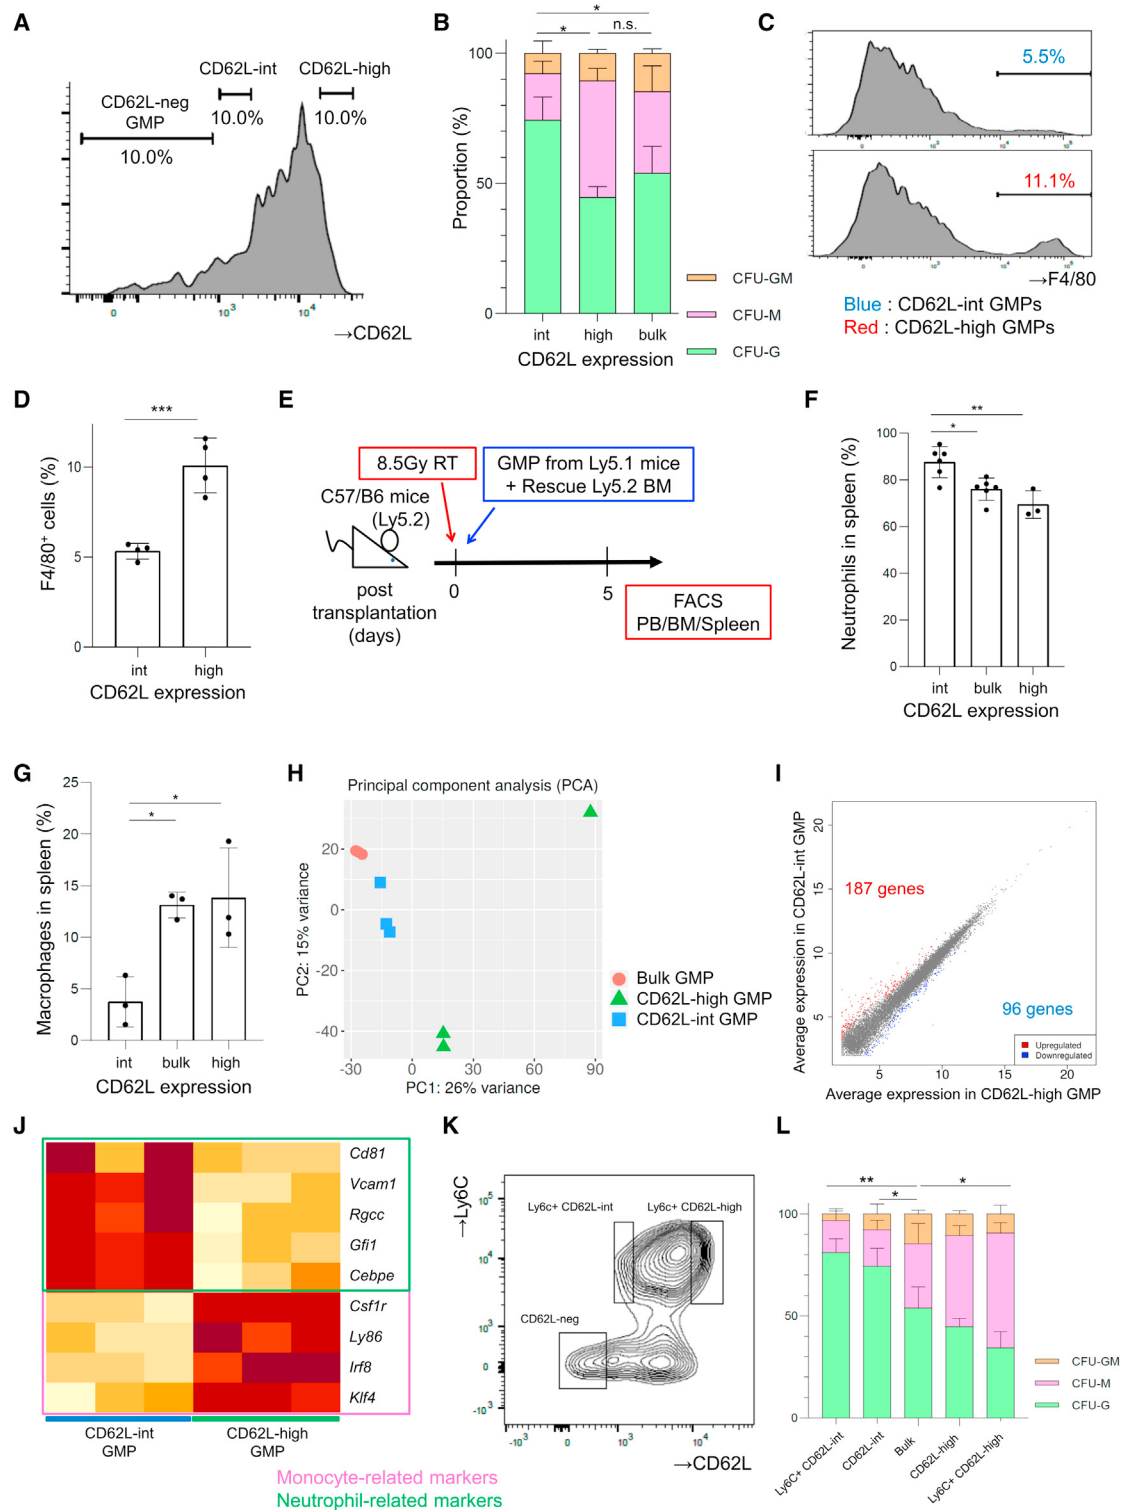

**Figure 7. GMPs possess different differentiation potential into neutrophils and monocytes according to CD62L expression levels**  
 (A) Representative flow cytometry plots analyzing CD62L expression in GMPs within mouse bone marrow cells with the sorting strategy of CD62L-int and CD62L-high cells.

(legend continued on next page)

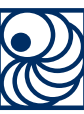

genuine CMPs enable to determine their characteristics more precisely, and elucidate more sophisticated mechanism of myeloid differentiation. Moreover, CD62L expression in CMPs shows the same tendency in mice and humans, which makes it easier to apply the results of mice to humans.

How the deposited data were processed for this re-analysis (not part of the article)

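RNA was sequenced from 7 sorted populations of mouse bone marrow progenitors, with 3 libraries each: bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs, bulk GMPs, CD62L-neg GMPs, CD62L-int GMPs and CD62L-high GMPs. The condition of each of the 21 libraries was taken from the sample labels. According to the study, the authors demultiplexed reads with bcl2fastq, trimmed reads with Trim Galore, aligned them to mm10 with HISAT2 and made the deposited counts with HTSeq, and no versions of these tools were stated. The file held whole, unscaled counts of 47643 genes in all 21 libraries, and 47224 of their identifiers (99.12%) were found in the reference annotation. The other 419 held at most 0.0856% of a library's counts, and 60 symbols belonged to several identifiers, which were kept apart.

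Counts were analysed in R 4.3.3 with edgeR 4.0.16. In each comparison, libraries of the populations that share a figure were fitted together: bulk CMPs, CD62L-neg CMPs, CD62L-high CMPs and bulk GMPs for Figure 4, bulk CMPs, CD62L-neg GMPs and bulk GMPs for Figure 6, and CD62L-int, CD62L-high and bulk GMPs for Figure 7. Genes with low counts were removed with filterByExpr, library sizes were scaled by TMM, and groups were compared with the quasi-likelihood F test without covariates. P-values were adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p under 0.05 and a fold change over 2, which are the thresholds the paper states. Standard errors of log2 fold changes were derived from the F statistic. For the difference between CMPs and GMPs in the effect of the CD62L sort, the CD62L-neg and CD62L-high libraries of both were fitted together and the interaction term was tested at an adjusted p under 0.05.

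Gene lists were written before the data were examined, as were the tests, the thresholds, the alternatives to each choice and the rule for the genes named. They comprised the genes of Figure 4D, 4E and 7J and lists of erythroid, megakaryocyte and platelet, stem and multipotent progenitor, neutrophil primary granule, neutrophil secondary and tertiary granule, monocyte and macrophage, dendritic cell and antigen presentation, eosinophil, basophil and mast cell, B cell, T and NK cell, lymphoid progenitor, S phase, G2 and M phase, cytokine production and inflammatory response, interferon response, cell adhesion, immediate early and heat shock, surface marker, sex-specific and mitochondrial genes. No gene ontology annotation was at hand, so the lists were made from general knowledge of the cell types. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry. Adjusted p-values of lists are over the lists of one comparison. The signatures were lists of 200 genes, tested in the same way and with fgsea 1.28.0, and their adjusted p-values are over the signature tests of one setting.

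The genes named are every gene the paper names for its sequencing and in each comparison the 10 genes with the largest log2 fold change in each direction. These were taken among called genes whose libraries do not overlap and whose mean CPM is at least 10 in the higher group, without gene models of no known function. Members of a list given as examples were the called ones with the largest fold changes, at most 4 in each direction, and members whose call was lost without 1 library were mostly passed over, a choice made after those fits were seen. Genes outside this rule are marked as chosen after their values were seen. Some genes within the rule are not reported here.

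Principal components and distances were computed from log2(CPM + 4), with all genes past the filter for the components and the 1000 genes with the largest SD for the distances and trees. K-means clustering used 2000 genes, 3 clusters and 100 random starts. Fisher's exact test was one-sided for lists in clusters. For each comparison, the other splits of the same 6 libraries into groups of 3 were tested in the same way. The methods were tested on simulated data with known changes. With edgeR, 83.3% of genes with a 3-fold change were recovered between CD62L-high and CD62L-neg CMPs, 65.6% between CD62L-neg and bulk GMPs and 80.3% between CD62L-int and CD62L-high GMPs. Of genes with a 2-fold change, which lies at the threshold itself, 22.7%, 17.5% and 33.8% were recovered in these comparisons. At a 3-fold change, recovery was 63.1% between bulk GMPs and bulk CMPs and 60.3% between CD62L-neg GMPs and bulk CMPs. It was 73.8% between bulk GMPs and CD62L-high CMPs, and 49.3% for the difference between CMPs and GMPs at an adjusted p alone.

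Libraries held 6145834 to 15263573 counts. At this depth a gene with a mean of 1 CPM rests on few counts, so genes with 3 or fewer counts in a population are given as a bound or as a ratio with a counting interval of 95%. Replicate numbers were not used to pair libraries, since in none of the 6 comparisons did libraries of the same number correlate above 0.1 across populations. The correlations of such pairs were -0.07 to 0.091 between CD62L-high and CD62L-neg CMPs and 0.003 to 0.068 between bulk GMPs and bulk CMPs, where other pairs had -0.08 to 0.151 and -0.063 to 0.048.

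The alternatives set in advance were DESeq2 1.42.0, the tool the paper names, in place of edgeR, its size factors, no filter or a filter at 0.5 CPM, the replicate number as a block, all 7 populations or only the compared groups in the fit, an adjusted p alone, a test against a 2-fold change, and each compared library left out in turn. For signatures, components, distances and clusters they were other list sizes and sources, transforms, distances and linkages. Added after the data were seen were fits without the gene models Gm23935, Gm26917 and Gm42418, fits with every library thinned to the smallest, and fits with each bulk CMP library left out, with edgeR and with DESeq2. The published single-cell data that the paper draws on and its flow cytometry, culture and transplantation data were not analysed here.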

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

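In this part, the tests on near-identical genes, on cells carried into one sort and on CD34-negative progenitors were chosen after the results were seen. The thinning of libraries was added after the data were seen, while its prediction and the remaining tests were written before their results.

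A signal appeared in genes that the paper does not discuss: 8 eosinophil genes and 11 genes of basophils and mast cells were higher in CD62L-neg GMPs than in bulk GMPs. Depth is argued against, since 18 of 19 called genes stayed called with every library thinned to the smallest, and so are reads shared between near-identical genes, since 10 of 13 measured members outside the families with close copies were called. Cells carried into the CD62L-neg GMP sort alone are argued against too, because bulk GMPs lay above both CD62L-int and CD62L-high GMPs for 19 of 19 genes. For these genes, the level in bulk GMPs would be met if CD62L-neg GMPs made up a median of 12.3% of them (quartiles 7.9% to 14.4%, range 2.2% to 25.1%). The other bulk GMPs were set to the mean level of CD62L-int and CD62L-high GMPs, and the share depends on this. The paper sorted those populations from either end of the range from intermediate to high CD62L, so the level of the cells in between is assumed. A candidate explanation is that the CD62L-neg part of the GMP gate holds progenitors of eosinophils, basophils and mast cells. Whether such progenitors descend from GMPs or only share their surface markers was not tested. Nor was it tested whether mature cells of these kinds, mast cells among them, passed the sort on lineage-negative C-KIT+ cells.

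In CD62L-neg CMPs, *Cd34* was lower and erythroid and megakaryocytic genes were higher than in CD62L-high CMPs, although CMPs are sorted as CD34+ cells. A difference in depth is argued against, since 20 of the 20 called genes of Figure 4D stayed called with every library thinned to the smallest. A minor share of CD34-negative progenitors such as MEPs would leave most of *Cd34*, which stood at 0.229 of its level in bulk CMPs. Such a share alone therefore does not account for the fall in *Cd34*. This ratio restates the pattern, and it cannot tell whether a minor share raised the erythroid and megakaryocytic genes. A major share of CD34-negative progenitors cannot be told apart from CD62L-neg CMPs that express less *Cd34* themselves, because bulk CMPs would lie between CD62L-high and CD62L-neg CMPs under either, as they did for 20 of 20 genes. So it stays open how far the erythroid and megakaryocytic genes in CD62L-neg CMPs belong to CD34+ cells.

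Bulk CMP replicate 2 and CD62L-high GMP replicate 1 lay apart from their groups. Few counts on coding genes are argued against for the former, since a bulk CMP library thinned to its coding counts correlated with the remaining one at 0.99, against 0.962 for replicate 2. The 3 gene models Gm23935, Gm26917 and Gm42418 are argued against as the whole reason, since without them its mean correlation with its group was 0.962, against 0.992 between the other libraries. Another population under the label is argued against, since it correlated with the mean of the other bulk CMP libraries at 0.924 and with that of any other population at 0.906 at most, in CD62L-high CMPs. A mixed sample or a difference in library preparation was not tested, nor was CD62L-high GMP replicate 1 put to these tests, and no biological explanation was tested.

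The effect of the CD62L sort differed between CMPs and GMPs for 1333 of 14168 genes, by a test of the interaction term in edgeR. Of 60 splits of the same 12 libraries that were tried, only the real one gave as many, the highest of the others being 42. The other splits mix libraries of different populations, which adds the differences between populations to the spread within groups. They therefore cannot tell how many genes would be called if the populations differed without an interaction. With 1 library left out, 905 to 1559 genes were called. The paper sets the CD62L gates of CMPs and of GMPs at different fractions of cells. The contrasts therefore do not compare like sort fractions, and how far this shapes the difference was not tested.

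Other signals were found in lists set in advance, some of whose members the paper names. Between CD62L-high and CD62L-neg CMPs, 9 dendritic cell and antigen presentation genes and 7 lymphoid progenitor genes were higher, and 13 stem and multipotent progenitor genes were lower. Camera's call of the lymphoid progenitor list was lost with an estimated correlation (adjusted p = 0.111), and DESeq2 called 4 of its genes. Immediate early and heat shock genes, which also respond to handling of cells, were lower in CD62L-high CMPs for 12 of 23 members (12 when adjusted over the list alone), with a median log2 fold change of -1.05 (camera, adjusted p = 1.33e-07, and 0.0493 with an estimated correlation). Among them, *Egr1* and *Jun* had log2 fold changes of -3.01 (standard error 0.30, adjusted p = 2.47e-06) and -1.83 (standard error 0.20, adjusted p = 6.48e-06). Of the monocyte and macrophage genes, 14 were lower in CD62L-neg GMPs than in bulk CMPs.

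For every comparison of 3 libraries with 3, there are 10 splits of the libraries, too few for a share under 0.05, and in each case 1 split, the real one, gave as large a result. Against highest other values of 0, the counts of higher and lower genes in the real split were 856 and 898 (CD62L-high against CD62L-neg CMPs), 316 and 288 (CD62L-neg against bulk GMPs), 117 and 65 (CD62L-int against CD62L-high GMPs), 559 and 1236 (bulk GMPs against bulk CMPs), 659 and 1038 (CD62L-neg GMPs against bulk CMPs) and 286 and 486 (bulk GMPs against CD62L-high CMPs). The signatures of CMPs and GMPs had medians of -2.63 and 1.52 in CD62L-high against CD62L-neg CMPs, where the largest medians of other splits, without their sign, were 0.831 and 0.555. They had 2.65 and -0.15 in CD62L-neg against bulk GMPs, where these were 0.905 and 0.093, and -3.08 and 2.57 in CD62L-neg GMPs against bulk CMPs, where these were 1.01 and 0.767. For CD62L-neg GMPs the signatures were made from the bulk libraries compared, which favours the real split, so these splits cannot decide. Simulated without a difference, the GMP signature against bulk GMPs had medians of -0.21 to -0.03, which cover -0.15. The other medians of CD62L-neg GMPs lay outside their simulated ranges.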

How the results depend on the processing

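Fits without the 3 gene models, with thinned libraries, or without a bulk CMP library where bulk CMPs are not compared were added after the data were seen.

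No fold change, median or ratio that was called changed its direction and stayed called. Of 436 values of 34 summary results under the alternatives, 391 (89.7%) kept their direction and their side of the threshold or stayed within the limits set for them, 5 lost their call and 40 moved. Of 1116 counts of list members, 953 (85.4%) stayed within 1.5 times the reported count and 163 moved. Of 6062 values of 292 results for single genes, 5844 (96.4%) kept their call or its absence, 193 lost their call and 25 gained one. The largest share of lost calls of single genes came from the test against a 2-fold change and from fits with 1 library left out.

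At an adjusted p alone, 1385 genes were higher in CD62L-high than in CD62L-neg CMPs, 195 higher and 254 lower in CD62L-int than in CD62L-high GMPs, 1203 higher in bulk GMPs than in bulk CMPs, 1181 higher in CD62L-neg GMPs than in bulk CMPs and 470 higher in bulk GMPs than in CD62L-high CMPs, since no fold change was asked for. The test against a 2-fold change (glmTreat), which is stricter by construction, called 435 higher and 428 lower (CD62L-high against CD62L-neg CMPs), 74 and 109 (CD62L-neg against bulk GMPs), 11 and 1 (CD62L-int against CD62L-high GMPs), 155 and 514 (bulk GMPs against bulk CMPs), 218 and 356 (CD62L-neg GMPs against bulk CMPs) and 109 and 175 (bulk GMPs against CD62L-high CMPs).

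DESeq2 called 190 genes higher and 112 lower in CD62L-int than in CD62L-high GMPs, and the cause was not tested. With only the 2 compared groups in the fit, these were 55 and 36, and 785 genes were lower in bulk GMPs than in bulk CMPs. In CD62L-neg GMPs against bulk CMPs, the counts fell from 659 and 1038 to 477 and 792 under this alternative. They rose from 316 and 288 to 472 and 395 in CD62L-neg against bulk GMPs. In bulk GMPs against CD62L-high CMPs, they rose from 286 and 486 to 361 and 621. The cause of these changes was not tested. A fit of only 2 groups was not run for the difference between CMPs and GMPs, which needs 4 groups. DESeq2 without bulk CMP replicate 2 called 504 genes higher and 434 lower in CD62L-neg than in bulk GMPs. With each library left out in turn, the genes higher in CD62L-neg than in bulk GMPs were 178 to 532, and those higher and lower in CD62L-int than in CD62L-high GMPs were 62 to 122 and 43 to 94. The lowest of these had 1 library fewer in a compared group, and the highest, 532, was found without bulk CMP replicate 2.

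The GMP signature in CD62L-neg against bulk GMPs had a median of -0.15 and lost its call with an estimated correlation (-0.15) and with the top 100 genes (-0.015), for which camera's own direction turned upwards (adjusted p = 0.815). With each library left out its median was -0.24 to -0.14, and the call was lost without bulk CMP replicates 1 and 2 or CD62L-neg GMP replicate 1. Why was not tested. The other signature results kept their call under every alternative run, in both size of list and source of list.

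In the structure of the samples, the second component of Figure 4 carried 15.4% to 24.7% of the variance with 1 bulk CMP library left out, the lowest without replicate 2. The branch of CD62L-neg CMPs held 4 libraries, and that of CD62L-int GMPs 8, under Euclidean distance with complete linkage, and the latter held 5 to 6 with 1 CD62L-high GMP library left out. The distance of CD62L-high CMPs to bulk GMPs, relative to CD62L-neg CMPs, was 0.656 with all genes and 0.353 with 1 minus Pearson's correlation. That of CD62L-neg GMPs to bulk GMPs, relative to bulk CMPs, was 0.549 to 0.685 with each library left out, the highest without bulk CMP replicate 2. In all of these CD62L-high CMPs stayed nearer to bulk GMPs, and CD62L-neg GMPs nearer to bulk GMPs, since the ratio stayed under 1.

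With the replicate number as a block, 837 genes were higher and 876 lower in CD62L-high than in CD62L-neg CMPs, and no summary result moved. With every library thinned to 6145834 counts, these were 794 and 824, and without the gene models Gm23935, Gm26917 and Gm42418 they were 857 and 975. Depth limits what can be said of genes with few counts, for which bounds or ratios with a counting interval are given in place of fitted folds.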

Differences from the paper's values

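The paper's count of genes higher in CD62L-neg GMPs than in bulk GMPs is 483, and 316 were called here at the thresholds the paper states. Of the alternatives set before the data were examined, no filter on low counts (452), all 7 populations in the fit (398), DESeq2, the tool the paper names (416), an adjusted p alone (411) and only the compared groups in the fit (472) come within 1.5 times the paper's count. Those that do not are other size factors (315), a filter at 0.5 CPM (320), the replicate number as a block (263), the test against a 2-fold change (74) and each library of the compared groups left out (178 to 251). Of the fits chosen after the values were seen, 532 genes were called without bulk CMP replicate 2, and DESeq2 called 404, 504 and 414 without bulk CMP replicates 1, 2 and 3. Without bulk CMP replicates 1 and 3, edgeR called 312 and 304. The paper's called genes were not used here one by one, so how many of them these fits drop was not counted.

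For genes higher in CD62L-int than in CD62L-high GMPs, the paper's count is about 190 in Fig. 7I, read by eye, and 117 were called here. The alternatives that come within 1.5 times it are all 7 populations in the fit (142), DESeq2, the paper's tool (190), and an adjusted p alone (195). Those that do not are other size factors (117), no filter (126), a filter at 0.5 CPM (111), the replicate number as a block (89), the test against a 2-fold change (11), only the compared groups (55) and each library left out (62 to 122).

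The second component carried 23.6% of the variance of the Figure 4 populations, against the paper's share of about 15% in Fig. 4A, read by eye. It was 22.0% with log2(CPM + 1), which comes within 1.5 times the paper's share, and 23.6% with the variance stabilizing transform, which does not. Without bulk CMP replicate 2, a setting chosen after the values were seen, it was 15.4%, and without replicates 1 and 3 it was 24.7% and 24.6%. The first component of the Figure 7 populations carried 39.8%, against the paper's share of about 26% in Fig. 7H, read by eye. It was 33.9% with log2(CPM + 1), which comes within 1.5 times the paper's share, and 41.1% with the variance stabilizing transform, which does not. Chosen after the values were seen, fits without CD62L-high GMP replicates 1, 2 and 3 gave 29.4%, 43.5% and 43.8%.

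In its text on Figure 4D, the paper calls each of 22 genes higher in CD62L-neg CMPs. Here 20 were, and *Lmo2* and *Ldb1* were not called. *Ldb1* passed the adjusted p but not the 2-fold change, and *Lmo2* passed neither, with a log2 fold change in the paper's direction. For Figure 4E it calls each of 15 genes higher in CD62L-high CMPs, and 14 were called here. *Cebpe* was called when adjusted over the list alone, by DESeq2 with all libraries and by DESeq2 with any bulk CMP library left out, but not over all genes by edgeR. For Figure 4C it gives cell adhesion as a pathway of CD62L-neg CMPs. Of 32 measured genes of the cell adhesion list, 11 were higher in CD62L-neg CMPs and 6 in CD62L-high CMPs. Camera did not call the list, whereas fry did, towards CD62L-neg CMPs.

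In Fig. 6B, the tree of the paper joins bulk CMPs with bulk GMPs and sets CD62L-neg GMPs apart. Here the first division set bulk CMPs apart from both GMP populations, with each transform, set of genes and linkage run. The paper has the GMP signature rise from CD62L-neg GMPs to bulk GMPs. The median log2 fold change of this signature in CD62L-neg against bulk GMPs was -0.15, in the paper's direction but within the range of -0.21 to -0.03 simulated without a difference. With the list made without the bulk libraries, it was -0.79, but that list was chosen from CD62L-int and CD62L-high GMPs and may favour their genes.

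Of the neutrophil-related genes that the paper shows as higher in CD62L-int GMPs, *Rgcc* and *Cd81* did not pass the thresholds, nor did any of the 4 monocyte-related genes that it shows as lower, although their directions were those of the paper. *Rgcc* and the 4 monocyte-related genes passed an adjusted p alone, and *Klf4* was called without CD62L-int GMP replicate 3 or CD62L-high GMP replicate 3.

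The signatures of Table S1 could be compared by direction for 199 of its genes in each column. In the column headed CMP, 122 of 160 measured genes were higher and 0 lower in bulk GMPs than in bulk CMPs here, with a median log2 fold change of 3.28. In the column headed GMP, 126 of 136 measured genes were lower and 0 higher, with a median of -6.43. So the headings carry the opposite direction to that of these libraries.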

Other observations

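The genes of the CD62L sort were partly the same and partly opposite in CMPs and GMPs. Of the genes past both the adjusted p and the 2-fold change in CMPs and in GMPs, 363 were higher in the CD62L-high population among both. In it 384 were lower among both. Of the 1333 genes whose difference itself differed (edgeR, interaction), 147 went in opposite directions at an adjusted p alone in both. Of these, 108 were higher in CD62L-high CMPs but lower in CD62L-high GMPs and 39 went the other way. No 2-fold change was asked of the 147 genes, so their number cannot be set against the 363 and 384. *Mcpt8*, a protease of basophils, had a log2 fold change for CD62L-high against CD62L-neg cells of 3.33 in CMPs and -5.54 in GMPs (difference 8.88, standard error 0.73, adjusted p = 3.11e-08). *Gfi1*, a factor of granulocytes, had 1.71 and -2.52 (difference 4.22, standard error 0.28, adjusted p = 7.46e-09), and *Ctsg* 2.79 and -0.77 (difference 3.56, standard error 0.23, adjusted p = 6.16e-09). *Il17rb*, a receptor of interleukin-25, and *Ablim1*, an actin-binding protein, had 3.71 and -3.26, and 1.56 and -4.18. *Plxnc1*, a semaphorin receptor, went the other way, with -2.55 and 2.05. These 6 genes were chosen after their values were seen, and CD62L-neg and CD62L-high CMPs share no library with CD62L-neg and CD62L-high GMPs. The CD62L gates of CMPs and GMPs took different fractions of cells.

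Set against CD62L-high CMPs, bulk GMPs had more of the genes of basophils, mast cells, eosinophils and late granules. Of 11 genes of basophils and mast cells measured, 8 were higher and 0 lower in bulk GMPs (9 when adjusted over the list alone; camera, adjusted p = 7.62e-28, and 0.000481 with an estimated correlation). Of 5 eosinophil genes, 4 were higher (4 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 2.61e-06, and 0.01 with an estimated correlation). Of 11 genes of secondary and tertiary granules, 6 were higher and 0 lower (7 when adjusted over the list alone; camera, adjusted p = 9.94e-06, and 0.0104 with an estimated correlation). Of 10 lymphoid progenitor genes, 5 were lower (7 when adjusted over the list alone; camera, adjusted p = 9.57e-09, but adjusted p = 0.0717 with an estimated correlation).

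Relative to bulk CMPs, CD62L-neg GMPs had less of the genes of antigen presentation and of lymphoid progenitors. Of 12 dendritic cell and antigen presentation genes, 9 were lower and 0 higher (9 when adjusted over the list alone; camera, adjusted p = 5.68e-13, and 0.00511 with an estimated correlation), and of 8 lymphoid progenitor genes 6 were lower and 0 higher (6 when adjusted over the list alone; camera, adjusted p = 2.54e-20, and 0.00082 with an estimated correlation). The immediate early and heat shock list had 12 members lower and 0 higher of 23 (13 when adjusted over the list alone; camera, adjusted p = 1.99e-14, and 0.00732 with an estimated correlation). Of 9 eosinophil genes 8 were higher and 1 lower, and of 14 genes of basophils and mast cells 10 were higher and 0 lower (10 and 1 when adjusted over the list alone). The 1 lower eosinophil gene, *Ltc4s*, was not called by DESeq2, nor without bulk CMP replicates 1 and 3 or CD62L-neg GMP replicates 1 and 3. Against bulk GMPs, CD62L-neg GMPs had 4 higher and 1 lower of 11 genes of secondary and tertiary granules, and camera's call (adjusted p = 0.0495) was lost at an adjusted p = 0.175 with an estimated correlation. The 4 higher ones were 7 without bulk CMP replicate 2, and 2, 2 and 1 without bulk GMP replicates 1, 2 and 3 and likewise without those of CD62L-neg GMPs.

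Some lists held few measured genes in the comparison of CD62L-high with CD62L-neg CMPs. Of 4 B cell genes 2 were higher, *Cd22* and *Ighm*, the latter not called by DESeq2 (3 when adjusted over the list alone; camera, adjusted p = 0.0107, but adjusted p = 0.111 with an estimated correlation). Of 5 eosinophil genes 1 was lower, *Siglecf*. Of 3 T and NK cell genes 1 was lower, and 0 to 2 were lower with 1 library left out, with 2 without bulk CMP replicate 2 or CD62L-neg CMP replicate 2 and 0 without CD62L-neg CMP replicates 1 and 3 or any CD62L-high CMP library. Of 9 surface marker genes of the sorts, 6 were higher and 0 lower, among them *Ly6c2*, *Fcgr2b* and *Itgam*. Of the sex-specific genes only *Xist* was measured, at 4088 CPM in bulk CMP replicate 2 and 839.9 to 1994 CPM in the other libraries. *Xist* was lower in bulk GMPs than in bulk CMPs by a log2 fold change of -1.32, which was not called without bulk CMP replicate 2 (-0.79).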
